# The developing leaf of the wild grass *Brachypodium distachyon* at single-cell resolution

**DOI:** 10.1093/plcell/koag172

**Published:** 2026-06-10

**Authors:** Lea S Berg, Paola Ruiz Duarte, Inés Hidalgo Prados, Nathan T Lacombe, Rashmi Tandon, Isaia Vardanega, Jan E Maika, Roxane P Spiegelhalder, Ambuj Gore, Heike Lindner, Rüdiger Simon, Michael T Raissig

## Abstract

Leaves are the plant's main photosynthetic organs and drive Earth's primary production. Grasses form longitudinal leaves with parallel venation and graminoid stomata. Yet, how distinct leaf tissues coordinately develop to build functional grass leaf anatomy is not well understood. Here, we decoded the developing grass leaf from vegetative meristems to mature tissues using single-cell RNA-sequencing in the wild grass *Brachypodium distachyon*. In-depth analysis of epidermal clusters and multiplexed whole-mount RNA-fluorescence in situ hybridization resolved most epidermal lineages and confirmed them *in planta*. Gene regulatory network analysis distinguished the targetomes of the 2 co-expressed, yet functionally divergent stomatal transcription factors *BdMUTE* and *BdFAMA*. Finally, we used our dataset to identify and functionally describe the role of the transcription factor gene *BdGRAS32* in inhibiting cell division and a stomata-specific role for the putative cell wall-modifying enzyme *BdPME53-like*. Our single-cell grass leaf atlas enables the dissection of developmental processes that make the grass leaf, which sustains global food production.

## Introduction

More than 40% of the Earth's surface is dominated by grasses (Beer et al. 2010), and the 3 cereal crops maize, rice, and wheat directly produce more than half of the calories consumed by humans (FAO Statistical Pocketbook 2015). Thus, the grass leaf is the photosynthetic powerhouse that fuels ecosystems and our civilization alike. The longitudinal sheathing leaf of grasses and other monocots is an evolutionary innovation, where the leaf sheath protects the shoot apical meristem and developing leaves (Richardson et al. 2021). The parallel venation provides additive water transport capacity (Nobel 2020), and morphological improvements to the graminoid stomata (Spiegelhalder and Raissig 2021; Menezes et al. 2025) enable fast and water-use-efficient stomatal aperture control (Franks and Farquhar 2007; McAusland et al. 2016; Raissig et al. 2017).

Yet, despite the innovative nature and humanitarian importance of the grass leaf, little is known regarding the processes that generate and coordinate the distinct leaf tissues and cell types to build a functional photosynthetic organ. This is partly due to difficulties inherent to grasses as model systems, like their size, their massive genomes, and their resistance to being transformed by *Agrobacterium tumefaciens* (Raissig and Woods 2022). As a consequence, a lack of tissue-specific reporter lines prevented the description of the transcriptomic signatures of distinct grass leaf tissues and cell types using cell sorting and bulk RNA-sequencing approaches, as was done in the eudicot model system *Arabidopsis thaliana* (eg Brady et al. 2007; Wuest et al. 2010; Adrian et al. 2015). In recent years, the advance of single-cell RNA-sequencing (scRNA-seq) has facilitated the generation of transcriptomes at single-cell resolution and clustering of cells with similar transcriptomic signatures (Grones et al. 2024). These technologies do not require the isolation of specific cell types or tissues using laser microdissection or fluorescence-activated cell sorting (FACS) followed by bulk RNA-seq. Instead, dissociation of tissues and pairing of single plant cells (protoplasts) with beads containing bead-specific barcodes (either in droplets or plates) allows for the generation of single-cell cDNA libraries, massive parallel sequencing of single cell populations, and rapid demultiplexing of reads into single-cell transcriptomes. Strikingly, single-cell transcriptomics in plants repeatedly showed the capability to detect most if not all expected cell types of a given organ and, in addition, revealed cellular heterogeneity and developmental transitions within a tissue of diverse plant species (eg Efroni et al. 2016; Denyer et al. 2019; Nelms and Walbot 2019; Ryu et al. 2019; Zhang et al. 2019, 2021; Satterlee et al. 2020, 2023; Lopez-Anido et al. 2021; Ortiz-Ramírez et al. 2021; Xu et al. 2021, 2025; Sun et al. 2022; Guillotin et al. 2023; Lee et al. 2023, 2025; Swift et al. 2024; Yuan et al. 2024; Demesa-Arevalo et al. 2026).

Despite the generation of single-cell atlases in (domesticated) grasses, their resistance to transformation remains a significant problem to confirm the clusters identified *in silico* also *in planta* with reporter genes or to generate CRISPR/Cas9-mediated gene knock-outs of cluster-specific genes with a putative regulatory function. We therefore work with the wild Pooideae model grass *Brachypodium distachyon* (Fig. 1a). Not only is *B. distachyon* small in size and easy to grow with limited space, but it is also quite amenable to *A. tumefaciens*-mediated transformation compared to most other grasses, even without access to large-scale transformation facilities. Furthermore, research on wild grass likely reveals higher gene diversity, as wild grasses did not suffer from domestication-induced loss of genetic diversity (Jayakodi et al. 2024).

**Figure 1:**
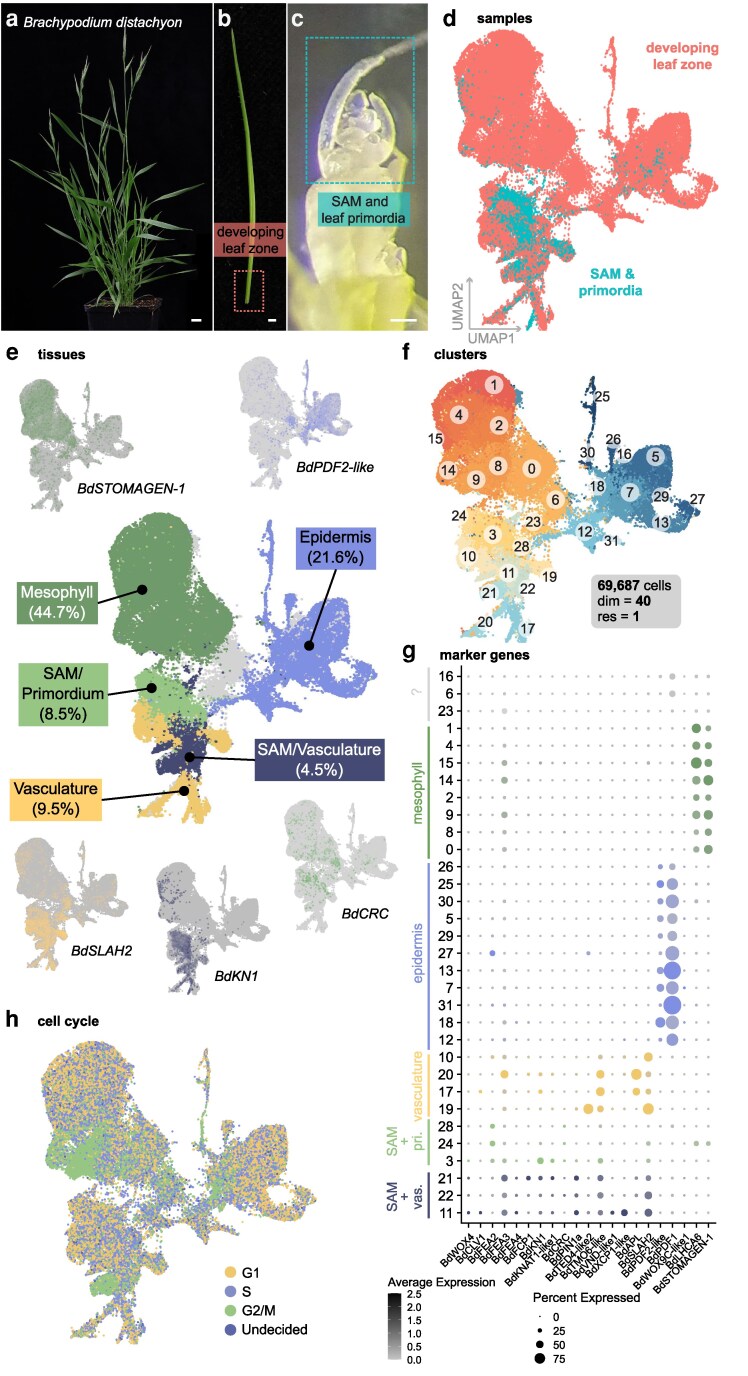
Single-cell atlas of the developing *B. distachyon* leaf from vegetative shoot apex to mature tissues. (a) *Brachypodium distachyon* accession Bd21-3 flowering plant. Image digitally cropped. Scale bar, 1 cm. (b) Young, pulled-out, and not yet unrolled leaf used to isolate the leaf developmental zone (indicated with box). Image digitally cropped. Scale bar, 1 mm. (c) Dissected shoot apex with shoot apical meristem (SAM), leaf primordia, and young outgrowing leaves. Collected tissue is highlighted with a box. Image digitally cropped. Scale bar, 0.1 mm. (d) Whole dataset UMAP plot indicating the tissue-origin of the cells (SAM and primordia in blue, developing leaf zones in red). (e) Whole dataset UMAP plot with tissue annotations (percentage of total cells in brackets) and exemplary marker gene feature plots next to each tissue annotation. N = 69,687 cells. (f) Whole dataset UMAP plot with numbered Seurat clusters. The number of total cells, dimensions, and resolution are indicated. (g) Dot plot showing expression of marker genes in the clusters. Dot size represents the percentage of cells within a cluster that express the gene, and color saturation represents expression strength. Tissues are color-coded as in (e). (h) Whole dataset UMAP plot with color indicating the cell cycle stage of each cell. Also see Figures S1–S3.

Grass leaf development is initiated at the vegetative shoot apical meristem (vSAM). In the emerging primordium, the stem cell factor *KNOTTED1* (*KN1*) is downregulated, auxin maxima contribute to primordium outgrowth (O’Connor et al. 2014, 2017; Johnston et al. 2015; Robil and McSteen 2023), and a WUSCHEL-HOMEOBOX module drives medio-lateral leaf expansion (Conklin et al. 2020; Satterlee et al. 2023). In leaf primordia, the ground meristem forms the vasculature and mesophyll, and the protodermal stem cells form all epidermal cell types (Dresselhaus et al. 2025). In the epidermis, protodermal stem cells initially proliferate symmetrically before an asymmetric, transverse patterning division forms a small apical and a larger basal cell (Stebbins and Shah 1960a; Nunes et al. 2020; Berg and Raissig 2025). Mediolateral patterning of the semi-clonal epidermal cell files is determined by antagonistic transcription factor (TF) programs. Grass SPEECHLESS (SPCH) homologs together with INDUCER OF CBF EXPRESSION1 (ICE1) determine stomatal cell file identity (Raissig et al. 2016; Wu et al. 2019; Zhou et al. 2025), whereas SQUAMOSA PROMOTER BINDING PROTEIN-likes (SPLs) establish hair cell (HC) file identity (Kong et al. 2021; Li et al. 2021). In HC files, the apical HC precursors directly form prickle hair cells or macrohairs (Nunes et al. 2023). In stomatal files, the apical guard mother cells (GMCs) elongate and laterally deploy the mobile grass MUTE homolog to establish subsidiary mother cell (SMC) identity in neighboring cells (Raissig et al. 2017; Wang et al. 2019a). SMCs then polarize, and an asymmetric longitudinal division forms the proximal subsidiary cell (SC) (Facette et al. 2015; Zhang et al. 2022). Finally, a symmetric longitudinal division that involves cell-autonomous MUTE function forms the guard cell (GC) pair (Spiegelhalder et al. 2024), before FAMA and SCREAM2 (SCRM2) induce the stomatal pore and guide dumbbell GC morphogenesis (Raissig et al. 2016; Wu et al. 2019; McKown et al. 2023; Wang et al. 2025).

Importantly, even after primordium outgrowth, developing grass leaf blades maintain a spatiotemporally separated developmental leaf zone, where all divisions, cell elongations, and morphogenetic processes occur in a strict base-to-tip developmental gradient (Stebbins and Shah 1960b; Nelson and Dengler 1997; Perico et al. 2022; Berg and Raissig 2025; Dresselhaus et al. 2025). Here, we leveraged this peculiarity of grass leaf development to isolate developing leaf zones of 3-week-old *B. distachyon* plants, which were dissociated, and single-cell transcriptome libraries were built using the droplet-based 10x Genomics platform. In addition, we isolated shoot apices, including vSAMs and early leaf primordia. The overall aim of this study was to build a single-cell atlas of developing grass leaves, which will allow for the dissection of single tissues, lineages, or cell types (eg stomatal cells). We generated a single-cell atlas from shoot apex to mature grass leaf cell types, consisting of almost 70k cells. Marker gene analysis readily identified the 4 major tissues (ie, shoot apical stem cells, vasculature, mesophyll, and epidermis). *In silico* isolation and re-analysis of the epidermal cluster identified all cell lineages of the abaxial epidermis. Multiplexed whole-mount RNA fluorescence in situ hybridization (FISH) confirmed the identified clusters *in planta*. Subsetting of the stomatal lineage and pseudotime analysis of the developing GCs solidly recapitulated previously described developmental modules and identified developmental-stage-specific marker genes. Analysis of homologs of previously reported genetic programs involved in epidermal patterning allowed us to pinpoint clusters that will produce pavement cells, a cell type that is widely unexplored. Single-cell gene regulatory network (GRN) analysis of the stomatal lineages revealed specific targetomes of the co-expressed yet functionally divergent TFs BdMUTE and BdFAMA in GMCs, indicating that our atlas can resolve cell-type- and developmental stage-specific GRNs. As a proof-of-concept, we identified a role for *BdGRAS32* in dividing leaf cells and suggested a role for *BdPME53-like*-mediated processes in stomatal patterning. Together, our high-quality dataset will facilitate the identification of marker genes and GRNs in the developing leaf of *B. distachyon* and can serve as a comparative single-cell gene expression resource for research on both wild and domesticated grass leaves.

## Results

### A single-cell transcriptomic atlas of the developing grass leaf

While some genes involved in the development of the grass leaf have already been investigated (Dresselhaus et al. 2025), much remains unexplored regarding the genetic programs that form and coordinate the diverse cell types of the leaf. Therefore, we generated a single-cell transcriptomic atlas of shoot apices and developing leaves using the wild grass model *B. distachyon* (Fig. 1a) to identify genetic modules that accommodate the development of distinct grass leaf tissues and cell types.

We harvested 2 different tissue samples. First, young, not yet unrolled leaves were extracted from the embracing sheath of the older leaf, and the lowest 3–5 mm were collected for 7 independent “leaf developmental zone” libraries (Fig. 1b, Table S1). Previous microscopy analyses and bulk RNA-seq datasets of the bottom 5 mm of the developing *B. distachyon* leaf suggested that these samples potentially contained all developmental stages and tissues of the leaf (Zhang et al. 2022; Nunes et al. 2023). In addition, we dissected shoot apices, including young leaf primordia, and generated 2 independent “SAM and primordia” libraries (Fig. 1c, Figure S1k and l, Table S1). Then, cell wall digestion released protoplasts (Figure S1a–c), which were used for droplet-based 10x Genomics single-cell RNA-sequencing (scRNA-seq). The resulting datasets, generated at different time points and locations (Table S1), were demultiplexed using Cell Ranger and subsequently filtered to exclude cells with high ambient RNA content, high mitochondrial (>5%) or chloroplast (>10%) RNA content, too few or too many genes and transcripts detected (<1,250 and >50,000 unique molecular identifiers (UMIs); <500 and >10,000 features) and removed doublets to generate a high-quality dataset (see Methods). All 9 datasets were then merged to create the final dataset containing 69,687 cells (expressing 35,584 out of 39,068 genes; Table S1, Table S2; see Methods). Dimensionality reduction and Seurat-based clustering (Satija et al. 2015; Butler et al. 2018; Stuart et al. 2019; Hao et al. 2021, 2024) with a resolution of 0.8 revealed 29 clusters (Figure S1d). Some batch effects were observed (Figure S1k), and we used semi-supervised integration using the STACAS R package (Andreatta and Carmona 2021; Andreatta et al. 2024) to decrease the influence of batch effects. For this, the non-corrected merged dataset was annotated by identifying major tissues using known marker genes from the literature (Figure S1d–j). A subset including SAM and vasculature cells was further analyzed to aim for more detailed annotation of the cells in the subset (Figure S1g–i), and the labels were then transferred to the full dataset (Figure S1g and j). This cell labelling served as the basis for STACAS integration to generate the final dataset, in which the clusters were annotated based on marker expression (Fig. 1e–g). Cells from the “SAM and primordia” libraries were primarily found in the young, developing clusters matching the tissue-origin and the biological context of the libraries (Fig. 1d, Figure S1l).

There was considerable overlap between the vasculature and the shoot apex possibly because the vasculature develops first and originates from the inner ground meristem that constitutes most cells of the leaf primordia (Dresselhaus et al. 2025) and/or because more mature vascular cells did not protoplast well or were filtered out due to cell size limits of our protocol (Fig. 1e and g, Figure S2a–t and z). We were, however, able to detect distinct expression patterns of shoot apex and early vasculature markers (Fig. 1e and g, Figure S2a–t and z). A *FON2-LIKE CLE PROTEIN 1* (*FCP1*) reporter was recently shown to be strongly expressed in the SAM and weaker in the leaf primordial epidermis in barley (Vardanega et al. 2025), while in maize, in situ-hybridization showed it to be more specific to leaf primordia and less in the SAM (Je et al. 2016). We see overlap of *BdFCP1* expression with cells expressing SAM markers (Figure S2d) but also detect expression beyond the early meristem marker *BdKNOTTED1* (*BdKN1*, in maize *ZmKN1* (Smith et al. 1992); Fig. 1e, Figure S2k). This indicates that the expression pattern of *BdFCP1* may be a mix of those detected in barley and maize, spanning both SAM and early leaves. Additionally, spatial transcriptomics and imputed data of stem cell marker homologs in barley further helped in resolving the stem cell clusters (Figure S3a–f and h–k; Demesa-Arevalo et al. 2026). *HvCLV1* is expressed in outer vSAM layers and cells of the leaf primordia (Vardanega et al. 2025), which seems to be similar in *B. distachyon* (Figure S2e, Figure S3a and b). *CRABS CLAW* (*BdCRC*, in barley *HvCRC*) is a marker for leaf primordial tissues (Yamaguchi et al. 2004; Vardanega et al. 2025) and helped to indicate leaf primordial clusters in *B. distachyon* (Figure S2i, Figure S3c and d). *PIN-FORMED 1a* (*BdPIN1a*, *HvPIN1a*) and *PIN1b* (*BdPIN1b*, *HvPIN1/HvPIN1b*) are expressed in leaf primordia and inner meristem, respectively (Figure S3h–k; Kirschner et al. 2018; Fusi et al. 2024). However, in our dataset, we detected more widespread *BdPIN1b* expression and could not rely on this marker for cluster annotations (Figure S3h).

To annotate the epidermal tissue clusters, we used the well-established *PROTODERMAL FACTOR 1* (*BdPDF1*) and *BdPDF2* and relied on the expression pattern of a *B. distachyon* transcriptional reporter of *BdHDG2-like*, which is one of the earliest leaf epidermal markers in *A. thaliana* (Peterson et al. 2013) (Fig. 1e and g; Figure S2u and v; Figure S3l and m). To annotate the mesophyll tissue clusters, we used photosynthetic genes (eg *BdLHCA6*; Figure S2x) and the mesophyll-expressed epidermal patterning factor *BdSTOMAGEN-1* (Figure S2y).

Finally, we used homologs of *A. thaliana* cell cycle marker genes to assign cell cycle phases to the dataset (Fig. 1h; https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq). Four domains of mitotically active cells (ie, G2-to-M phase cells) were identified; 1 domain lies in the shoot apex and vasculature clusters and expresses *BdWOX4* and *BdPIN1a*, 1 lies in the mesophyll, and 2 in the epidermis (Fig. 1g and h, Figure S2a and j).

Taken together, we generated a 70k-cell containing single-cell transcriptomic atlas of developing grass leaves from the shoot apex to the mature leaf. A specific identity could be assigned to most clusters, dividing cells could be clearly identified, and meristematic tissues could be distinguished from developing vasculatures.

### Subsetting the epidermis identifies distinct epidermal lineages

We then subsetted the epidermal lineages and specifically reclustered and reanalyzed the developing grass leaf epidermis from protodermal stem cells to maturing and differentiating epidermal cell types (Fig. 2c, Figure S4a and b). The mature abaxial leaf epidermis in *B. distachyon* consists of linear cell files that form either stomatal complexes or prickle hair cells (HCs), which are spaced by at least 1 pavement cell (Fig. 2a). Above leaf veins, additional transverse divisions form silica cells below HCs. The grass leaf epidermis develops in a strictly linear manner, with 7 well-defined stages of stomatal development used as reference points throughout this manuscript (Fig. 2b; Stebbins and Shah 1960b; Raissig et al. 2016, 2017; Nunes et al. 2020; Berg and Raissig 2025).

**Figure 2:**
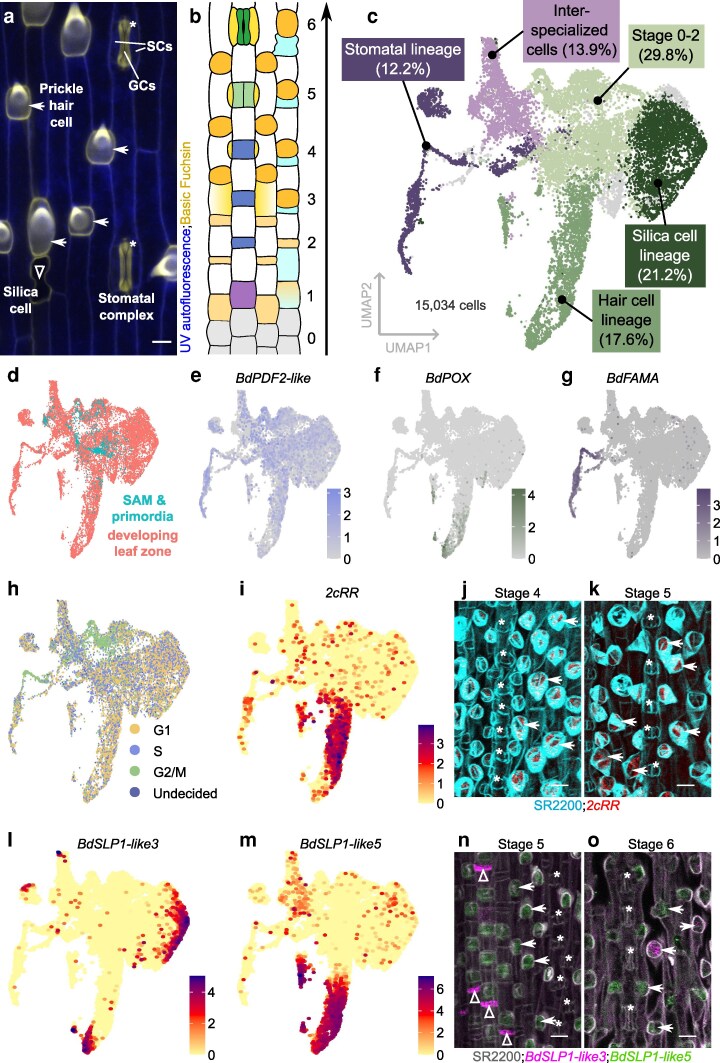
Subsetting the epidermis identifies epidermal lineages and marker genes. (a) Confocal image of the mature abaxial leaf epidermis of *B. distachyon*. Stomatal complexes are marked with asterisks, prickle hair cells with arrows, and silica cells with triangles. Blue is cell wall autofluorescence, and yellow is lignin stained by basic fuchsin (image adapted from Berg and Raissig 2025). (b) Schematic of leaf epidermal developmental stages in *B. distachyon*. Protodermal stem cells (stage 0) acquire cell file identities (stage 1) and divide asymmetrically to form an apical guard mother cell (GMC) or hair cell (HC) lineage precursor and an interstomatal or inter-hair cell (stage 2). Inter-hair cells above leaf veins can divide again asymmetrically to form silica cell precursors. A GMC-derived signal initiates subsidiary mother cell (SMC) identity in lateral neighboring cells (stage 3). SMCs divide asymmetrically to form subsidiary cells (SCs) (stage 4). GMCs divide symmetrically to form 2 guard cells (GCs) (stage 5), which then differentiate into dumbbell-shaped GCs (stage 6). (c) Epidermis UMAP plot with epidermal cell type annotations (percentage of total cells in brackets). N = 15,034 cells. (d) Epidermis UMAP plot indicating the tissue-origin of the cells (SAM and primordia in blue, developing leaf zones in red). (e) Epidermis UMAP feature plot of epidermal marker *BdPDF2-like*. (f) Epidermis UMAP feature plot of HC marker *BdPOX*. (g) Epidermis UMAP feature plot of stomatal marker *BdFAMA*. (h) Epidermis UMAP plot with color indicating the cell cycle stage of each cell. (i) Epidermis UMAP feature plot of a two-component response regulator (*2cRR*). (j and k) Whole-mount RNA-FISH images of the *2cRR* (red) at developmental stages 4 (j) and 5 (k). Cell walls stained with SR2200 (cyan). Asterisks indicate stomatal complexes and arrows indicate HCs. (l) Epidermis UMAP feature plot of *BdSILIPLANT1-like3* (*BdSLP1-like3*). (m) Epidermis UMAP feature plot of *BdSLP1-like5*. (n and o) Whole-mount multiplex RNA-FISH images of *BdSLP1-like3* (magenta) and *BdSLP1-like5* (green) at developmental stages 5 (n) and 6 (o). Cell walls stained with SR2200 (gray). Asterisks indicate stomatal complexes, arrows indicate HCs, and triangles indicate silica cell precursors. Color legends in the UMAP feature plots show expression strength. Scale bars,10 µm. Also see Figure S4.

We used tissue-of-origin (ie the developmentally younger “SAM & primordia” libraries; Fig. 2d) and epidermal marker genes to assign stage 0–2 protodermal cells and stomatal and HC lineage identities (Fig. 2c–g, Figure S4d–n) and used cell cycle markers to assign cell cycle phases (Fig. 2h). Notably, there were 2 clusters with many mitotically active cells (Fig. 2h). The first one is likely the cells that divide during stages 0 and 2 of epidermal development without any clear indication of future cell fates. The second one is specific to the stomatal lineage and likely represents dividing GMCs (see below).

We then compared clusters of interest to all other epidermal clusters to identify differentially expressed marker genes (DEGs) for different cell types (Table S4). 

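Bulk RNA sequencing was used to compare developmental leaf zones that had been protoplasted with zones that had not. Protoplasts are cells released from the tissue by digesting the cell walls with enzymes, here Cellulase Onozuka RS and Macerozyme R-10. The plants were 3 wk old and of the Bd21-3 wild type. There were 3 libraries per group, with protoplasts prepared from 10 leaf zones and the control from 5 leaf zones. The authors mapped the reads with bowtie2 to the Bd21-3 genome, counted the reads on each gene with summarizeOverlaps and deposited these counts without normalization. Bowtie2 does not split a read across an intron, and the paper's text does not name the counting mode or whether strand was used, so genes that overlap or share sequence could have lost or exchanged reads. The title and library name of each sample give the group used here, whereas a treatment entry in the same labels names the other group for all 6 samples. The groups are therefore called the libraries labelled protoplasted and the libraries labelled non-protoplasted, and each direction rests on the titles and library names. The libraries labelled protoplasted held 23021800, 24621927 and 23719117 counts on genes, and the libraries labelled non-protoplasted held 17482438, 24045979 and 23793983. Expression is given as CPM, the counts of a gene relative to the TMM-scaled library size. A gene with 3 counts stood at 0.106 to 0.205 CPM, depending on the library, and this floor covers counting error only. Of 36647 genes in the table, 31335 had counts, and 23677 had enough counts to be tested. The groups were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. Standard errors were approximated as the log2 fold change divided by the square root of the test's F statistic. The first principal component of the log2 CPM separated the groups and held 95.1% of the variance. Libraries of one group had a correlation of log2 CPM of at least 0.977 across genes, against 0.592 to 0.662 between the groups, although genes are not independent replicates. No pair of libraries of a group was alike within sampling noise, with a chi-square per degree of freedom of 6.92 to 46.2. Neither the paper's text nor the labels name a sequencing batch.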

Putative marker genes were chosen according to specific expression patterns in a given cell type or stage and were filtered to exclude protoplast-affected genes (ie, bulk RNA-sequencing data of non-protoplasted versus protoplasted tissues; Figure S4c, Table S5). Subsequently, we used whole-mount RNA fluorescence in situ hybridization (HCR^TM^ RNA-FISH, Dirks and Pierce 2004; Choi et al. 2018) to verify the expression pattern of candidate marker genes *in planta*. A two-component response regulator (*2cRR*) was confirmed to be a marker for HCs at stages 4 and 5 of epidermal development (Fig. 2i–k).

For silica cells, the only known marker gene was the sorghum *SbSILIPLANT1* (*SbSLP1*), a gene suggested to precipitate silica in leaf silica cells (Kumar et al. 2020; Ayieko et al. 2023). Homologs of *SbSLP1* showed specific expression patterns (Figure S4o–w); *BdSLP1-like1, 2, 3,* and *4* showed strong *in silico* expression in silica cells and mature HC stages, while *BdSLP1-like5, 6, 7,* and *9* seemed specific to HCs, with *BdSLP1-like5* appearing during earlier stages already (Fig. 2l and m; Figure S3o–w). We, therefore, chose *BdSLP1-like3* as a marker for silica cells and mature HCs and *BdSLP1-like5* as a marker for HCs only. Multiplexed RNA-FISH showed that at stage 5, *BdSLP1-like3* was expressed in silica cell precursors, whereas *BdSLP1-like5* was exclusive to HCs (Fig. 2n). During stage 6, *BdSLP1-like3* stopped being expressed in silica cells and instead started to be expressed in HCs, while *BdSLP1-like5* expression decreased (Fig. 2o).

In conclusion, subsetting the epidermal lineages successfully identified the HC and silica cell lineages, which were confirmed *in planta* using multiplexed whole-mount RNA-FISH of identified marker genes.

### Isolation of the stomatal lineage clusters identifies both grass stomatal cell types

Graminoid stomatal morphology is highly derived, with 2 dumbbell-shaped GCs that are flanked by lateral SCs (Fig. 2a and b). To decode the transcriptional dynamics of the developing grass stomatal lineages, we used known marker genes to isolate all stomatal lineage cells from the epidermal cluster (*n* = 8,406 cells, Figs. 2g and 3a, Figure S4g–n, Figure S5a and b). For example, the sequentially acting bHLH TFs *SPEECHLESS* (*SPCH*), *MUTE FAMA* and *STOMATAL CARPENTER1 (SCAP1)*, and the guard-cell-lineage associated *EPIDERMAL PATTERNING FACTOR 2–1* (*BdEPF2-1*) were used to assign the GC lineage (Fig. 3c–g, Figure S5d–h; Raissig et al. 2016, 2017; McKown et al. 2023). The generation of a *BdFAMA* transcriptional reporter clearly demarcated the developmental stages expressing *BdFAMA* (Fig. 3h and i). Furthermore, cell cycle phase assignment once again revealed actively dividing cells at stage 0–2 and the symmetrically dividing GMCs (Fig. 3b), which also express *BdMUTE* and *BdFAMA* (Fig. 3d and g).

**Figure 3:**
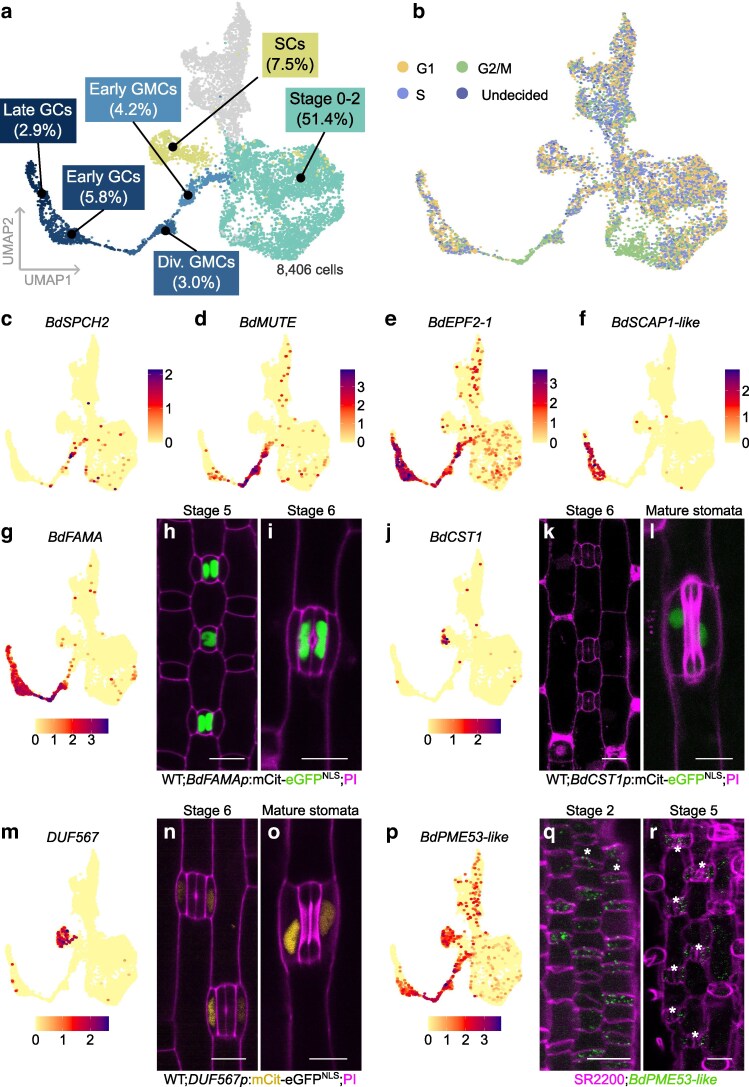
Spatiotemporal development of the stomatal lineage. (a) Stomatal lineage UMAP plot with stomatal cell types and stage annotations (percentage of total cells in brackets). N = 8,406 cells. (b) Stomatal lineage UMAP plot with color indicating the cell cycle stage of each cell. (c) Stomatal lineage UMAP feature plot of early stomatal lineage marker *BdSPCH2*. (d) Stomatal lineage UMAP feature plot of guard mother cell (GMC) marker *BdMUTE*. (e) Stomatal lineage UMAP feature plot of guard cell (GC) lineage marker *BdEPF2-1*. (f) Stomatal lineage UMAP feature plot of maturing GC marker *BdSCAP1-like*. (g) Stomatal lineage UMAP feature plot of GC lineage marker *BdFAMA*. (h–i) Expression of *BdFAMAp:mCitrine-eGFP^NLS^* in developmental stages 5 (h) and 6 (i). (j) Stomatal lineage UMAP feature plot of mature subsidiary cells (SCs) marker *BdCST1*. (k and l) Expression of *BdCST1p:mCitrine-eGFP^NLS^* in developmental stage 6 (k) and mature SCs (l). (m) Stomatal lineage UMAP feature plot of SC marker *DUF567*. (n and o) Expression of *DUF567p:mCitrine-eGFP^NLS^* in developmental stage 6 (n) and mature SCs (o). Cell walls stained with propidium iodide (PI, magenta) in all reporter images. (p) Stomatal lineage UMAP feature plot of *BdPECTIN METHYLESTERASE 53-like* (*BdPME53-like*). (q and r) Whole-mount RNA-FISH images of *BdPME53-like* (green) at developmental stages 2 (q) and 5 (r). Cell walls stained with SR2200 (magenta). Asterisks indicate stomatal cell files (q) or stomatal complexes (r). Color legends in the UMAP feature plots show expression strength. Scale bars, 10 µm. Also see Figure S5.

The SCs were harder to identify as only a single, very late expressed SC-specific marker is known to date, *ZmCST1* (Wang et al. 2019b). In our first datasets, we did not detect the expression of *BdCST1* and could therefore not rely on this gene to map SCs. To *bona fide* identify the SC population, 2 of the 7 developmental zone libraries were produced from the *sid*/*bdmute-1* genotype that lacks SCs (Figure S1l, Table S1; Raissig et al. 2017). Indeed, comparison of the 2 wild-type (WT) libraries and the 2 SC-lacking *sid/bdmute-1* libraries processed and sequenced at the same time readily identified a cluster strongly enriched for WT cells, suggesting this cluster represents the SCs (Figure S5c). The most recent libraries contained many more SCs and, consequently, enabled the detection of *BdCST1* transcripts *in silico* in this exact cluster (Fig. 3j). A *BdCST1* transcriptional reporter suggested that only very mature SCs express this marker (Fig. 3k and l).

Differential gene expression analysis then identified stomatal marker genes. A *DUF567* gene showed strong and almost exclusive *in silico* expression in the SC cluster (Fig. 3m). Within the epidermis, a transcriptional reporter for *DUF567* was indeed expressed very specifically in SCs from early stage 6 to mature stomatal complexes (Fig. 3n and o), earlier than *BdCST1*. Furthermore, the pectin methylesterase *BdPME53-like* was suggested to be expressed in the developing GC and SC lineages (Fig. 3p). Indeed, a signal was detected from stage 2 GMCs to stage 5 GCs and in SCs from recruitment until maturing stomata (Fig. 3q and r).

In conclusion, we successfully identified and confirmed the GC and SC lineages, found SC and GC markers, and cloned promoters specific to the SC lineage.

### Pseudotime trajectory of the grass guard cell lineage identifies stage-specific marker genes

Even though spatial (and spatiotemporal) information is lost in droplet-based scRNA-seq approaches, the temporal dynamics can be inferred using pseudotime analysis, particularly for lineages with sufficient a priori knowledge on developmental transitions like the GC lineage. Thus, we subsetted the GC lineage based on the stomatal bHLH TFs (*n* = 2,692 cells, Fig. 3c, d, and g, Fig. 4a, Figure S6a and b). Pseudotime analysis revealed the developmental gradient from early divisions at stage 0–2 towards fully differentiated GCs (Fig. 4a and b). Plotting the expression of known markers of different stages across the pseudotimeline confirmed the accuracy of the developmental GC trajectory (Fig. 4c).

**Figure 4:**
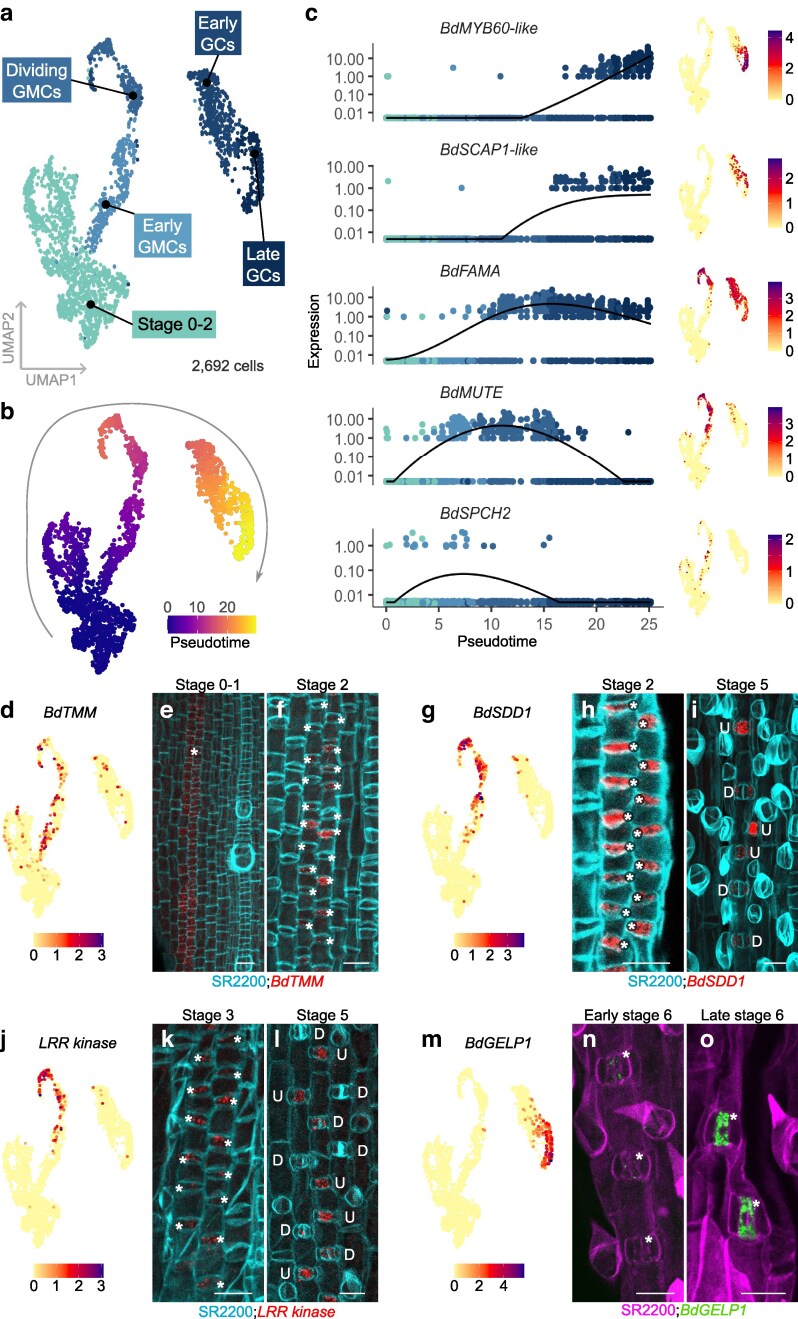
Sequential gene expression in the stomatal guard cell lineage. (a) UMAP plot with developing guard cell (GC) lineages; developmental stages are color-coded and annotated. N = 2,692 cells. (b) GC lineage UMAP plot with color indicating pseudotime. Arrow indicates developmental trajectory; heatmap indicates pseudotime stages. (c) Dot plot showing expression of marker genes along pseudotime. GC lineage UMAP feature plots of the respective genes are shown on the right. (d) GC lineage UMAP feature plot of *BdTOO MANY MOUTHS* (*BdTMM*). (e and f) Whole-mount RNA-FISH images of *BdTMM* (red) at developmental stages 0-1 (e) and 2 (f). Cell walls stained with SR2200 (cyan). Asterisks indicate stomatal cell files (e) and stomatal complexes (f). (g) GC lineage UMAP feature plot of *BdSTOMATAL DENSITY AND DISTRIBUTION 1* (*BdSDD1*). (h and i) Whole-mount RNA-FISH images of *BdSDD1* (red) at developmental stages 2 (h) and 5 (i). Cell walls stained with SR2200 (cyan). Asterisks indicate guard mother cells (GMCs). “U” indicates undivided and “D” indicates divided GMCs. (j) GC lineage UMAP feature plot of *LEUCINE RICH REPEAT KINASE* (*LRR kinase*). (k and l) Whole-mount RNA-FISH images of *LRR kinase* (red) at developmental stages 3 (k) and 5 (l). Cell walls stained with SR2200 (cyan). Asterisks indicate guard mother cells (GMCs). “U” indicates undivided and “D” indicates divided GMCs. (m) GC lineage UMAP feature plot of *BdGDSL ESTERASE/LIPASE1* (*BdGELP1*). (n and o) Whole-mount RNA-FISH images of *BdGELP1* (green) at early (n) and late (o) developmental stage 6. Cell walls stained with SR2200 (magenta). Asterisks indicate stomatal complexes. Color legends in the UMAP feature plots show the expression strength of the gene of interest. Scale bars, 10 µm. Also see Figure S6.

We then selected several sequential marker genes along this trajectory to confirm the developmental timeline from protodermal stem cells to maturing GCs *in planta*. The stomatal *BdTOO MANY MOUTHS* (*BdTMM*) co-receptor was suggested to be expressed from the earliest stages in the GC lineage (Fig. 4d, Figure S6c). RNA-FISH revealed that *BdTMM* was truly expressed in very early, stage 0–1 stomatal files preceding the transverse asymmetric patterning division (Fig. 4e). After this division, the signal was mostly restricted to GMCs and disappeared after stage 2 (Fig. 4f). A homolog of the stomatal peptidase STOMATAL DENSITY AND DISTRIBUTION1 (SDD1; Von Groll et al. 2002) showed strong *in silico* expression in young and dividing GMCs (Fig. 4g). Indeed, we found strong RNA-FISH signal for *BdSDD1* in stage 2 GMCs up until the symmetric division, after which it quickly disappeared, strongly matching the *in silico* expression prediction of our dataset (Fig. 4h and i). A *LEUCINE-RICH-REPEAT PROTEIN KINASE* (*LRR kinase*) showed a similar, yet slightly later *in silico* expression pattern compared to *BdSDD1* (Fig. 4j). Much like *BdSDD1*, the signal of the *LRR kinase* probe was detected from stage 2 GMCs and abruptly disappeared in stage 5 as soon as the GMC had completed its division (Fig. 4k and l). Lastly, the *GDSL ESTERASE/LIPASE1* gene (*BdGELP1*) was suggested to be a mature GC marker gene (Fig. 4m), which was confirmed by RNA-FISH probes against *BdGELP1 in planta* (Fig. 4n and o).

We also performed pseudotime analysis for the HC lineage, to test if it can produce a useful trajectory with less a priori knowledge (Figure S6d–f). Indeed, we found the expected sequential expression of the few currently known HC developmental marker genes (Figure S6g), suggesting that our dataset, paired with pseudotime analysis, can reveal marker genes and developmental regulators of any epidermal lineage.

### Grass pavement cells are highly heterogenous

In contrast to stomatal cells, HCs, or silica cells, no marker genes have been reported for pavement cells in grasses. We, therefore, used stomatal lineage-related genes to identify interstomatal cell clusters, which are stomatal lineage-derived pavement cells, and attempted to use these as a proxy to identify general pavement cell markers.

In *A. thaliana*, the ERECTA-YODA-MITOGEN-ACTIVATED PROTEIN (MAP) kinase (MAPK) signaling cascade ensures spacing of stomata by at least 1 pavement cell through the down-regulation of stomatal bHLH TFs upon reception of EPF1 and EPF2 peptide ligands that are secreted by developing stomatal complexes (reviewed in Herrmann and Torii 2021; Chua and Lau 2024). In grasses, the inhibitory role of the pathway in epidermal cell file patterning seems to be conserved. For example, EPF ligands were shown to affect stomatal density (eg Caine et al. 2019; Jangra et al. 2021; Karavolias et al. 2023) and *yoda1* mutants in *B. distachyon,* and barley caused within-file clustering of specialized cells (Abrash et al. 2018; Liu et al. 2022).

We hypothesized that the ERECTA-YODA-MAPK signaling pathway is preferably active in interstomatal pavement cells and analyzed the *in silico* expression patterns of *B. distachyon* homologs of the inhibitory signaling pathway. As expected, *BdEPF2-1* and *BdEPF2-2* ligands are primarily expressed in the GC lineage (Fig. 3e, Figure S5h). *BdYDA1/2* and the putative downstream MAPKs *BdMKK4/5-like1*, *BdMKK4/5-like2*, *BdMPK3-like,* and *BdMPK6-like* were expressed rather ubiquitously, yet a slight enrichment in the topmost clusters was observed (clusters 3, 6, 8, and 10; Figure S5b and i–n). Similarly, *BdERECTA*, *BdERECTA-LIKE1* (ERL1) and the 3 co-receptors *SOMATIC EMBRYOGENESIS RECEPTOR KINASE-likes* (*BdSERK-likes*) were strongly and preferentially expressed in clusters 3, 6, 8, and 10 (Fig. 5a–e, Figure S5b), suggesting that these not yet annotated cells could potentially be the interstomatal or inter-specialized cells (highlighted cells, Fig. 5n). Indeed, RNA-FISH against *BdERL1* confirmed its expression in stomatal cell files from very early stages of stomatal development through to GMCs and interstomatal cells after the transverse patterning division at stage 2 (Fig. 5f–h).

**Figure 5:**
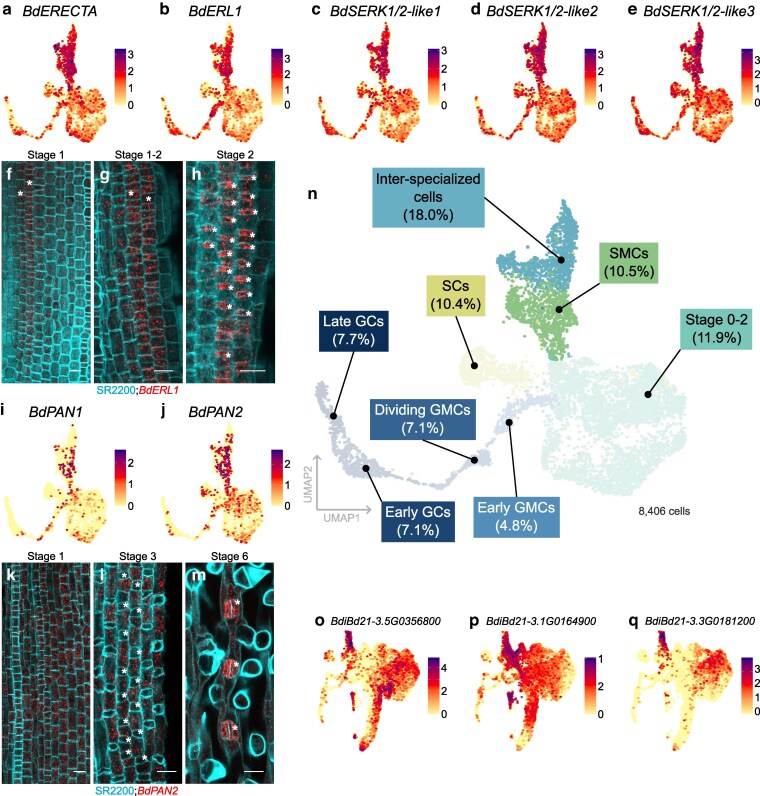
Analysis of interstomatal pavement cells as a proxy to identify transcriptomic pavement cell features. (a–e) Stomatal lineage UMAP feature plot of *BdERECTA* (a), *BdERECTA-LIKE1* (*BdERL1*) (b), *BdSOMATIC EMBRYOGENESIS RECEPTOR KINASE1/2-like1* (*BdSERK1/2-like1*) (c), *BdSERK1/2-like2* (d), and *BdSERK1/2-like3* (e). (f–h) Whole-mount RNA-FISH images of *BdERL1* (red) at developmental stage 1 (f), stage 1 to 2 (g), and stage 2 (h). Cell walls stained with SR2200 (cyan). Asterisks indicate stomatal cell files (f and g) and guard mother cells (GMCs, H). (i–j) Stomatal lineage UMAP feature plot of *BdPANGLOSS1* (*BdPAN1*) (i) and *BdPAN2* (j). (k–m) Whole-mount RNA-FISH images of *BdPAN2* (red) at developmental stage 1 (k), 3 (l), and 6 (m). Cell walls stained with SR2200 (cyan). Asterisks indicate GMCs (l) and stomatal complexes (m). (n) Stomatal lineage UMAP plot with stomatal cell type and stage annotations (percentage of total cells in brackets). Same plot as in Fig. 3a but with interstomatal cells and subsidiary mother cells (SMCs) labeled and highlighted; *n* = 8,406 cells. (o–q) Epidermis UMAP feature plots of marker genes of the interstomatal cell clusters. Color legends in the UMAP feature plots indicate expression strength. Scale bars, 10 µm. Also see Figure S5.

Such inter-specialized cells can also be stomatal SMCs. However, no exclusive SMC markers are known. The main SMC identity factor *BdMUTE* is not transcriptionally expressed in SMCs but rather translocates from GMCs to SMCs (Raissig et al. 2017; Spiegelhalder et al. 2024), and many of the genes affecting SMC polarization and division are not specific to SMCs (Figure S5o–t; Berg and Raissig 2025). Nonetheless, the 2 polarization factors *BdPANGLOSS1* (*BdPAN1*) and *BdPAN2* (Cartwright et al. 2009; Zhang et al. 2012, 2022) appeared to be quite strongly expressed in the putative interstomatal cells (Fig. 5i and j). *BdPAN1* showing the strongest expression in clusters 8 and 6, as well as the presence of *BdPOLAR* there, suggests that these clusters corresponded to SMCs (Fig. 5i and n, Figure S5b and o). RNA-FISH confirmed *BdPAN2* expression in interstomatal cells, SMCs, and pavement cells in hair cell files (Fig. 5k and l). Beyond stage 2 and 3, *BdPAN2* seemed to be strongly expressed in SCs and, later, in GCs, a pattern that matched its described function in SC shape and *in silico* expression in our atlas (Sutimantanapi et al. 2014) (Fig. 5m). Together, this suggested that clusters 3, 6, 8, and 10 are inter-specialized cells, with clusters 6 and 8 potentially being enriched for SMCs (Fig. 5n, Figure S5b, Fig. 2c).

We then attempted to identify marker genes in the inter-specialized cells that might be general pavement cell markers. When mapping some of these putative pavement cell markers onto the epidermal dataset, we got either very broad, non-specific expression patterns (Figs. 5o, and 2c) or markers for what appears to be developmentally younger cells (Figs. 5p, and 2c) or marker genes that are expressed alongside the hair or silica cell domain in addition to interstomatal cells (Figs. 5q, and 2c).

Together, this indicated that pavement cells are highly heterogenous and their transcriptional identity might vary significantly depending on whether they stem from the stomatal, the hair cell, or the silica cell lineage. This might explain why pavement cells do not form specific, readily identifiable lineage clusters in grasses.

### Gene regulatory network analysis identifies key transcription factors as the main regulons in the stomatal lineage

To identify the main TF hubs and their putative target genes in the stomatal clusters, we conducted gene regulatory network (GRN) analysis of the stomatal subset using MINI-EX (version 3; Ferrari et al. 2022; Staut et al. 2026). The GRN analysis revealed different TF regulons that may be key to regulating the developmental progression of cell types at different developmental stages. Among the top 7 most relevant TFs for each stomatal lineage cluster, we found several that were already implicated in leaf and stomatal development (Fig. 6a, Figure S7a, Table S6).

**Figure 6:**
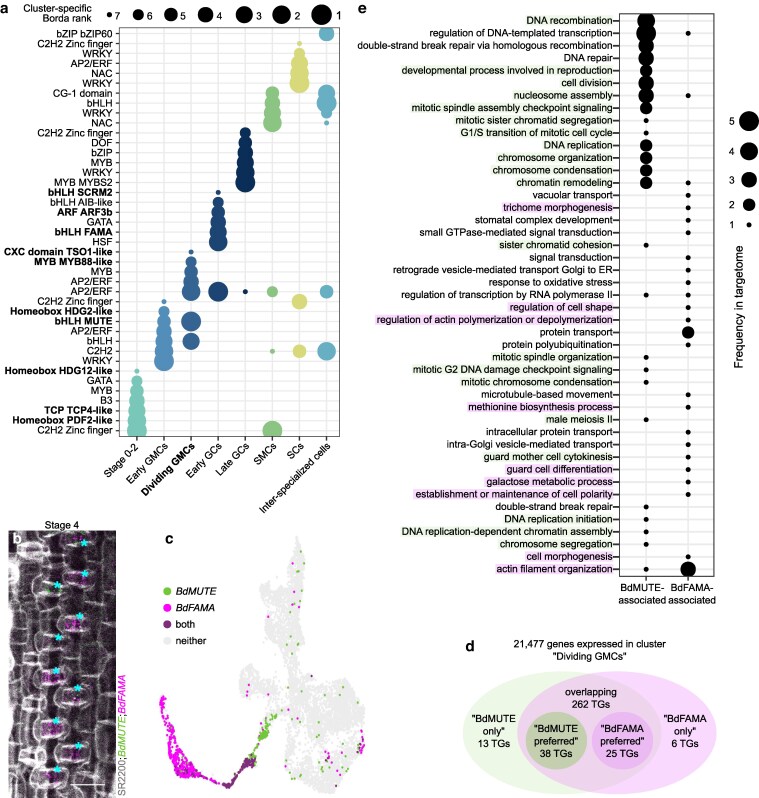
Gene regulatory network analysis of the stomatal lineages. (a) Dot plot showing the top 7 regulons (= transcription factors (TFs)) per cluster. TFs highlighted in bold have already been described in the context of leaf development. (b) Whole-mount multiplex RNA-FISH image of *BdMUTE* (green) and *BdFAMA* (magenta) at developmental stage 4. Cell walls stained with SR2200 (gray). Asterisks indicate stomatal complexes. Scale bar, 10 µm. (c) Stomatal lineage UMAP feature plot of *BdMUTE* (green) and *BdFAMA* (magenta). Cells expressing both genes are colored dark purple, cells expressing neither are in gray. (d) Venn diagram of target genes (TGs) of BdMUTE (green) and BdFAMA (magenta) in the “Dividing GMCs” cluster. 13 TGs are exclusive to BdMUTE (“BdMUTE only”), 6 TGs are exclusive to BdFAMA (“BdFAMA only”), and 262 genes are targeted by both TFs. Of these, 38 show preferential co-expression with BdMUTE (logarithmic weight ratio >3) and 25 show preferential co-expression with BdFAMA (logarithmic weight ratio <3). (e) Dot plot showing the frequency of the top 25 GO terms for “BdMUTE-associated” TGs (“BdMUTE only” and “BdMUTE preferred”) and “BdFAMA-associated” TGs (“BdFAMA only” and “BdFAMA preferred”). GO terms associated with cell division are marked in green, and GO terms associated with cell morphogenesis are marked in magenta. Also see Figure S7.

Within the early cluster of stage 0–2, we found *BdPROTODERMAL PATTERNING FACTOR 2-like* (*BdPDF2-like*), which is closely related to *AtPDF2* and defines L1/epidermal fate in the *A. thaliana* shoot apex (Abe et al. 2003) in second position (Fig. 6a, Figure S7b, Table S6). A homolog of the leaf morphogenesis TF *AtTEOSINTE BRANCHED 1, CYCLOIDEA, PROLIFERATING CELL FACTOR1/2 4* (*AtTCP4*; Palatnik et al. 2003), *BdTCP4-like*, was found in the third position (Fig. 6a; Figure S7c, Table S6).

*BdMUTE* is the top regulon in the dividing GMC cluster in line with its role in regulating GMC cell division orientation (Fig. 6a; Spiegelhalder et al. 2024). *BdTSO1* and *BdMYB88-like*, whose *A. thaliana* orthologs were found to be involved in the GMC to GC transition (Lai et al. 2005; Simmons et al. 2019), are in sixth and seventh position at this stage (Fig. 6a, Figure S7d and e, Table S6). *BdFAMA*, shown to regulate GC differentiation and pore formation (McKown et al. 2023), was the third most relevant regulon in early GCs (Fig. 6a, Table S6), and its putative heterodimerization partner *BdSCRM2* was in seventh position in early GCs (Fig. 6a, Table S6; Raissig et al. 2016; McKown et al. 2023).

In conclusion, single-cell GRN analysis revealed core TF hubs in accordance with their implied function from molecular and genetic analysis during grass stomatal development and provides a valuable resource to find key regulators in the developmental stages of interest.

### Distinct targetomes of BdMUTE and BdFAMA in guard mother cells

The MINI-EX output also yields target genes (TGs) per regulon (targetomes), if known TF motifs and a list of all genes that contain such motifs in their cis-regulatory regions (generated with the FIMO tool (Grant et al. 2011)), are used as input. This enabled cluster-specific analyses of putative downstream genetic programs for each identified regulon per cluster.

The 2 bHLHs *BdMUTE* and *BdFAMA* overlap in their expression windows in GMCs both *in silico* and *in planta* (Fig. 6b and c), yet have distinct functions in regulating division orientation and GC differentiation, respectively (McKown et al. 2023; Spiegelhalder et al. 2024). Therefore, they provide an excellent example to evaluate putative differences in the targetomes of 2 closely related TFs with the same binding motif (CANNTG bHLH motif; Voronova and Baltimore 1990; Atchley and Fitch 1997) yet distinct functional roles. In the cluster “Dividing GMCs” (clusters 14 and 16, Fig. 6a, Figure S5b), 21,477 genes are expressed, of which 262 appeared as TGs for both TFs, 13 were exclusive to *BdMUTE,* and 6 were exclusive to *BdFAMA* (Fig. 6d, Table S7). Each TF-TG combination was assigned a weight value describing the strength of co-expression between the 2 genes. To identify preferential TGs, we calculated the ratio of weight_BdMUTE_ by weight_BdFAMA_ and filtered for TGs that had a logarithmic weight ratio of higher than 3 to obtain genes that have a stronger association with *BdMUTE* and lower than −3 for genes that are more linked to *BdFAMA*. This resulted in an additional 38 preferential TGs for *BdMUTE* and 25 preferential TGs for *BdFAMA* (Fig. 6d). We then explored the functional annotations of exclusive and preferential TGs using gene ontology (GO) terms (Fig. 6d and e). Notably, the *BdMUTE* TGs are more likely to be involved in mitotic processes (Fig. 6e, green), whereas the *BdFAMA* targetome seemed to be rather associated with cell wall biology and cellular morphogenesis (Fig. 6e, magenta), consistent with their genetically determined functions. The functionally divergent TG-set enrichment of *BdMUTE* and *BdFAMA* suggested that our atlas allows for the discovery of cell-type and TF-specific gene networks in a highly targeted manner.

### From division control to stomatal density—functional analysis of two developmental marker genes

We selected 2 marker genes for mutant analysis to show how this dataset can help to identify players in leaf or stomatal development. First, a GRAS TF, *BdGRAS32*, which is the orthologue of the rice TF *DWARF AND LOW-TILLERING (DLT*)/*OsGRAS-32* (Xie et al. 2019), was identified as a putative cell division factor throughout leaf development as one of the transcription factors upregulated in mitotically active cells, with more than 67% of *BdGRAS32*-positive cells (expression > 1) being categorized as G2/M phase cells (Fig. 7a and b, Table S4). RNA-FISH verified that the gene was already expressed in very young leaf primordia at the shoot apex and in the earliest stages of epidermal development (Fig. 7c and d). Finally, strong expression could also be detected in GMCs shortly before the division at stage 5 (Fig. 7e). This suggested a role in regulating cell division during *B. distachyon* leaf development. To investigate this, we generated a *bdgras32* CRISPR mutant (Fig. 7f). We detected misdivisions with seemingly misplaced, additional division planes around GCs and in SCs (Fig. 7g). Imaging and segmentation of the developing leaf epidermis (stage 1–2) of wild type and *bdgras32* mutants (Fig. 7h) showed significantly higher cell numbers and, as a consequence, smaller cells in *bdgras32* compared to wild type (Fig. 7i and j). Additionally, *bdgras32* above-ground tissue showed significantly lower dry weight than WT, although its fresh weight was not significantly different (Figure S7g and h). Together, we propose that *BdGRAS32* represses cell division capacity in the developing *B. distachyon* leaf.

**Figure 7:**
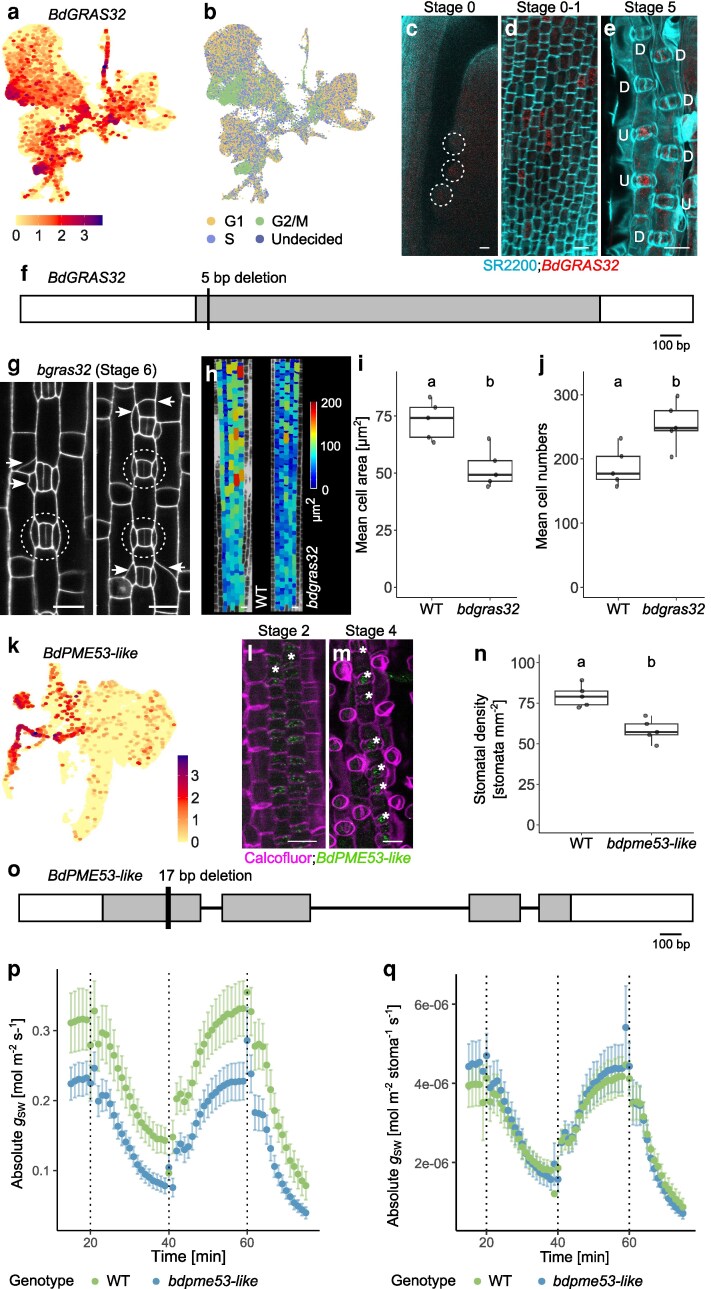
Functional analysis of selected marker genes. (a) Whole dataset UMAP feature plot of *BdGRAS32*. (b) Whole dataset UMAP plot with color indicating the cell cycle stage of each cell. Same plot as in Fig. 1h. (c–e) Whole-mount RNA-FISH images of *BdGRAS32* (red) in leaf primordia (c, circled), epidermis developmental stage 0-1 (d), and 5 (e). Cell walls stained with SR2200 (cyan). “U” indicates undivided and “D” indicates divided guard mother cells (GMCs). Scale bars, 10 µm. (f) Gene model of *BdGRAS32* with the mutation of the *bdgras32* mutant is indicated. (g) Mutant phenotype of *bdgras32* at developmental stage 6. Arrows indicate misdivisions, ellipses indicate wild type (WT)-like stomatal complexes. Scale bars, 10 µm. (h) Representative MorphoGraphX heat map images of WT and *bdgras32*. Color indicates cell area. Scale bar, 50 µm. (i) Mean cell area of WT and *bdgras32*; *n* = 5 individuals per genotype. (j) Mean cell numbers of WT and *bdgras32*; *n* = 5 individuals per genotype. (k) Epidermis UMAP feature plot of *BdPECTIN METHYLESTERASE 53-like* (*BdPME53-like*). (l and m) Whole-mount RNA-FISH images of *BdPME53-like* (green) in developmental stage 2 (m) and 4 (n). Cell walls stained with Calcofluor (magenta). Asterisks indicate stomatal cell files (m) and stomatal complexes (n). Scale bars, 10 µm. (n) Stomatal density of WT and *bdpme53-like*; *n* = 5 individuals per genotype. (o) Gene model of *BdPME53-like* with the mutation of the *bdpme53-like* mutant indicated. (p and q) Absolute stomatal conductance (*g*_SW_) of WT (green) and *bdpme53-like* (blue) per leaf area (p) and per stoma (q). Standard error is indicated by error bars. Color legends in the UMAP feature plots indicate expression strength. Significant differences calculated with an unpaired, two-sided Student's *t*-test (*P* < 0.5) are indicated by differing letters.

To functionally describe a stomatal marker gene, we chose to gene edit *BdPME53-like* (Fig. 7k and o), which we established as a marker for the developing GC and SC lineage based on its upregulation in stomatal lineage clusters and in situ RNA-FISH expression analysis (Fig. 3p–r, Fig. 7l and m; Table S4). Additionally, this gene was a putative target of the BdMUTE and BdFAMA TFs based on our GRN analysis (Table S7). We hypothesized that mutating *BdPME53-like* could affect cell wall properties and interfere with biomechanical aspects of stomatal opening and closing due to its functional annotation as a pectin methylesterase. Indeed, leaf-level gas exchange measurements indicated a decrease in stomatal opening, represented by lower stomatal conductance to water vapor (*g*_SW_, Fig. 7p). Analysis of stomatal anatomy, however, showed that *bdpme53-like* formed significantly fewer stomata (Fig. 7n). By correcting the gas exchange values for averaged stomatal density per genotype, *g*_SW_ was no longer lower in the mutant on a per-stoma basis (Fig. 7q), suggesting that the observed physiological phenotype might not be due to impaired stomatal function but a decrease in stomatal density in *bdpme53-like*.

In conclusion, our proof-of-concept functional validation of 2 genes strongly suggested that the *B. distachyon* single-cell leaf atlas can be leveraged to identify developmental factors that shape the functional anatomy of the most important photosynthetic powerhouse for ecosystems and humanity alike.

### An online gene expression viewer for the community

To make this dataset readily accessible, we created an expression browser tool to visualize the expression of any *B. distachyon* gene of interest in our leaf atlas (Figure S7f). We generated different tabs so that gene expression can be visualized with feature plots of the whole dataset, the epidermal subset, or the stomatal subset (https://shiny.ips.unibe.ch/). Next to the feature plot, the expression viewer displays a UMAP plot with annotated tissues for reference. In addition, we computed a ggPlantmap (Jo and Kajala 2024) visualization of the *bona fide* assigned tissues and cell types for an eFP-browser-like experience. A download function generates an overview of all tissues, the epidermal and the stomatal subset (feature plot of the gene and UMAP plot with tissue identities), and the ggPlantmap overview (Figure S7f). We hope that this “*B. distachyon* leaf gene expression viewer” will be used by the research groups working primarily on *B. distachyon* and the extended grass developmental research community.

## Discussion

The genetic programs that pattern and coordinate the development of different tissues and cell types in grass leaves are still largely unexplored. In the past, gene discovery mainly relied on mutant screens or analysis of homologs of genes involved in leaf development in *A. thaliana*. The advent of single-cell/nucleus transcriptomics nowadays facilitates gene discovery, gene network, and gene co-expression analysis in an unbiased, genome-wide, and model system-independent manner (Grones et al. 2024).

Here, we provide a single-cell transcriptomic leaf atlas of the wild model grass *B. distachyon* that comprises almost 70k cells from the vegetative shoot apex to the leaf developmental zone (Fig. 1). We used known markers of different tissues, cell types, and stages to spatially and pseudotemporally resolve cluster identities (Figs. 1–5). While this study focused mostly on the leaf epidermis, we were also able to identify distinct expression patterns of developmental markers within the shoot apex and vasculature (Figures S2 and S3). We predict that in-depth analysis of the vascular and mesophyllar subsets will allow the discovery of developmental regulators along the spatiotemporal trajectories of these tissues, even though some of the very large cells or tissues with massive secondary cell wall deposition and modification might not have been quantitatively captured.

Furthermore, we were not able to identify one rather enigmatic grass leaf epidermal cell type, the bulliform cells. Little is known about their developmental timing and genetic programs. We hypothesize that we might not have captured these cells in our libraries due to their large cell size and/or physiological properties. Bulliform cells are rather long and bulging cells of the adaxial epidermis, and there is a high probability that they were size filtered as the 10x Genomics platform has a cell size limit of around 40 µm (Grones et al. 2024). In addition, bulliform cells are functionally associated with leaf rolling and water release under arid conditions (Kellogg 2015; Matschi et al. 2020). Therefore, these cells might experience rather high cell turgor under well-watered conditions and are thus likely to burst when cell walls are digested to release protoplasts. A different sequencing platform designed to accommodate bigger cells (eg BD Rhapsody) or the use of nuclei rather than protoplasts can overcome cell size restrictions and protoplast bursting in the future. Similarly, mature pavement cells might also be missing due to size exclusion, bursting, or suboptimal protoplasting. The strong presence of *ER*, *ERL1,* and *SERKs* in certain clusters of the epidermis, however, indicated that we were able to obtain at least younger, and therefore smaller, inter-specialized pavement cells (Fig. 5). However, we were not able to find pavement cell-specific markers. We hypothesize that pavement cell transcriptomes in the strictly linearly patterned grass leaf epidermis tend to resemble their respective sister cells within a cell file, due to their shared origin. Therefore, we expect the young pavement cells to cluster close to their specialized neighbor cells, as appears to be the case for the inter-specialized cells we analyzed (Fig. 5).

Next, pseudotime analysis nicely recapitulated the developmental transitions of the GC lineage and HC lineage. For both lineages, however, stage-specific marker genes were known before, in particular for the GC lineage, where many of the early core developmental regulators are identified and genetically characterized (Raissig et al. 2016; McKown et al. 2023; Spiegelhalder et al. 2024). This suggested pseudotime analysis is a very powerful tool. Yet, such an analysis will also forcibly yield a trajectory that might be biologically nonsensical. Some a priori knowledge of the biological context is required, and biologically meaningful, ontogenetically related cell lineages should be isolated prior to pseudotime analysis.

We then implemented single-cell-resolved GRN analysis (using MINI-EX), which enabled the investigation of the targetomes of selected TFs within or across selected clusters. The comparison of 2 closely related TFs, *BdMUTE* and *BdFAMA*, which are both expressed in the dividing GMCs but regulate GMC division and GC differentiation, respectively (McKown et al. 2023; Spiegelhalder et al. 2024), showed that we are able to distinguish these 2 biological processes within a selected cluster based on the targetomes of the 2 distinct regulons (Fig. 6). Importantly, this method will allow comparative approaches between different scRNA-seq datasets of closely and distantly related species that use the same TFs for distinct stomatal morphologies and compositions (ie grasses and eudicots) as the targetome is more likely to be modified by evolution than the regulon (ie, TF) itself (Andrews et al. 2023; Marand et al. 2023; Amundson et al. 2025). Despite its elegance and power, there are limitations to the GRN analysis applied here. Firstly, it relies on transcriptional expression of a TF in the cell type of interest. This suffices for the regulatory analysis within that cell type, but mobile, non-cell autonomously acting TFs are excluded. *BdMUTE*, for example, is transcriptionally expressed and has a functional role in the GMCs, but its primary role is moving from GMCs to neighboring cells and establishing the SC lineage (Raissig et al. 2017; Spiegelhalder et al. 2024). Our GRN approach can therefore only decipher putative targets of BdMUTE within the GMCs, but not in the SMCs. In addition, the targetome analysis is based on genes being co-expressed with a regulon and will therefore only yield target genes that are positively regulated by the regulon, but might miss downregulated target genes.

To demonstrate how our dataset can be used to find additional components of leaf development, we selected 2 genes with a specific expression pattern for functional analysis. Mutations in *BdGRAS32*, which was specifically expressed in mitotically active cells, showed smaller, more numerous cells and division defects (Fig. 7g–j). This confirms a similar phenotype found in rice mutants, where *dlt/osgras-32* mutants showed increased leaf width and higher cell numbers by regulating cyclin-related genes (Xie et al. 2019). It is therefore likely that *BdGRAS32* also restricts cell division through the regulation of cell cycle genes in *B. distachyon*. Mutations in the stomata-specific gene *BdPME53-like* affected stomatal density and, consequently, leaf-level gas exchange (Fig. 7k–q). This suggests a role of *BdPME53-like*-mediated cell wall modifications during stomatal development, which may influence stomatal lineage patterning in the epidermis. In *A. thaliana*, the mutant of the closest related gene, *AtPME53*, had slightly increased stomatal length, width, and stomatal density, yet decreased stomatal aperture (Wu et al. 2022). As we observed an opposing phenotype regarding stomatal density, more work will be required to determine how *AtPME53* and *BdPME53-like* influence stomatal lineage development and why this may lead to opposite phenotypes.

In conclusion, we present a spatio-pseudotemporally resolved single-cell atlas of a developing grass leaf from leaf primordia at the shoot apex to mature leaf tissues in the wild grass model *B. distachyon*. This dataset can be used to identify and select genes in a targeted manner for downstream functional analyses to further decode leaf developmental processes in the most important plant family for humanity–the grasses.

## Materials and methods

### Materials availability

Recombinant DNA, transgenic reporter lines, and mutant lines are available upon request. All materials generated and used in this study are listed in Table S9.

### Plant material and growth conditions

The *B. distachyon* Bd21-3 ecotype was used as the wild type (WT), and the *sid* (also known as *bdmute-1*) line described in (Raissig et al. 2017) was used as the mutant line when creating the single-cell transcriptomic atlas. Seeds were dehusked and then vernalized and stratified for 2 d in water (dark, 4 °C). Then, they were planted on soil (4 parts Einheitserde CL ED73 (Einheitserdewerke, Werkverband e.V., Sinntal-Altengronau, Germany) and 1 part Vermiculite) and grown in a greenhouse or growth chamber with an 18 h light:6 h dark cycle (photosynthetically active photon flux density (PPFD) 200–400 μmol m^−2^ s^−1^; day temperature 28 °C, night temperature 22 °C) as described in (Nunes et al. 2022).

For the imaging of *B. distachyon* transcriptional reporter lines *DUF567p:mCitrine-eGFP^NLS^* and *BdFAMAp:mCitrine-eGFP^NLS^*, as well as the *bdpme53-like* mutant plants for phenotyping, were grown on soil as described above. *BdHDG2-likep:^3XNLS^eGFP*, *BdCST1p:mCitrine-eGFP^NLS,^* and the *bdgras32* mutant plants (plus their wild type control) were grown on MS plates (Murashige & Skoog (Duchefa Biochemie B.V, Haarlem, The Netherlands), 1% Agar (w/v), pH 5.7; Haas and Raissig 2020) and imaged 1 wk (reporter) or 6 d (mutant) after germination.

*Hordeum vulgare* (barley) cultivar Golden Promise plants for the smRNA-FISH experiment were grown as described in (Demesa-Arevalo et al. 2026). To reiterate: Plants were grown in soil (Einheitserde CL ED73) in 96-well trays with 4 g/L Osmocote Exact Hi.End 3–4 M, 4th generation (ICL Group, Ladenburg, Germany) under long day conditions (16 h light at 20 °C and 8 h dark at 16 °C). Grains were pre-germinated at 4 °C for 4 d on a layer of wet paper in Petri dishes, and vegetative shoot apical meristems were collected 11 d after sowing in soil.

For the barley reporter line, *HvFCP1p:VENUS-H2B* (Vardanega et al. 2025), which is in the barley cultivar Golden Promise Fast (Gol et al. 2021) background, plants were grown under the same conditions as described above, with the pre-germination treatment lasting 3 d.

### Method details

#### Generation of protoplasts and single-cell RNA-Sequencing

Single cells (protoplasts) were extracted from 2 tissue types of 3 wk old, soil-grown plants. 7 samples were generated from the leaf developmental zone for 5 WT and 2 *sid* samples collected at different dates and locations using plants grown in either greenhouse or growth chamber conditions (details on the samples in Tables S1 and S2). As the laboratory moved from Heidelberg to Bern during the course of this study, 3 of the 5 WT leaf samples were generated in Bern, because we wanted to test if the new growth conditions and location generate significantly different single-cell transcriptomes for the developing *B. distachyon* leaves. For the leaf developmental zone datasets, 15 young, not yet unrolled leaves were carefully pulled from the enveloping sheath (Fig. 1b), each leaf from a different plant individual, and the lowest 3–5 mm were cut and collected in a petri dish with 3 ml Milli-Q water on ice. 2 WT samples were used to generate the vegetative shoot apex with leaf primordia of 8 and 10 individuals per sample, respectively. The plant was cut off right above the soil level, and the older leaves were carefully removed under a binocular microscope to reach the shoot apical area. A cut was made right below the youngest outgrowing leaf, as indicated with a dashed line in Fig. 1c, and the tissue piece was collected in a petri dish with 3 ml Milli-Q water on ice. No further pre-treatment was done with the samples. Protoplasts were generated using a modified version of the protocol described in (Ortiz-Ramírez et al. 2018), with detailed steps as follows: The samples were vacuum infiltrated in water in a vacuum desiccator for 5 min and then incubated for 45 min to hydrate the cell walls (RT, dark, 90 rpm shaking). In the meantime, enzymes (Cellulase “Onozuka RS” (Duchefa, final concentration 2.4% (w/v)) and Macerozyme R-10 (Duchefa, final concentration 0.4% (w/v))) were added to 3 ml of the washing solution (D-Mannitol (Roth, final concentration 0.4 M), MES hydrate (Sigma-Aldrich, St. Louis, Missouri, United States, final concentration 20 mM), KCl (Sigma-Aldrich, final concentration 20 mM), CaCl_2_ (Sigma-Aldrich, final concentration 10 mM), BSA (Sigma-Aldrich, final concentration 0.1% (w/v), pH adjusted to 5.7 with 1 M Tris-HCl (pH8)). After incubation, the water was carefully removed and replaced by 3 ml enzyme solution and then vacuum-infiltrated for 5 min (this extra vacuum step was not mentioned in the original (Ortiz-Ramírez et al. 2018) protocol). Then the sample was cut into very small pieces using nail scissors (less than 1 mm) and incubated for 90 min (RT, dark, 90 rpm shaking). About 3 mm of the tips of 1 ml pipette tips were cut off, and the protoplast suspension was gently pipetted up and down for 3 min to mechanically release protoplasts. Then the protoplast-containing solution was transferred (cut pipette tip!) and slowly filtered through a 20 µm mesh filter (CellTrics, Sysmex cat. no. 04-004-2325) into a 1.5 ml LoBind tube (Eppendorf, Basel, Switzerland) (on ice). The sample was centrifuged for 3 min (300 x *g*, 4 °C). Two washing steps followed, where the supernatant was removed with an uncut pipette tip without disturbing the pellet, before careful resuspension in 1 ml washing solution and centrifuged again for 3 min (300 x *g*, 4 °C). After 2 rounds of washing, the pellet was resuspended in 500 ml washing solution for the developmental zone samples and 100 ml for the vegetative shoot apex samples. Protoplast viability was assessed by staining with fluorescein diacetate (FDA (Honeywell International Inc., Fluka^TM^, 0.01% (w/v) solution in acetone) for 30 min in the dark (only done for cells that were not used for sequencing). Green fluorescence of viable cells was visualized using an epifluorescence microscope (Leica DM5000B or DM2000 (Leica Microsystems, Wetzlar, Germany)). Cells were counted using a Fuchs-Rosenthal chamber (Brand GmbH + Co KG, Wertheim, Germany) on a DM2000 or DM5000B light microscope (Leica Microsystems) and brought to the sequencing facility for quality control, library preparation, and sequencing (Deep Sequencing Core Facility, Heidelberg University, Germany, and Next Generation Sequencing Platform, University of Bern, Switzerland, respectively). The Chromium Next GEM Single Cell 3′ Reagent Kit v3.1 (10x Genomics, Pleasanton, United States) was used for library preparation, and the libraries were sequenced using different Illumina Short Read sequencing platforms (see Tables S1 and S2).

#### Data preparation and primary analysis of the single-cell RNA-Sequencing data

The Illumina sequencing files were first pre-processed using Cell Ranger (10x Genomics Cell Ranger v7.0.1, Zheng et al. 2017) with default settings. In short, the reference genome *B. distachyon* Bd21-3 v1.2 (obtained from Phytozome: https://phytozome-next.jgi.doe.gov/info/BdistachyonBd21_3_v1_2) was prepared with Cell Ranger *mkref,* and afterwards the libraries were de-multiplexed, barcodes were processed, and gene counts were computed with Cell Ranger *count*. For the 2022 datasets, both libraries (WT and *sid*) were sequenced twice using different sequencing platforms (see Table S1), and the libraries were merged using Cell Ranger *count*. Then, the data was filtered to exclude cells with high ambient RNA content using the SoupX package with default settings (version 1.6.2, Young and Behjati 2020) in RStudio, and the SoupX objects were used to initialize Seurat objects for downstream processing with the Seurat package (version 5.1.0, Satija et al. 2015; Butler et al. 2018; Stuart et al. 2019; Hao et al. 2021, 2024). The following steps were repeated for each of the 9 datasets: To filter low quality cells, those with more than 5% mitochondrial and/or more than 10% chloroplast counts were excluded (mitochondrial and chloroplast genes used in this context are based on blast results from *A. thaliana* genes ((Ward 2001); *B. distachyon* gene accessions list on GitHub: https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq), as well as cells with less than 1,250 or more than 50,000 UMIs (nCount_RNA) and less than 500 or more than 10,000 features (nFeature_RNA). Within-cell expression was normalized with NormalizeData (default settings). FindVariableFeatures (default settings) was used to identify the top 2,000 variable genes in the dataset. Gene expression was normalized across cells with ScaleData (default settings). A principal component analysis (PCA, RunPCA for 50 principal components) followed by Uniform Manifold Approximation and Projection (UMAP, RunUMAP with 30 dimensions) was conducted to reduce dimensionality of the datasets. Potential doublet cells were filtered out using the DoubletFinder package (version 2.0.4, McGinnis et al. 2019) according to the GitHub instructions (https://github.com/chris-mcginnis-ucsf/DoubletFinder). Expected doublet formation rates were estimated using the Chromium Next GEM Single Cell 3ʹ Reagent Kit v3.1 User Guide as reference (10x Genomics, https://assets.ctfassets.net/an68im79xiti/1eX2FPdpeCgnCJtw4fj9Hx/7cb84edaa9eca04b607f9193162994de/CG000204_ChromiumNextGEMSingleCell3_v3.1_Rev_D.pdf). All 9 datasets were subsequently merged without integration. The resulting dataset was again processed using FindVariableFeatures, ScaleData, and RunPCA (100 principal components). FindNeighbors (40 dimensions), FindClusters (resolution 0.8), and RunUMAP (40 dimensions) then yielded 29 clusters. G2-to-M (G2/M) and S phase genes were identified by blasting *A. thaliana* cell cycle genes (Vandepoele et al. 2002); *B. distachyon* gene accessions list on GitHub: https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq), and cell cycle states were assigned using the CellCycleScoring function. Tissue identities were assigned to clusters by comparing expression patterns of known marker genes (Figures S1–S3, Table S3). Epidermis and mesophyll identity was assigned to clusters with epidermal (eg, Figure S1f) and mesophyll (eg Figure S1e) markers (Figure S1j). A subset of the cells containing the clusters 2, 3, 16, 19, 20, 21, 22, and 26 was extracted, and the previously described analysis pipeline was repeated (30 principal components, 25 dimensions, resolution 0.6; Figure S1i). Clusters of the subset were assigned to tissues based on marker gene expression, and the cell labels were transferred to the whole dataset (Figure S1g–j). Semi-supervised integration of the datasets was conducted using STACAS (version 2.4.0; Andreatta and Carmona 2021; Andreatta et al. 2024); Run.STACAS function with 40 dimensions (2,000 anchor features) with the previously assigned tissue identities (Figure S1j) to decrease batch effects across the cell atlas. Clusters were grouped using 40 dimensions and resolution 1. Once again, the same marker genes as before were used to assign tissue and cell type identities on this integrated dataset (Fig. 1, Figures S2 and S3). To obtain and analyze subsets, clusters of interest were extracted and re-clustered. For the epidermal dataset, all clusters labeled as “Epidermis” were subsetted from the whole dataset (30 principal components, 25 dimensions, resolution 1). For the stomatal lineage subset, clusters annotated as “Inter-specialized cells”, “Stage 0-2,” and “Stomatal lineage” were extracted from the epidermal subset (30 principal components, 25 dimensions, resolution 0.8). Cell types/stages were identified and annotated using known marker genes, cell cycle phases, and sample origin (ie, “SAM and leaf primordia” or “leaf developmental zone” datasets) (see Figs. 2–5). Visualization of the single-cell sequencing data was done using Seurat and ggplot2 (version 3.5.2, Wickham 2016). The default assay to use for plotting gene expression was always “RNA” and was changed to “integrated” when analyzing and clustering subsets. The complete R script is available on GitHub: https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq.

#### Pseudotime analysis

For the pseudotime analyses, the GC and HC subsets were extracted by subsetting the “Stage 0-2” clusters and either GC-associated clusters (“GMCs” and “GCs”) or “Hair cell lineage” clusters from the stomatal lineage subset or epidermal subset, respectively (for both subsets: 30 principal components, 25 dimensions, resolution 0.5). The resulting Seurat objects were converted to monocle 3 cell_data_set objects using the SeuratWrappers package (version 0.4.0, Butler et al. 2024). Monocle 3 (version 1.3.7, Qiu et al. 2017a, 2017b; Cao et al. 2019) was used to process the datasets (dimension = 50, resolution = 0.001), to identify and visualize pseudotime trajectories, and compute and visualize the expression of selected marker genes along the pseudotime trajectories. The R script is available on GitHub: https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq.

#### Gene regulatory network and GO term analysis

Gene regulatory network analysis of the stomatal lineage subset was conducted using MINI-EX (version 3.1, Ferrari et al. 2022; Staut et al. 2026). First, input files needed to be created for *B. distachyon* Bd21-3 genome v1.2. The expression matrix, cluster markers, and annotations were extracted from the Seurat object of the stomatal lineage subset clusters 3, 5, 6, 7, 8, 9, 10, 11, 12, 13, 14, and 16 (Figure S5b), annotated with their respective cell type and stage (Fig. 5n), as described on the MINI-EX GitHub page (https://github.com/VIB-PSB/MINI-EX/blob/main/docs/data_preparation.md). The list of *B. distachyon* transcription factors (TFs) was downloaded from the Plant Transcription Factor Database: https://planttfdb.gao-lab.org/index.php?sp=Bdi. The .meme file and .txt information file for *B. distachyon* TF motifs were also downloaded from the Plant Transcription Factor Database: https://planttfdb.gao-lab.org/download.php#bind_motif. A conserved bHLH TF motif (CANNTG, Voronova and Baltimore 1990; Atchley and Fitch 1997) for the stomatal bHLH TFs BdSPCH1, BdSPCH2, BdMUTE, BdFAMA, BdICE1, and BdSCRM2 was manually added to the list. To map the TF motifs to the genome, the *B. distachyon* Bd21-3 genome v1.2 .fasta file was downloaded from Phytozome (https://phytozome-next.jgi.doe.gov/info/BdistachyonBd21_3_v1_2). The FIMO online tool (https://meme-suite.org/meme/tools/fimo, Grant et al. 2011) was used to look for TF binding sites (TFBS) across the genome, which were then manually filtered to obtain a list of target genes (TGs). FIMO TFBS hits across each chromosome were linked to genes by using the chromosomal position information, which is available in the FIMO results and can be linked to the gene position given in the *B. distachyon* Bd21-3 v1.2 .gff file. Only 1 hit per TG and TF was kept, and the thus cleaned TG list was extracted and used as input for MINI-EX.

After all required input files were obtained, MINI-EX was run with default settings (topMarkers was changed to 1,000 instead of 700) and including the motif filtering analysis (the motif filter argument was set to “TF-F-motifs” to use the motifs known for a TF family). Further analysis and visualization of the MINI-EX output files were done in RStudio. The top 7 TFs per cluster were filtered based on their cluster-specific Borda ranking in the MINI-EX rankedRegulons output file. To compare the targetomes of BdMUTE and BdFAMA, the MINI-EX edgeTable output file was filtered for TGs in dividing GMCs and then for those that could be bound by BdMUTE or BdFAMA. The TF-exclusive genes were selected by filtering for genes only bound by either of the TFs. By calculating the ratio of weight_BdMUTE_ (as an indicator of the strength of co-expression between the TF and the TG) by weight_BdFAMA,_ and considering TGs with a weight ratio > 3 as preferentially regulated by BdMUTE and a weight ratio < −3 indicated those genes that may rather be regulated by BdFAMA. The list of TGs that were classified as preferentially regulated by BdMUTE was merged with the BdMUTE-exclusive TGs, and the same was done for BdFAMA. Gene Ontology (GO) terms for biological processes obtained using the R packages Go.db (version 3.20.0, Carlson 2024) and AnnotationDbi (version 1.68.0, Pagès et al. 2024) were linked to the TGs, and for the top 25 GO terms per dataset, their frequency was visualized with ggplot2. Any additional information and details on file preparation and modifications, as well as analysis and visualization of the MINI-EX output files, can be found in the GRN R Script on Github (https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq).

#### Selection of candidate genes

Differential gene expression analysis was conducted in R to find marker genes of different cell types and/or developmental stages using the Seurat FindMarkers function (default settings, Table S4). To find markers in mitotically active cells of the whole dataset, the FindMarkers function was used in the whole dataset, with the clustering feature being the G2/M phase of the cell cycle annotations (Fig. 1h, Table S4). Markers in subclusters of the epidermal subset and stomatal lineage subset were detected based on Seurat clusters (Figures S4b and S5b). Additionally, for the G2/M phase markers, the file was filtered to only include transcription factors that are upregulated in this cell cycle phase. Thus, obtained candidates were screened manually by checking their gene expression feature plots. Of this selection, only genes were considered for downstream analysis that were not upregulated (fold change > 3) in the protoplasted bulk RNAseq data compared to non-protoplasted (see below). 

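The bulk counts were examined for the 16 genes that the paper took on to HCR RNA-FISH, an *in situ* hybridization with amplified fluorescent signal, or to transcriptional reporters. Of these, 15 had enough counts to be tested and 14 were higher in the libraries labelled protoplasted at an adjusted p under 0.05 in edgeR's quasi-likelihood test, whether p was adjusted over all genes tested or over the list alone (14 genes). A log2 fold change above 3 was found for 5 genes under either adjustment, and 10 genes lay above a linear fold change of 3. *BdSDD1* (BdiBd21-3.1G1009000) had 12.5 ± 3.71 CPM (SD, n = 3) in the libraries labelled protoplasted and 0.401 ± 0.191 (SD, n = 3) in the others. Its log2 fold change was 5.00 (standard error 0.36, adjusted p = 1.43e-06 from edgeR). For *BdGELP1* (BdiBd21-3.2G0049500), 28.2 ± 6.39 CPM stood against 1.79 ± 0.699, a log2 fold change of 3.98 (standard error 0.29, adjusted p = 1.33e-06 from edgeR). *BdMUTE* (BdiBd21-3.1G0240400) and *BdTMM* (BdiBd21-3.2G0561000) were low in all libraries, with at most 96 counts for *BdMUTE* and 76 for *BdTMM*. Their log2 fold changes were 3.82 (standard error 0.48, adjusted p = 5.51e-05 from edgeR) and 3.79 (standard error 0.39, adjusted p = 1.44e-05 from edgeR). *BdPAN2* (BdiBd21-3.1G0783500) had 95.0 ± 25.1 CPM against 8.96 ± 1.40, a log2 fold change of 3.40 (standard error 0.21, adjusted p = 5.25e-07 from edgeR). The other 8 genes shown by HCR RNA-FISH were also higher and lay between *BdGRAS32*, with a log2 fold change of 0.82, and *BdPME53-like*, with 2.89. In each of the 14 genes every library labelled protoplasted exceeded every library of the other group, although an exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1 for a single gene. When only genes with at least 10 counts in every library were kept, 2 genes of the list lay above a log2 fold change of 3. With the groups assigned by the treatment entry of the labels, an alternative chosen after seeing the data, all signs were exchanged and 0 genes of the list lay above 3. The paper states this rule for the candidates of its marker gene search, and which of the 16 genes came from that search was not used here.

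**Figure D1:**
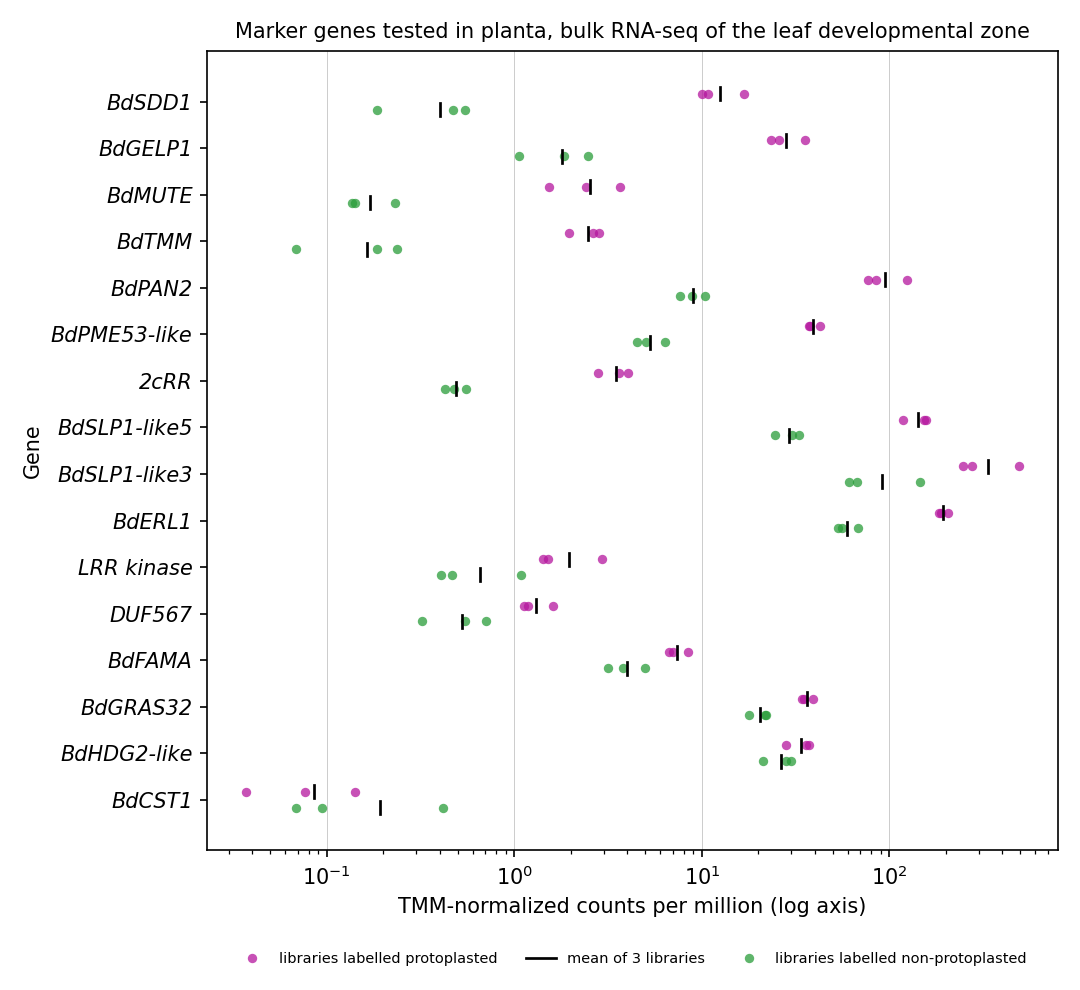
CPM after TMM normalization, on a log axis, of the 16 genes tested *in planta*, sorted by log2 fold change. Each point is a library, with 3 per group, and each black bar is the mean of 3. The points of the 2 groups are apart for 14 genes and overlap for *BdHDG2-like* and *BdCST1*.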

A subset of those genes representing a diverse panel of cell types and developmental stages was chosen for HCR RNA-FISH and transcriptional reporters to confirm their expression and thus cluster annotation *in planta* (selected candidate genes from this approach are marked green in Table S4). 

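Transcriptional reporters were made for 4 of these genes, and 3 of them had enough bulk counts to be tested. *BdFAMA* (BdiBd21-3.2G0300000), which was also shown by HCR RNA-FISH, had 7.38 ± 0.927 CPM (SD, n = 3) in the libraries labelled protoplasted and 3.97 ± 0.930 (SD, n = 3) in those labelled non-protoplasted. Its log2 fold change was 0.91 (standard error 0.21, adjusted p = 0.00329 from edgeR's quasi-likelihood test). *DUF567* (BdiBd21-3.4G0612300) had 1.31 ± 0.258 and 0.526 ± 0.193 CPM, a log2 fold change of 1.31 (standard error 0.35, adjusted p = 0.00686 from edgeR). *BdHDG2-like* (BdiBd21-3.3G0192600) had 33.9 ± 4.88 and 26.4 ± 4.57 CPM, a difference within the spread of the replicates (log2 fold change 0.36, standard error 0.16, adjusted p = 0.07 from edgeR). It passed an adjusted p of 0.05 under 4 alternatives, with log2 fold changes of up to 0.73 when libraries were scaled by their size only. *BdCST1* (BdiBd21-3.2G0326500) had at most 9 counts in any library and was not tested, so a difference was not detectable at this depth.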

The selected genes were linked to known orthologues and functionally annotated using information obtained from Phytozome gene annotations (Goodstein et al. 2012), InterPro (Blum et al. 2025), PaperBLAST (Price and Arkin 2017), and the OMA browser (Altenhoff et al. 2021).

#### Bulk RNA-Sequencing datasets to compare protoplasted and non-protoplasted tissue

To assess gene expression changes induced by protoplasting, total RNA was extracted from both protoplasted and non-protoplasted developmental leaf zones of 3 wk old Bd21-3 (WT) plants. Protoplasts were prepared from 10 developmental zones according to the protocol above, and 5 leaf zones were used for the non-treated (ie non-protoplasted) control (3 biological replicates per condition). RNA extraction was performed with the RNeasy micro kit (QIAGEN GmbH, Hilden, Germany) with on-column DNase digest following the manufacturer's instructions. RNA concentration was assessed with the Qubit RNA High Sensitivity (HS) Assay Kit (Invitrogen, Thermo Fisher Scientific, Massachusetts, United States). RNA quality check, library preparation, and sequencing on a NextSeq 550 platform (Illumina Inc., San Diego, United States) were conducted at the Deep Sequencing Core Facility of Heidelberg University (Germany).

Pre-processing of the bulk RNA-seq results was done on https://usegalaxy.org/. After quality control of the sequencing results with FastQC (Andrews 2010), the bulk transcriptomes were mapped to the Bd21-3 v1.1 genome (https://phytozome-next.jgi.doe.gov/info/BdistachyonBd21_3_v1_1) with bowtie2 (Langmead et al. 2009, 2019; Langmead and Salzberg 2012). Further processing was done using R (version 4.5.1, R Core Team and R Foundation for Statistical Computing 2025) in RStudio (version 2024.12.01, RStudio Team and RStudio 2024). Read counts were calculated with summarizeOverlap (version 1.42.0, Lawrence et al. 2013) and subsequently analyzed with DeSeq2 (version 1.46.0, Love et al. 2014) to compare protoplasted and non-protoplasted samples. 

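The deposited counts were also analysed with DESeq2 1.42.0, an earlier version than the authors used, on all 31335 genes with at least 1 count. By the fold change alone, 1531 genes lay above a log2 fold change of 3 in the libraries labelled protoplasted and 4301 genes lay below -3. DESeq2 gave an adjusted p for 28919 of these genes. With an adjusted p under 0.05 from DESeq2 as a further condition, 1379 genes lay above 3 and 3766 below -3.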

Finally, gene expression was normalized by transcripts per million (TPM). 

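The authors' TPM values equal the count divided by the gene length given in the table, scaled to a sum of 1000000 in each library. This was checked for every gene with a length, and 15 genes had none. The median gene length was 2237 bases. The mean TPM was at least 1 for 21107 genes in the libraries labelled protoplasted and for 21658 genes in the libraries labelled non-protoplasted, and 18976 genes reached it in both. Spearman's rho between the mean TPM of the groups was 0.591 across 23672 tested genes with a length, which are not independent replicates.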

A volcano plot showing differentially expressed genes (DEGs) was generated with ggplot2. 

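At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 9164 genes were higher and 9074 lower in the libraries labelled protoplasted. Of these, 1204 genes lay above a log2 fold change of 3 and 2977 genes lay below -3. Without a condition on p, the numbers were 1204 and 2977 as well. In 19058 tested genes, or 80.5%, all 3 libraries of one group exceeded all 3 of the other, which chance gives for 10% of genes. A linear fold change of 3 in place of a log2 fold change of 3 gave 3587 and 5123 genes. When only genes with at least 10 counts in every library were kept, the numbers were 436 and 1242, and on the log2(TPM + 1) scale 633 and 1652. Normalization by library size only moved the median log2 fold change of all genes by 0.38, so that 61.2% of the genes called were higher, against 50.2% after TMM normalization. On the log2(TPM + 1) scale, which understates the change of low genes, the median moved by 0.21 and 58.6% were higher. On the log2(TPM + 0.1) scale it moved by 0.27. The IDs of the count table were not paired with names except for the genes in Table S3. BdiBd21-3.1G0680900 had the highest log2 fold change among genes with at least 10 CPM on average, with 40.2 ± 7.76 CPM (SD, n = 3) in the libraries labelled protoplasted. It was at or under 3 counts in the other libraries, so that it was at least 248-fold higher (adjusted p = 2.38e-08 from edgeR). *BdSLP1-like1* came next. BdiBd21-3.3G0124100 and BdiBd21-3.3G0321400 had the lowest log2 fold changes, an order that rests on the prior count since they had 0 counts in each of the libraries labelled protoplasted. They were at least 4191-fold and 2747-fold lower there (adjusted p = 1.29e-07 and 1.50e-07 from edgeR). These lower bounds were not the largest, since another gene with few counts there was at least 10354-fold lower. Table S5 of the paper lists 1812 genes above a log2 fold change of 3. Of the 1213 that were tested here, 55 lay above 3 and 177 below -3 in the libraries labelled protoplasted, where chance gives 61.7 and 153.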

Genes above a log2 fold change of 3 were considered upregulated and those below −3 downregulated (Figure S4c).

#### HCR RNA-FISH

Leaf developmental zones of young, not yet unrolled leaves of 3 wk old soil-grown plants were harvested, and hairpin chain reaction RNA fluorescence in situ hybridization (HCR^TM^ RNA-FISH (v3.0), Molecular Instruments, Inc., Los Angeles, United States; Dirks and Pierce 2004; Choi et al. 2018) was conducted as described in (Spiegelhalder et al. 2024). Two fluorophores were used, 1 with signal in the green range (B1 amplifier with fluorophore 488) and 1 with signal in the red range (B2 amplifier with fluorophore 594). For each gene, between 3 and 20 probes were designed by Molecular Instruments, and 1 color fluorophore was assigned (color in the images depicted in this study corresponds to the respective fluorophore). For ease of reference, the protocol is included again here: The protocol used here was adapted from (Huang et al. 2023; Chelysheva et al. 2024) and spans 5 d from material collection to final confocal imaging. On day 1, young, not yet unrolled, leaves were collected and the bottom 5–8 mm was harvested in a Petri dish in a few drops of a fixative solution (Fixative FAA; formaldehyde solution [final concentration 4% (v/v)] (Sigma-Aldrich), glacial acetic acid [final concentration 5% (v/v)] (Thermo Fisher Scientific), absolute ethanol [final concentration 50% (v/v)] in nuclease-free water (Thermo Fisher Scientific). The leaf piece was cut once in the longitudinal and once in the transverse direction, and then collected in a 2 ml tube with Fixative FAA, and this was repeated for 4 to 5 additional leaves that were added to the same sample tube. After sample collection, a vacuum was applied to the tube several times until all leaf pieces were submerged, and then incubated at room temperature (RT) for 3 h. Fixative FAA was replaced by a series of ethanol concentrations (10%, 30%, 50%, 70%), and, for each concentration, the samples were microwaved 5 times for 30 s at 180 W (Chelysheva et al. 2024). After the last microwaving step with 70% ethanol, the sample was stored in a −20 °C freezer (the sample can be stored like this for several weeks).

On day 2, the sample was allowed to warm up to RT and then rehydrated through a series of washes at RT on a tube revolver (Thermo Fisher Scientific): first with 50% ethanol/50% DPBS-T (Tween20 [final concentration 0.1% (v/v)] (Sigma-Aldrich) in Dulbecco's phosphate-buffered saline (DPBS) (Gibco, Thermo Fisher Scientific, Massachusetts, United States) for 15 min and then twice with 100% DPBS-T for 15 min each step. Aliquots of Proteinase K solution [1 M Tris-HCl, pH 8 (final concentration 0.1 M), 0.5 M EDTA, pH 8 (final concentration 0.05 M), Proteinase K (final concentration 80 μg/ml) (Thermo Fisher Scientific) in nuclease-free water] had been prepared and frozen at −20 °C and 1 aliquot was taken out to thaw at RT during the first incubation step with 100% DPBS-T. The DPBS-T was replaced by the Proteinase K solution and incubated by applying vacuum for 5 min and then digesting for 25 min at 37 °C on the thermomixer (Eppendorf). During this step, the sample was agitated every 5 to 10 min. Subsequently, the sample was washed twice for 15 min in DPBS-T at RT on the tube rotator (Eppendorf). The second fixative solution (Fixative II; formaldehyde solution [final concentration 4% (v/v)] in DPBS-T) replaced the DPBS-T, and the sample was again vacuum-infiltrated for 10 min followed by 20 min at RT on the tube rotator. In the meantime, two 500 μl aliquots of the HCR^TM^ Probe Hybridization Buffer (Molecular Instruments) were prepared: one was left to reach RT, and the other was put at 37 °C in the thermomixer. The sample was washed twice for 15 min in DPBS-T at RT on the tube rotator and then incubated in the RT aliquot of the Probe Hybridization Buffer by applying vacuum for 10 min and then pre- hybridized for 1 h at 37 °C in the thermomixer with shaking (1,000 rpm). The probe solution was prepared by adding 0.8 pmol (ie 2 μl of the 1 μM stock) of each HCR^TM^ probe to 500 μl of the Probe Hybridization Buffer at 37 °C. For multiplexing of probes, 2 probes that can be linked to different amplifiers were added to the same tube. As much as possible was removed from the pre-hybridization solution while being careful not to pick up the leaf pieces, and the final probe solution was added to the sample before an overnight (22 h) incubation step at 37 °C in the thermomixer with shaking (1,000 rpm).

To prepare for day 3, an aliquot of HCR^TM^ Probe Wash Buffer (Molecular Instruments) was warmed up to 37 °C. Additionally, 2 aliquots of HCR^TM^ Amplification Buffer were prepared and warmed up to RT: one with 250 μl and one with 500 μl. The excess probes were washed out by washing 4 times with 500 μl Probe Wash Buffer for 15 min at 37 °C in the thermomixer with shaking (1,000 rpm). Another 2 washing steps with SSC-T buffer (20 × SSC buffer [final concentration 25% (v/v)] (Invitrogen, Thermo Fisher Scientific), Tween20 [final concentration 0.1% (v/v)] in nuclease-free water) for 5 min each at RT in the thermomixer with shaking (1,000 rpm) were carried out and the rest of the SSC-T buffer was stored at 4 °C. Next, the hairpins h1 and h2 for the amplifier B1 with fluorophore 488 and amplifier B2 with fluorophore 594 (Molecular Instruments) were put in an ice bucket to slowly thaw. In the meantime, the SSC-T buffer was replaced by 500 μl Amplification Buffer, and a vacuum was applied for 10 min before 50 min pre-amplification at RT on the tube rotator. During this incubation step, 6 pmol of hairpins h1 and h2 (ie 5 μl of the 3 μM stocks) were put in separate tubes (2 tubes for each amplifier), heated at 95 °C for 90 s, and then kept in a dark drawer at RT for 30 min. Then all hairpins were assembled in the prepared tube of 250 μl Amplification Buffer. As much as possible of the pre-amplification solution was removed while trying to avoid damage to the leaf pieces, and then the Amplification Buffer with hairpins h1 and h2 was added to the sample and incubated for about 42 h in the dark at RT.

On day 5, the SSC-T buffer was taken from the 4 °C fridge to warm up to RT. Excess hairpins were removed from the sample by washing with SSC-T buffer in a series of washes: twice for 5 min, twice for 30 min, and once for 5 min. To visualize cell walls, the sample was stained with SCRI Renaissance Stain 2200 (SR2200, Tokyo Future Style, Inc., Tsukuba City, Japan, [final concentration 0.001% (v/v)] in SSC-T buffer) or Calcofluor White (Sigma-Aldrich, [final concentration 0.0001% (w/v)] in SSC-T buffer) for 1 min and then washed 3 times with SSC-T buffer. For the imaging, a Leica Stellaris 5 (Leica Microsystems) was used with the following settings: SR2200 was excited at 405 nm excitation, green probe signal (fluorophore 488) was excited at 490 nm, red probe signal (fluorophore 594) was excited at 586 nm, and all emissions were captured within the range of the respective fluorophore emission peaks.

Subsequently, color channels were merged and adjusted for brightness and contrast in Fiji (Schindelin et al. 2012).

#### Cloning of *B. distachyon* transcriptional reporter constructs

Transcriptional reporter constructs were generated using the Greengate cloning system (Lampropoulos et al. 2013). All promoter sequences were amplified from genomic DNA (CTAB extraction method, Allen et al. 2006) of wild type (WT) *B. distachyon* Bd21-3 using the Q5 polymerase (New England Biolabs (NEB), Ipswich, United States). Promoter sequences were selected upstream of the coding sequences annotated in the *B. distachyon* Bd21-3 v1.2 genome (https://phytozome-next.jgi.doe.gov/info/BdistachyonBd21_3_v1_2). The length of promoters depended on the distance to the next gene upstream of the gene of interest and was also adjusted slightly to optimize primers. The *BdHDG2-like* promoter (*BdHDG2-likep*) was 3,584 bp and amplified using the primer pair pri121/pri122. For *BdFAMA*, the promoter (*BdFAMAp*) was 4,472 bp long and amplified with primers pri454/pri475. The *BdCST1* promoter (*BdCST1p*) was amplified in 2 fragments using the primers pri117/pri289 (fragment 1) and pri288/pri118 (fragment 2) to remove a BsaI site in the promoter. After ligating the 2 amplicons, the final amplicon was lacking a piece of the UTR, which was added by amplifying the entry module with pri820/819 and using insertional site-directed mutagenesis with the missing sequence attached to the forward primer (pri820) to complete the entry module, leading to a final promoter length of 3,555 bp. For *DUF567*, the promoter (*DUF567p*) was 1,480 bp and amplified using primers pri948/pri949. For the B module containing mCitrine with a linker, the mCitrine-linker sequence was amplified from *BdFAMAp:mCitrine-BdFAMA* (McKown et al. 2023) using the primers pri362/363. Amplicons were PCR-purified using the NucleoSpin Gel and PCR Clean-up kit (Macherey-Nagel AG, Oensingen, Schweiz) and digested with BsaI (NEB) or its isoschizomer Eco31I (Thermo Fisher Scientific). The pGGA000 (backbone for promoters) and pGGB000 (backbone for mCitrine-linker) entry vectors were digested with BsaI/Eco31I and dephosphorylated using Antarctic Phosphatase (NEB). Then, the respective inserts were ligated into the respective entry vector using the T4 ligase (Thermo Fisher Scientific) overnight at 16 °C, creating pGGA_BdHDG2-likep, pGGA_BdFAMAp, pGGA_BdCST1p, pGGA_DUF567, and pGGB_mCitrine-linker plasmids. Plasmids were transformed into *E. coli* and after overnight incubation, a colony PCR with pri30/pri47 was conducted to confirm insert lengths. Positive colonies were grown overnight to amplify the plasmid before extraction using the NucleoSpin Plasmid kit (Macherey-Nagel AG) and final sequencing to confirm the correct plasmid.

The *PvUbi2p*-driven hygromycin resistance cassette was amplified from pTRANS_250d (Čermák et al. 2017) and used to create a Greengate F module as described in (Zhang et al. 2022).

Further Greengate entry modules pGGB_3xNLS (3xNLS), pGGC012 (eGFP^NLS^), pGGC014 (eGFP) were generously provided by Prof. Dr. Karin Schumacher's group, and pGGD002 (D-dummy) and pGGE001 (rbcS terminator) were provided by Prof. Dr. Jan Lohmann's group (Lampropoulos et al. 2013).

The final transcriptional reporter constructs were created using the GreenGate protocol as described in (Lampropoulos et al. 2013). For ease of reference, the protocol is included again here: The GreenGate entry modules (pGGA_specific-promoter; pGGB_3xNLS or pGGB_mCitrine-linker; pGGC_eGFP or pGGC_eGFP-NLS; pGGD_dummy; pGGE_rbcS-terminator and pGGF_hygromycin-resistance) were repeatedly digested and ligated into the pGGZ004 (Lupanga et al. 2020) for 50 cycles (each cycle 5 min at 37 °C for digestion and 5 min at 16 °C for ligation), followed by enzyme inactivation steps at 50 °C (5 min) and 80 °C (5 min). The final ligations were transformed into *E. coli* for selection and amplification and verified by enzymatic digestion profiles. Correct assembly of the various inserts was further confirmed by sequencing (whole-plasmid sequencing or Sanger sequencing of the overhangs).

#### Design and cloning of CRISPR constructs

CRISPR guides were selected using the “Find CRISPR sites” tool of Geneious Prime (version 2024.0.3, GraphPad Software LLC d.b.a Geneious, activity scoring based on (Doench et al. 2016)). The selected guides and their reverse complement with added cloning overhangs for *BdGRAS32* (pri1457 and pri1458) and *BdPME53-like* (pri887 and pri888) were annealed and phosphorylated using the T4 PNK (NEB). The JD633 plasmid (Debernardi et al. 2020) was used as a CRISPR backbone and first digested using the PaqCI enzyme (NEB), followed by dephosphorylation using Antarctic Phosphatase (NEB). The annealed guides and the backbone were ligated overnight at 16 °C using the T4 DNA ligase (NEB). Competent *E. coli* NEB 5-alpha (NEB) were transformed with the CRISPR plasmids and amplified overnight. The next day, colony PCR with a primer binding on the CRISPR backbone (pri92) and the respective reverse guide was conducted to identify positive colonies, which were then grown overnight to amplify the plasmid. Plasmids were isolated with the NucleoSpin Plasmid kit (Macherey-Nagel AG) and sent for sequencing using pri92 to check for correct insertion of the guide.

#### *B. distachyon* plant transformation

To prepare the constructs for transformation, *A. tumefaciens* AGL1 (Bragg et al. 2012) was transformed with the respective plasmids and grown on plates overnight at 28 °C. Positive colonies were used for the transformation of embryonic calli of wild type *B. distachyon* Bd21-3 following the plant transformation protocol described in (Zhang et al. 2022). For ease of reference, the protocol is included again here: Young, transparent embryos were isolated and grown for 3 wk at 28 °C in the dark on callus induction media (CIM; per L: 4.43 g Linsmaier & Skoog basal media (LS; Duchefa), 30 g sucrose, 600 ml CuSO_4_ (1 mg/ml, Sigma/Merck), 500 ml 2,4-D (5 mg/ml in 1 M KOH, Sigma/Merck), pH 5.8, plus 2.1 g of Phytagel (Sigma/Merck). After incubation, crisp, yellow callus pieces were subcultured to fresh CIM plates and further incubated at 28 °C in the dark for 2 wk. Then, calli were broken down to 2-5 mm small pieces, transferred to fresh CIM plates, and subcultured for 1 more week at 28 °C in the dark. For transformation, agrobacteria with the desired construct were dissolved in liquid CIM media (same media as above, without the phytagel) with freshly added 2,4-D (2.5 mg/ml final concentration), Acetosyringone (200 mM final concentration, Sigma/Merck), and Synperonic PE/F68 (0.1% final concentration, Sigma/Merck). The OD600 of the agrobacteria solution was adjusted to 0.6. Around 100 calli were incubated for at least 10 min in the bacteria solution, dried off on sterile filter paper, and incubated for 3 d at room temperature in the dark. After incubation, transformed calli were moved to selection media (CIM + Hygromycin (40 mg/ml final concentration, Roche, Basel, Switzerland) + Timentin (200 mg/ml final concentration, Ticarcillin 2Na & Clavulanate Potassium (Duchefa)) and incubated for 1 wk at 28 °C in the dark. Then, calli were moved to fresh selection plates and incubated for 2 more weeks at 28 °C in the dark. Next, calli were moved to callus regeneration media (CRM; per L: 4.43 g of LS, 30 g maltose (Sigma/Merck), 600 ml CuSO4 (1 mg/ml), pH 5.8, plus 2.1 g of Phytagel). After autoclaving, cool down and add Timentin (200 mg/ml final concentration), Hygromycin (40 mg/ml final concentration), and sterile Kinetin solution (0.2 mg/ml final concentration, Sigma/Merck). Calli were incubated at 28 °C with a 16 h light:8 h dark cycle (70–80 mmol PAR m^−2^ s^−1^). After 1–6 wk in the light, shoots will form. Shoots that are longer than 1 cm and ideally have 2 or more leaves were moved to glass cups for rooting (Weck glass and packaging GmbH, Bonn, Germany) containing rooting media (per L: 4.3 g Murashige & Skoog including vitamins (Duchefa), 30 g sucrose, adjust pH to 5.8, add 2.1 g Phytagel. After autoclaving, cool down and add Timentin (200 mg/ml final concentration). Once roots had formed, plantlets were moved to soil (consisting of 4 parts Einheitserde CL ED73 (Einheitserdewerke, Werkverband e.V., Sinntal-Altengronau, Germany) and 1 part Vermiculite) and grown in a greenhouse or growth chamber with 18 h light:6 h dark cycle (250–350 mmol PAR m^−2^ s^−1^). For the first 2–3 d, trays with the transgenic plantlets would still be covered with a transparent lid to maintain humidity.

#### Imaging of abaxial mature epidermis

To obtain the image of the abaxial leaf epidermis in Fig. 2a, lignin of a mature leaf was stained with Basic Fuchsin (Sigma-Aldrich) and imaged together with cell wall autofluorescence as described in (Nunes et al. 2023). For ease of reference, the protocol is included again here: Small leaf fragments previously fixed and cleared in 7:1 ethanol:acetic acid were washed in 70% ethanol and then transferred to distilled water with 0.02% (v/v) Tween20 (Sigma-Aldrich) for rehydration for 3 h. Samples were incubated in 30 ml of 0.01% Basic Fuchsin for 5 min and washed twice with 30 ml of 50% (v/v) glycerol for 5 min (2.5 min per washing step) and then mounted in 50% (v/v) glycerol for imaging. Samples were imaged on a Stellaris 5 confocal microscope (Leica Microsystems). Cell wall autofluorescence was excited at 405 nm and emissions captured in the range of 490–550 nm. Basic Fuchsin was excited at 561 nm, and emissions were captured between 573–603 nm. Stacks of 0.33 µm steps were obtained. For the image in Fig. 2a, a sum of slices Z-projection was performed in Fiji (Schindelin et al. 2012).

#### Imaging of reporter lines

For *DUF567p:mCitrine-eGFP^NLS^* and *BdFAMAp:mCitrine-eGFP^NLS^*, the developmental zone of the youngest, not yet unrolled leaf of 2–3 wk old plants was imaged. For *BdHDG2-likep:^3xNLS^eGFP* and *BdCST1p:mCitrine-eGFP^NLS^*, second leaves of plate-grown seedlings were imaged 5–7 d after germination. Cell walls were stained with propidium iodide (PI (Invitrogen, Thermo Fisher Scientific), 0.5% (v/v)) for 3–5 min. A Leica Stellaris 5 confocal microscope (Leica Microsystems) with the following settings was used to visualize the different channels: PI was excited at 549 or 584 nm, mCitrine was excited at 515 nm, and eGFP was excited at 489 nm. Emissions were captured in the range of the emission peak of the respective fluorophore. Subsequently, color channels were merged and adjusted for brightness and contrast in Fiji (Schindelin et al. 2012). For the *BdCST1* reporter, z-stacks were taken, and Maximum Projection images were created.

Imaging of the barley reporter line *HvFCP1p:VENUS-H2B* (Vardanega et al. 2025) was performed with the confocal microscope Zeiss LSM880 (Carl Zeiss AG, Oberkochen, Germany), with Plan-Apochromat 20×/0.8 or Plan-Apochromat 40x/1 objectives. Fresh barley shoot apical meristems and leaf primordia were stuck on a double-sided adhesive tape on an objective slide, stained with PI (0.3 mM) for 3 min, washed 3 times with water, and subsequently covered with a cover slide before being placed under the microscope. PI was excited at 561 nm and Venus at 514 nm. Signal was collected within the fluorophore's emission peak. Pictures were analyzed using Fiji (Schindelin et al. 2012).

#### *Hordeum vulgare* multiplex smRNA-FISH

smRNA-FISH (Molecular Cartography) of the *Hordeum vulgare* (barley) cultivar Golden Promise was conducted as described in the associated publication (Demesa-Arevalo et al. 2026). For ease of reference, the protocol is included again here: Vegetative shoot apical meristems and surrounding leaf primordia were fixed overnight in phosphate-buffered saline (PBS) containing 4% paraformaldehyde (PFA) and 0.03% Triton X-100 (Sigma-Aldrich), dehydrated through an ethanol series, and embedded under vacuum in Paraplast Extra (Leica Biosystems, Deer Park, United States). 10 μm sections of the embedded tissues were placed on glass slides (Resolve Biosciences), deparaffinized, gradually rehydrated, and permeabilized with proteinase K (Thermo Fisher Scientific). After re-fixation, acetylation, and dehydration through an ethanol series, the slides were mounted with SlowFade-Gold Antifade Mountant (Invitrogen, Thermo Fisher Scientific). Probe hybridization and imaging were performed by Resolve Biosciences. Image analysis was performed in Fiji (Schindelin et al. 2012) using the Polylux plugin (Polylux_V1.9.0) from Resolve Biosciences.

#### Genotyping of CRISPR mutant lines

To genotype the CRISPR mutant lines, genomic DNA was extracted from T0 and T1 transgenic plants using the CTAB extraction method (Murray and Thompson 1980). Genotyping primers were selected up- and downstream of the CRISPR guide site to amplify the putative mutation site (*bdgras32*: pri1627 and pri1621, *bdpme53-like*: pri889 and pri890). The mutation site was PCR-amplified, and the correct size of the amplicon was confirmed in a standard 1% agarose gel. After PCR purification with the NucleoSpin Gel and PCR Clean-up kit (Macherey-Nagel AG), the PCR product was sent for sequencing with the added primer pri1621 (for *bdgras32*) or pri889 (for *bdpme53-like*) to identify or confirm the mutation and the zygosity.

#### Phenotyping of the *bdgras32* mutant line

6 d after germination, the second leaves of plate-grown seedlings of wild type (WT) and *bdgras32* (T1 generation) were imaged on a Stellaris 5 confocal microscope (Leica Microsystems). Cell walls were stained using propidium iodide (PI, 0.5% (v/v)) for 4 min. PI was excited at 549 nm, and emissions were captured around the emission peak. Images were taken of cell files around developmental stage 6 to show the misdivision phenotype, and around the first asymmetric epidermal divisions (ie, developmental stage 1 to 2) for subsequent analysis. Stitching of images was done in Fiji (Schindelin et al. 2012) using the pairwise stitching tool (Preibisch et al. 2009) and Paint.NET (version 5.1.9, https://www.getpaint.net/index.html). Then, stitched sequences were cropped to frames of the same length (388.93 µm) with the first asymmetric divisions approximately in the center (see Fig. 7h). 2D segmentation of 5 cell files including 1 stomatal lineage cell file was conducted in MorphoGraphX (version 2.0.1-379, Barbier de Reuille et al. 2015; Strauss et al. 2021, 2022) as follows: Images were adjusted with Brighten/Darken (value = 3) and the signal was projected onto the mesh (minimum distance 0, maximum distance 2) before auto segmentation. Mistakes were corrected by manual tracing and watershed segmentation until a correct cell mesh was created. Only cells were kept that are fully visible in the frame. Corner triangles were fixed, the mesh was smoothened (walls only, 3 passes), and then Heatmap Classic (manual range 0–300) was used to calculate and visualize cell areas (Fig. 7h).

For fresh and dry weight measurements, above-ground tissue of plants was harvested 5 wk after germination by cutting and collecting the whole plant 1 cm above soil level. Fresh weight was measured immediately after cutting (Excellence Plus XP, Mettler-Toledo, Greifensee, Switzerland). Each individual was kept in a seed bag for 3 d at 65 °C and then transferred to a closed container with silica beads for 1 d to finalize the drying process. Afterwards, the dried plants were weighed to receive dry weight values.

Statistical significance analyses using an unpaired, two-sided Student's *t* test (stats package version 4.3.1, R Core Team and R Foundation for Statistical Computing 2025) and visualization of results were done in R. Details of the statistical testing are in Table S8. The R script for mutant analysis, as well as the data table output of MorphoGraphX, is available on GitHub: https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq.

#### Phenotyping of *the BDPME53-like* mutant line

Leaf-level gas exchange measurements of wild type (WT) and *bdpme53-like* (T1 generation) plants were conducted and subsequently analyzed as described in (Berg et al. 2025). For ease of reference, the protocol is included again here: Physiological parameters for each genotype were obtained from 3–4 wk old soil-grown, non-flowering plants. The youngest, fully expanded leaf was measured using the LI-6800 Portable Photosynthesis System with the 6800-01A Multiphase Flash Fluorometer chamber (LI-COR Biosciences Inc., Lincoln, NE, United States) in the 2 cm^2^ chamber. Environmental conditions were programed as described in (Nunes et al. 2022): flow rate, 500 µmol s^−1^; fan speed, 10,000 rpm, and leaf temperature, 28 °C. Gas exchange in reaction to changing light intensities was measured at a relative humidity 40% and a CO_2_ concentration of 400 µmol mol^−1^. Values were automatically logged every 60 s with 20 min steps for the light intensities in units of photosynthetically active radiation (PAR), 1,000 (high light) - 100 (low light) - 1,000 - 0 (darkness) PAR m^−2^ s^−1^. PAR is equivalent to Photosynthetic photon flux density (PPFD), which is in μmol m^−2^ s^−1^.

As *B. distachyon* leaves are not broad enough to fill the 2 cm^2^ chamber, data from each run were corrected manually in the Excel sheet by individual leaf area, which was calculated as leaf width multiplied by the chamber diameter. Subsequent averaging of values across all individuals per species, outlier removal, correction by stomatal density, and final visualization were conducted in R Studio using the licornetics R package (version 2.1.2, Berg 2024; Berg et al. 2025) that is available on GitHub with further documentation (https://github.com/lbmountain/licornetics).

Leaves were collected after gas exchange measurements and fixed in 7:1 ethanol:acetic acid for at least 24 h. Samples were rinsed in water and mounted on slides in Hoyer's solution (70% (w/v) chloralhydrate (Roth, Karlsruhe, Germany), 4% (w/v) glycerol (Thermo Fisher Scientific), 5% (w/v) gum arabic (Roth)). The abaxial leaf side was imaged using a Leica DM2000 DIC microscope (Leica Microsystems). For stomatal density, 3 fields of view (image size 0.198 mm^2^) per leaf were counted in Fiji (Schindelin et al. 2012), resulting in 29–53 stomata per individual and divided by the image size to obtain stomatal density per mm^2^. Statistical significance analysis using an unpaired, two-sided Student's *t* test (stats package version 4.3.1, R Core Team and R Foundation for Statistical Computing 2025) and visualization of results were done in R. Details of the statistical testing are in Table S8. The R script for mutant analysis is available on GitHub: https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq.

#### *B. distachyon* developing leaf single-cell atlas web tool

To create an expression browser, we generated a template onto which gene expression can be plotted. First, we created the template file following the tutorial provided in the ggPlantmap GitHub: https://github.com/leonardojo/ggPlantmap/blob/main/guides/TutorialforXMLfile.pdf. In short, the Icy software (version 2.5.2.0, https://icy.bioimageanalysis.org/) was used to trace and create a template with outlines and labels for different tissues and cell types, and save them as .xml. In R Studio, the ggPlantmap package (version 1.1.0, Jo and Kajala 2024) was used to convert the .xml file to a ggPlantmap object. The Seurat AverageExpression function was used to extract the mean expression of genes per cluster identity. For the main tissue assignments, the whole dataset was used and Seurat clusters were labeled for analysis as follows: Shoot apex = cluster 3, 11, 21, 22, 24, 28; vasculature = clusters 10, 17, 19, 20; mesophyll = clusters 0, 1, 2, 4, 8, 9, 14, 15; epidermis = clusters 5, 7, 12, 13, 18, 25, 26, 27, 29, 30, 31. For annotation of hair cells (HCs), silica cells, and inter-specialized cells, the epidermal subset was used, and Seurat clusters were labeled for analysis as follows: Silica cells = clusters 0, 6, 9, 21; early HCs = cluster 2; middle HCs = cluster 8; late HCs = cluster 14; inter-specialized cells = clusters 4, 7, 17. For stomatal lineage cell types and stages, the stomatal lineage subset was used, and Seurat clusters were labeled for analysis as follows: Early GMCs = cluster 9; dividing GMCs = clusters 14, 16; early GCs = cluster 7; late GCs = cluster 12; SCs = cluster 5. The ggPlantmap.heatmap function was then used to plot gene expression onto the previously created template.

The UMAP feature plots depicting gene expression were created as follows: The Seurat FetchData function was used to obtain UMAP locations of cells, their assigned identity, and the expression of genes (features) in a given cell. Visualization of the expression of a gene of interest was done using the ggplot2 package. The shiny package (version 1.9.1, Chang et al. 2024) was used to create the website, which was then deployed with Docker (Docker Inc., Palo Alto, United States). Further packages required for the creation of the web tool: tidyverse (version 2.0.0, Wickham et al. 2019), Cairo (version 1.6–2, Urbanek and Horner 2023), bslib (version 0.8.0, Sievert et al. 2024), shinythemes (version 1.2.0, Chang 2021), shinycssloaders (version 1.1.0, Attali and Sali 2024), MetBrewer (version 0.2.0, Mills 2022), and arrow (version 20.0.0.2, Richardson et al. 2025).

The R script used to create the web tool (also works locally) is available on GitHub: https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq.

#### Reagents and resources

Information on organisms, bacterial strains, reagents, deposited data, oligonucleotides, recombinant DNA, and software was compiled in Table S9.

### Accession numbers

Gene accession numbers and related genes in other species can be found in Table S3.

## Supplementary Material

koag172_Supplementary_Data

## Data Availability

Single-cell RNA-sequencing and bulk RNA-sequencing data have been deposited at GEO and are publicly available (GEO: GSE307277 and GSE306756). The expression browser of the single-cell RNA-sequencing dataset can be found online at https://shiny.ips.unibe.ch. All quantitative data generated and analyzed in this study can be found in the supplementary materials. Microscopy images reported in this paper will be shared by the lead contact upon request. R scripts used to analyze the datasets in this study, as well as a step-by-step protocol for protoplasting and HCR RNA-FISH of *B. distachyon* leaf tissue can be found on Github: https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: The developing leaf of the wild grass Brachypodium distachyon at single-cell resolution
**Source:** Plant Cell. 2026 Jun 10;38(6):koag172. doi: 10.1093/plcell/koag172
**Supplement:** koag172_Supplementary_Data

## **Supplementary Information**

**for**

**Berg et al. (2026) *Plant Cell***

This file contains:

Figures S1 - S7

Tables S1 - S3

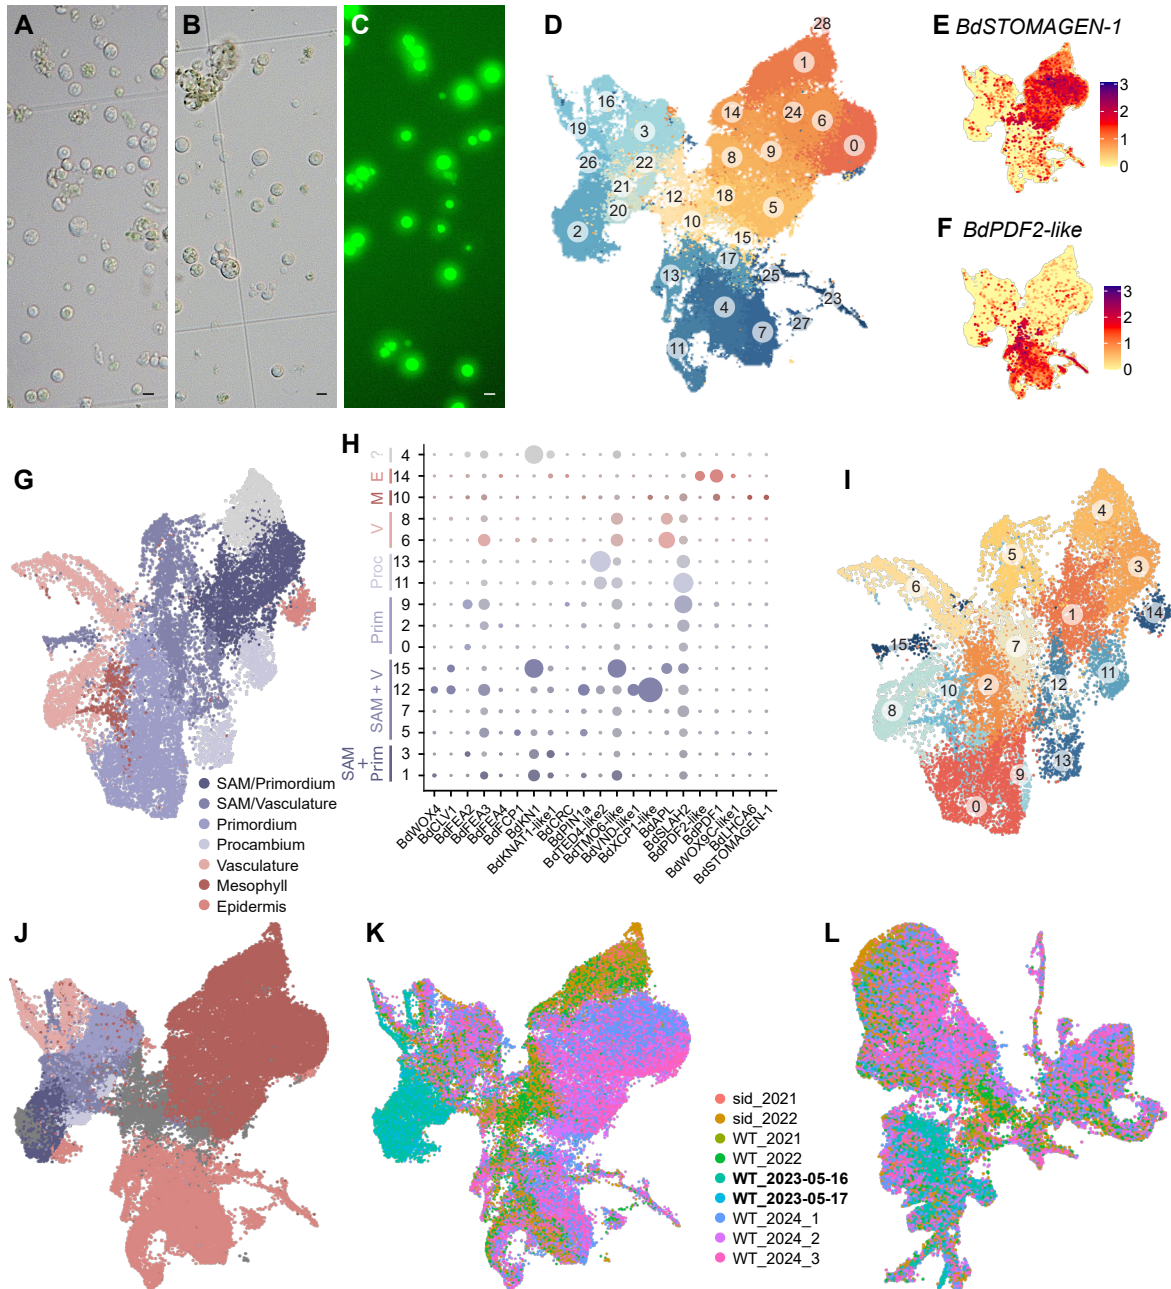

**Figure S1. Semi-supervised integration of the datasets.** Related to Fig. 1. (A, B) DIC images of protoplasted cells. Scale bars, 10  $\mu$ m. (C) Epifluorescence microscopy image of protoplasts stained with fluorescein diacetate (FDA). Viable cells glow green. Scale bar, 10  $\mu$ m. (D) Un-integrated whole dataset UMAP plot with color indicating Seurat clusters;  $n = 69,687$  cells. (E, F) Un-integrated whole dataset UMAP feature plots of marker genes for the leaf mesophyll (E) and epidermis (F) with color indicating expression strength. (G-I) Re-analyzed subset containing clusters 2, 3, 16, 19, 20, 21, 22, and 26. UMAP plots with color indicating tissue type (G) or Seurat clusters (I). Dot plot in (H) shows expression of marker genes in the clusters from (I). Dot size represents the percentage of cells within a cluster that express the gene and color saturation represents expression strength. Tissues are color-coded as in (G). (J) UMAP plot of the un-integrated whole dataset with color indicating tissue type. Cell labels from the subset in (G) were transferred to this plot. (K, L) Whole dataset UMAP plot with color indicating the library origin in the un-integrated (K) and integrated (L) dataset. SAM & primordia libraries in bold.

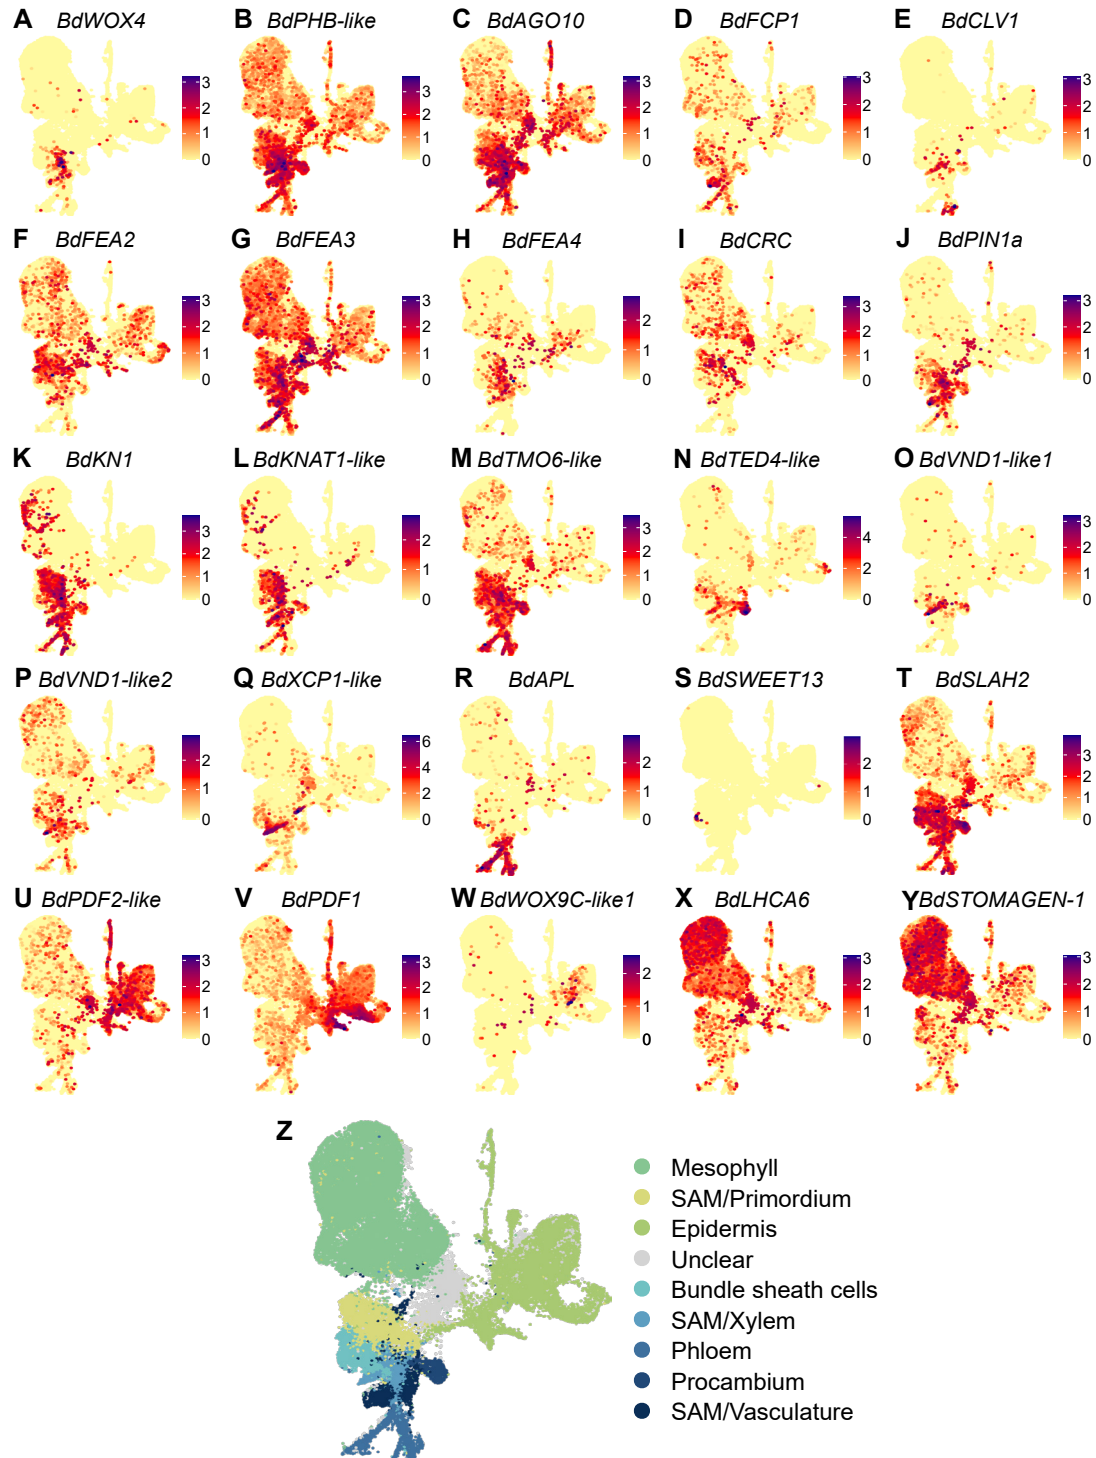

**Figure S2. Feature plots of leaf tissue marker genes.** Related to Fig. 1. (A-T) Whole dataset UMAP feature plots of marker genes for shoot apical meristem (SAM) and early vasculature. *BdKNOTTED1* (K) and *BdSLOWLY ACTIVATING ANION CHANNEL1 (SLAC1) HOMOLOGUE 2* (*BdSLAH2*, T) are also shown in Fig. 1E with a different color scheme. (U-W) Whole dataset UMAP feature plots of marker genes for the leaf epidermis. *BdPROTODERMAL PATTERNING FACTOR 2-like* (*BdPDF2-like*; U) is also shown in Fig. 1E with a different color scheme. (X, Y) Whole dataset UMAP feature plots of marker genes for the mesophyll. *BdSTOMAGEN-1* (Y) is also shown in Fig. 1E with a different color scheme. (Z) Whole dataset UMAP plot with colour indicating tissue and cell type assignment. Each dot in the UMAP plots represents the transcriptome of a single cell. Color legends in the UMAP feature plots indicate expression strength.

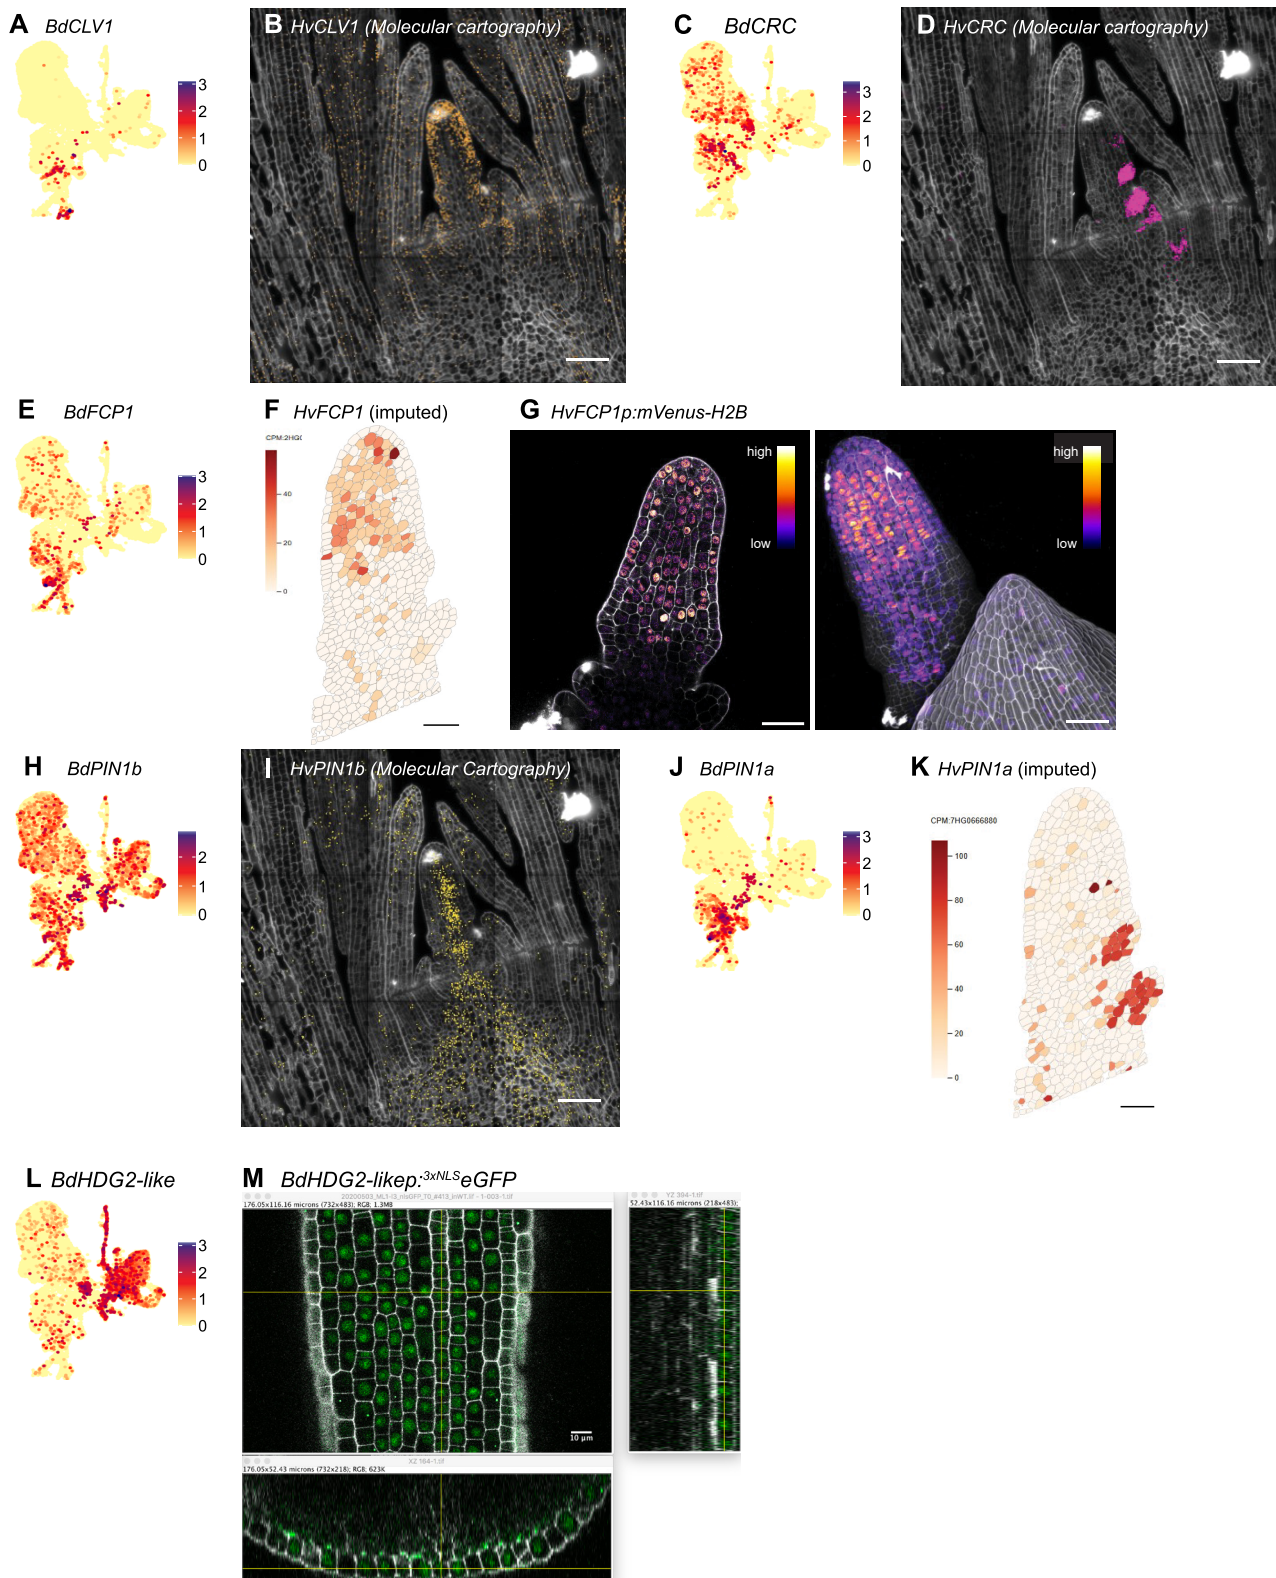

**Figure S3. Meristematic marker gene expression.** Related to Fig. 1. **(A)** Whole dataset UMAP feature plot of *BdCLAVATA1* (*BdCLV1*). Same plot as in Fig. S2E. **(B)** smRNA-FISH (Molecular cartography) image of barley *HvCLV1* in the shoot apex with early leaves. This image is a composite and the same background image is also used for panels D and I. Full size version of the image shown in Fig. 1c of (Vardanega et al. 2025) with different color scheme. Also shown as a zoom-in without gene expression channel in Fig. 1b of (Demesa-Arevalo et al. 2026). **(C)** Whole dataset UMAP feature plot of *BdCRABS CLAW* (*BdCRC*). **(D)** smRNA-FISH image of barley *HvCRC* in the shoot apex with early leaves. Full size version of the image shown in Fig. 3F of (Demesa-Arevalo et al. 2026) with different color scheme and only *HvCRC* expression. Also shown as a zoom-in without gene expression channel in Fig. 1b of (Demesa-Arevalo et al. 2026). **(E)** Whole dataset UMAP feature plot of *BdFON2-LIKE CLE PROTEIN 1* (*BdFCP1*). Same plot as in Fig. S2D. **(F)** Imputed expression of barley *HvFCP1*. Dataset and imputation method are described in (Demesa-Arevalo et al. 2026). **(G)** Expression of *HvFCP1p:Venus-H2B* in barley vegetative shoot apical meristem (vSAM, left) and leaf primordial epidermis (right, at Waddington stage 1-1.5). Color legend indicates expression strength. Cell walls stained with propidium iodide (PI, gray). **(H)** Whole dataset UMAP feature plot of *BdPINFORMED1b* (*BdPIN1b*). **(I)** smRNA-FISH image of barley *HvPIN1b* (also known as *HvPIN1*). Also shown as a zoom-in without gene expression channel in Fig. 1b of (Demesa-Arevalo et al. 2026). **(J)** Whole dataset UMAP feature plot of *BdPIN1a*. Same plot as in Fig. S2J. **(K)** Imputed expression of barley *HvPIN1a*. Dataset and imputation method are described in (Demesa-Arevalo et al. 2026). **(L)** Whole dataset UMAP feature plot of *BdHOMEODOMAIN GLABROUS2-like* (*BdHDG2-like*). **(M)** Expression of *BdHDG2-likep:3xNLS-eGFP* in *B. distachyon* leaf epidermis (z-stack) with orthogonal sections indicated by yellow lines; transverse section below, longitudinal section to the right. [...legend continued on next page...]

**Figure S3 (continued).** Color in the smRNA-FISH images indicates expression of the gene of interest. Each dot in the UMAP plots represents the transcriptome of a single cell. Color legends in the UMAP feature plots and imputed data indicate expression strength. Scale bars, 50  $\mu\text{m}$ , unless otherwise indicated.

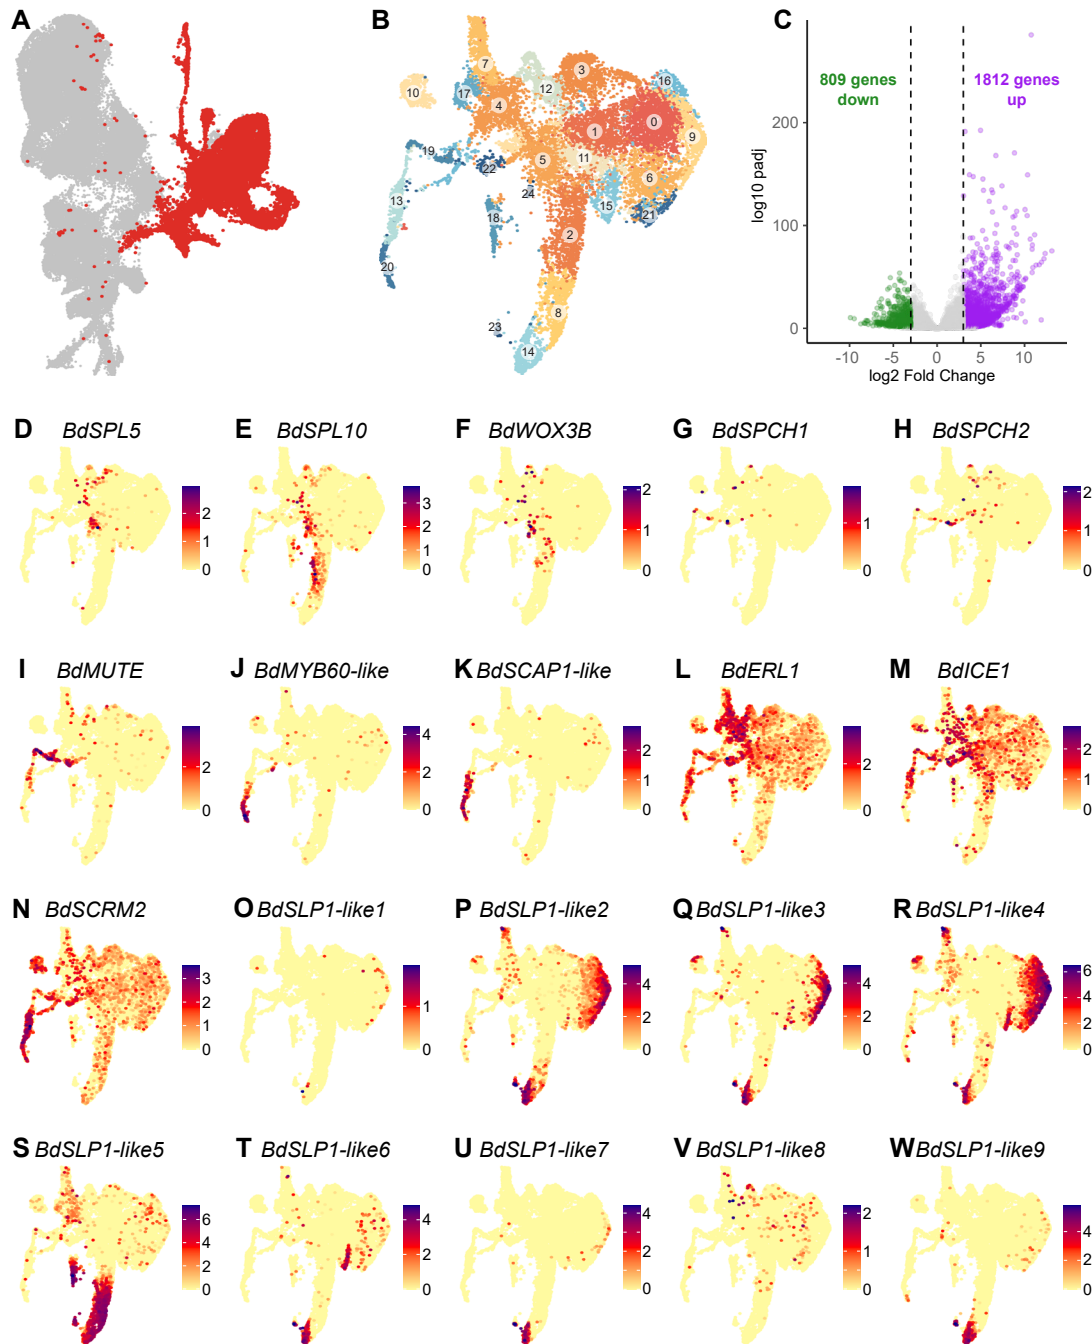

**Figure S4. Feature plots of epidermal marker genes.** Related to Fig. 2. **(A)** Whole dataset UMAP plot with cells belonging to the epidermal subset highlighted in red. **(B)** UMAP plot of the epidermal subset with numbered Seurat clusters;  $n = 15,034$  cells. **(C)** Volcano plot showing logarithmic fold change of genes in response to the protoplasting protocol. Genes are considered downregulated (green) if the  $\log_2$  fold change is  $< -3$  and upregulated (magenta) if the fold change is  $> 3$ . **(D-F)** Epidermis UMAP feature plots of hair cell lineage marker genes. **(G-N)** Epidermis UMAP feature plots of stomatal lineage marker genes. **(O-W)** Epidermis UMAP feature plots of the *BdSILPLANT1-like* (*BdSLP1-like*) family. *BdSLP1-like3* (Q) and *BdSLP1-like5* (S) are also shown in Fig. 2L,M. *BdSLP1-like1* (O) is protoplasting-affected (Table S5). Each dot in the UMAP plots represents the transcriptome of a single cell. Color legends in the UMAP feature plots indicate expression strength.

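All 9 *BdSLP1-like* genes were higher in the libraries labelled protoplasted, at an adjusted p under 0.05 in edgeR's quasi-likelihood test over all genes tested and over the 9 genes alone. This direction held under every scaling tried and was exchanged only with the groups assigned by the treatment entry of the labels, which was chosen after seeing the data. *BdSLP1-like1* (BdiBd21-3.3G0292100) had between 2396 and 2871 counts in the libraries labelled protoplasted and between 6 and 12 in the others. This gave 95.9 ± 6.59 and 0.486 ± 0.182 CPM (SD, n = 3 each) and a log2 fold change of 7.65 (standard error 0.22, adjusted p = 6.59e-09 from edgeR). Of the remaining genes, *BdSLP1-like6* had a log2 fold change of 4.57, *BdSLP1-like9* of 3.66 and *BdSLP1-like7* of 3.30. *BdSLP1-like3*, which was used to mark silica cells, had 337 ± 134 and 90.9 ± 46.8 CPM, a log2 fold change of 1.89 (standard error 0.37, adjusted p = 0.0011 from edgeR). *BdSLP1-like5*, which was used to mark hair cells, had 143 ± 21.8 and 29.2 ± 4.22 CPM, a log2 fold change of 2.29 (standard error 0.16, adjusted p = 1.27e-06 from edgeR). The others lay between *BdSLP1-like4*, with 1.54, and *BdSLP1-like8*, with 2.72. Several of these genes have neighbouring IDs, and reads shared between members of the family could have been split among them or lost in counting, so that their separate values are uncertain.

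**Figure D2:**
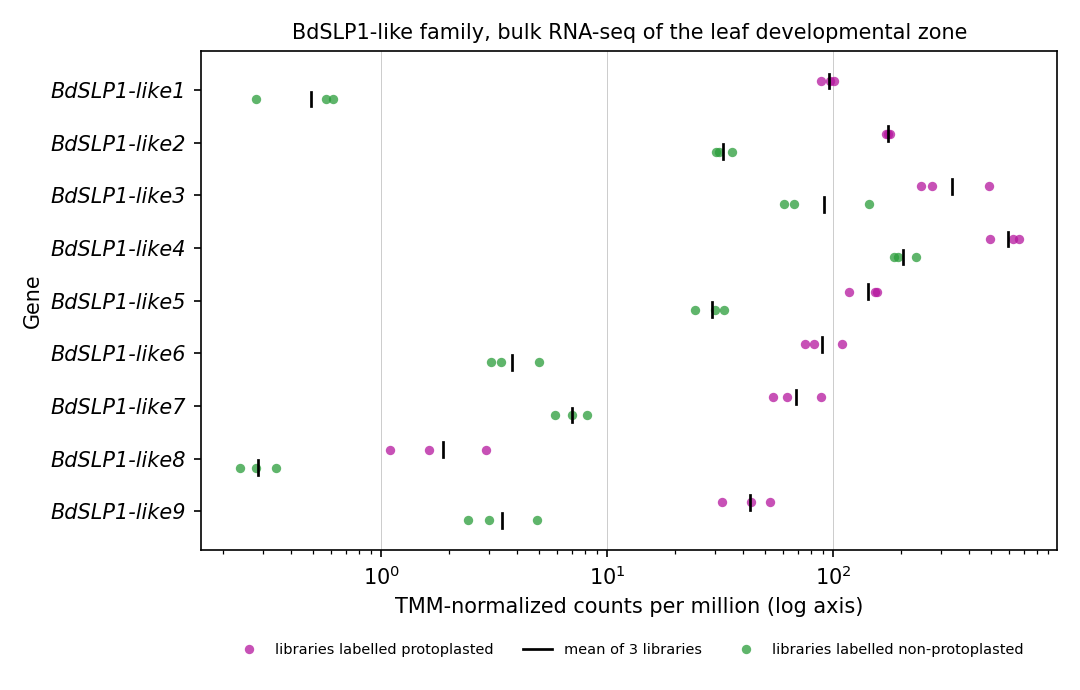
CPM after TMM normalization, on a log axis, of the 9 *BdSLP1-like* genes. Each point is a library, with 3 per group, and each black bar is the mean of 3. The libraries labelled protoplasted lie above the libraries labelled non-protoplasted for all 9 genes, an order that is exchanged with the groups assigned by the treatment entry of the labels.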

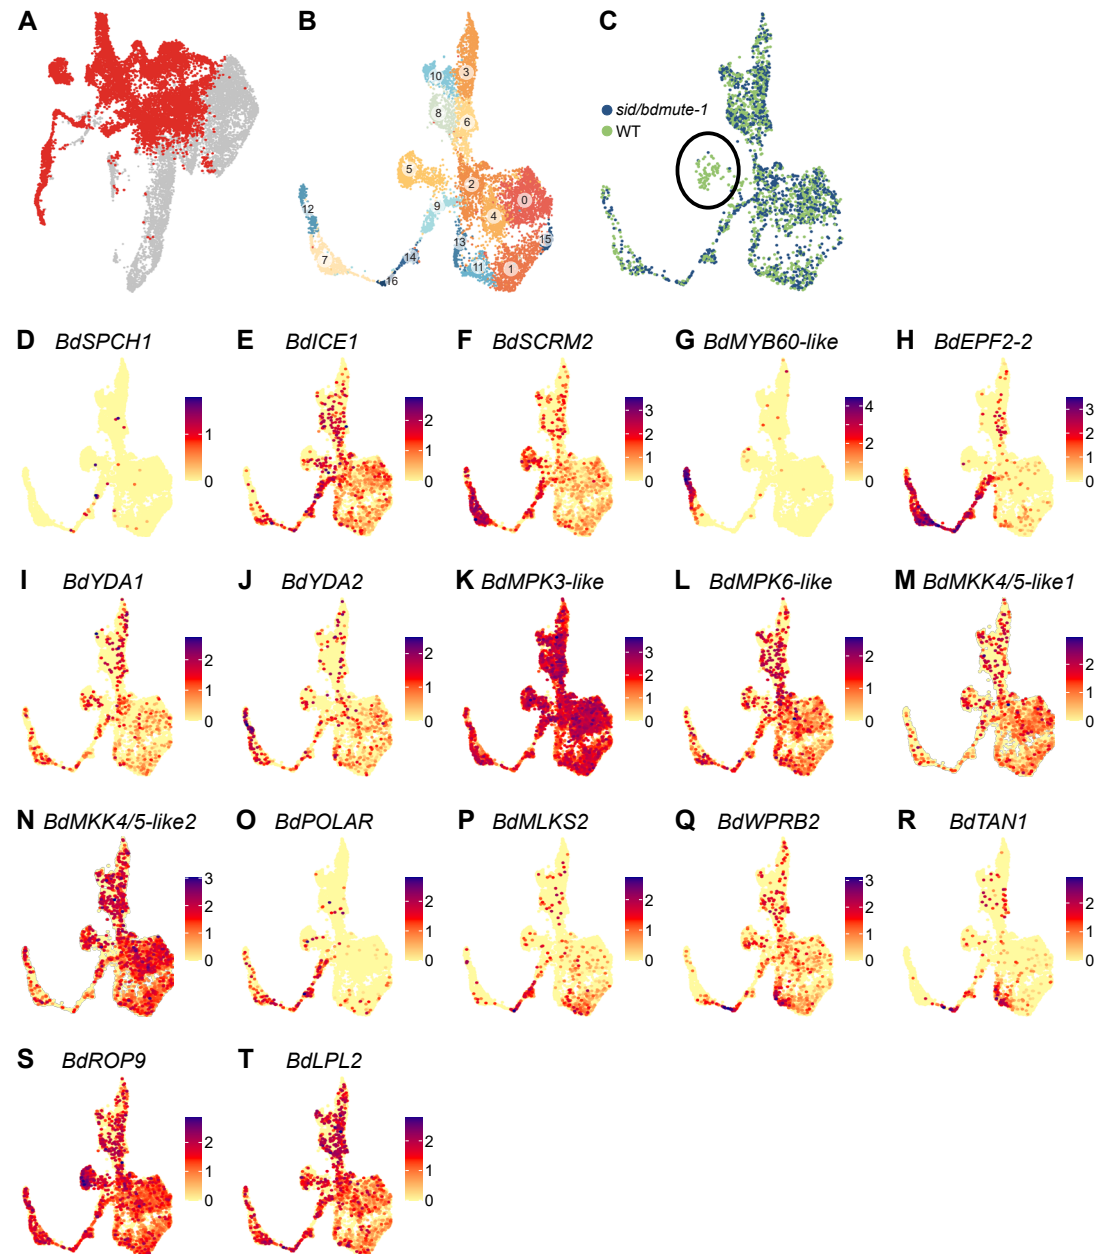

**Figure S5. Feature plots of stomatal lineage marker genes.** Related to Fig. 3 and 5. **(A)** Epidermis UMAP plot with cells belonging to the stomatal lineage subset highlighted in red. **(B)** UMAP plot of the stomatal lineage subset with numbered Seurat clusters. **(C)** Stomatal lineage UMAP plot with color indicating genotype. Same UMAP plot as in (B), but only the two wild-type and two *sid/bdmute-1* libraries generated at the same time are shown (i.e., the two 2021 and the two 2022 datasets, Fig. S1L). The subsidiary cell (SC) cluster enriched for wild type (WT) cells is indicated by a circle. **(D-H)** Stomatal lineage UMAP feature plots of stomatal lineage marker genes. **(I-N)** Stomatal lineage UMAP feature plots of *MITOGEN-ACTIVATED PROTEIN (MAP)* kinase genes potentially involved in stomatal development. **(O-T)** Stomatal lineage UMAP feature plots of genes involved in the subsidiary mother cell (SMC) division of grasses. Each dot in the UMAP plots represents the transcriptome of a single cell. Color legends in the UMAP feature plots indicate expression strength.

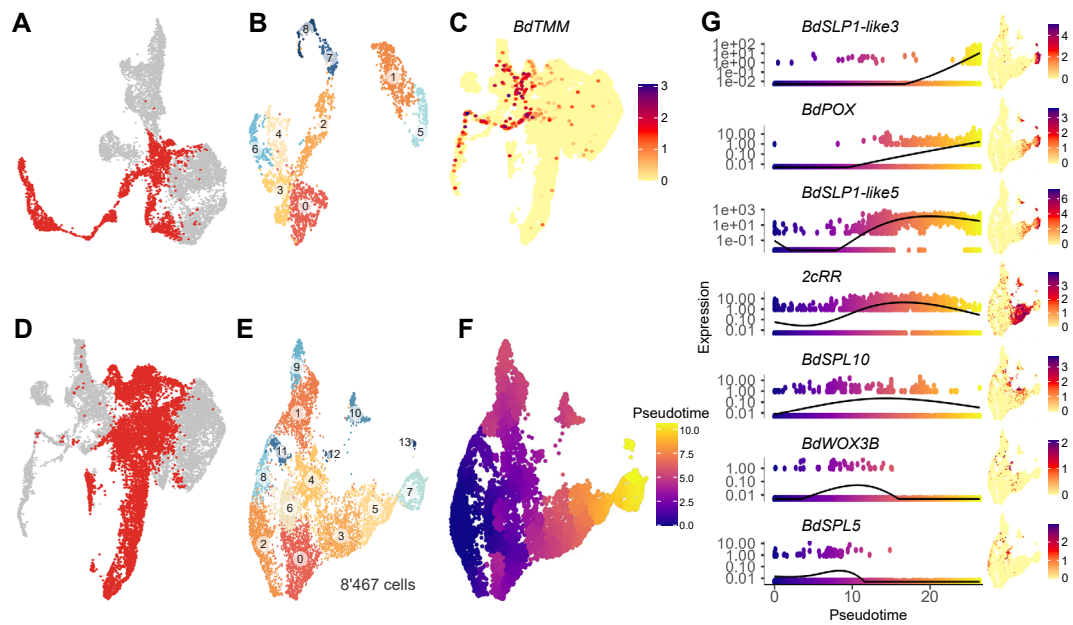

**Figure S6. Pseudotime analysis of the stomatal and hair cell lineage.** Related to Fig. 4. **(A)** Stomatal lineage UMAP plot of the stomatal lineage subset with cells belonging to the guard cell (GC) lineage subset highlighted in red. **(B)** UMAP plot of the GC lineage subset with numbered Seurat clusters. **(C)** Epidermis UMAP feature plot of *BdTOO MANY MOUTHS* (*BdTMM*). **(D)** UMAP plot of the epidermal subset with cells belonging to the hair cell (HC) lineage highlighted in red. **(E)** HC lineage UMAP plot with numbered Seurat clusters. N = 8'467 cells. **(F)** UMAP plot of the HC lineage subset with color indicating pseudotime. **(G)** Dot plot showing expression of marker genes across the HC lineage subset pseudotime gradient. UMAP feature plots of the respective genes are shown on the right. Color legends in the UMAP feature plots indicate expression strength.

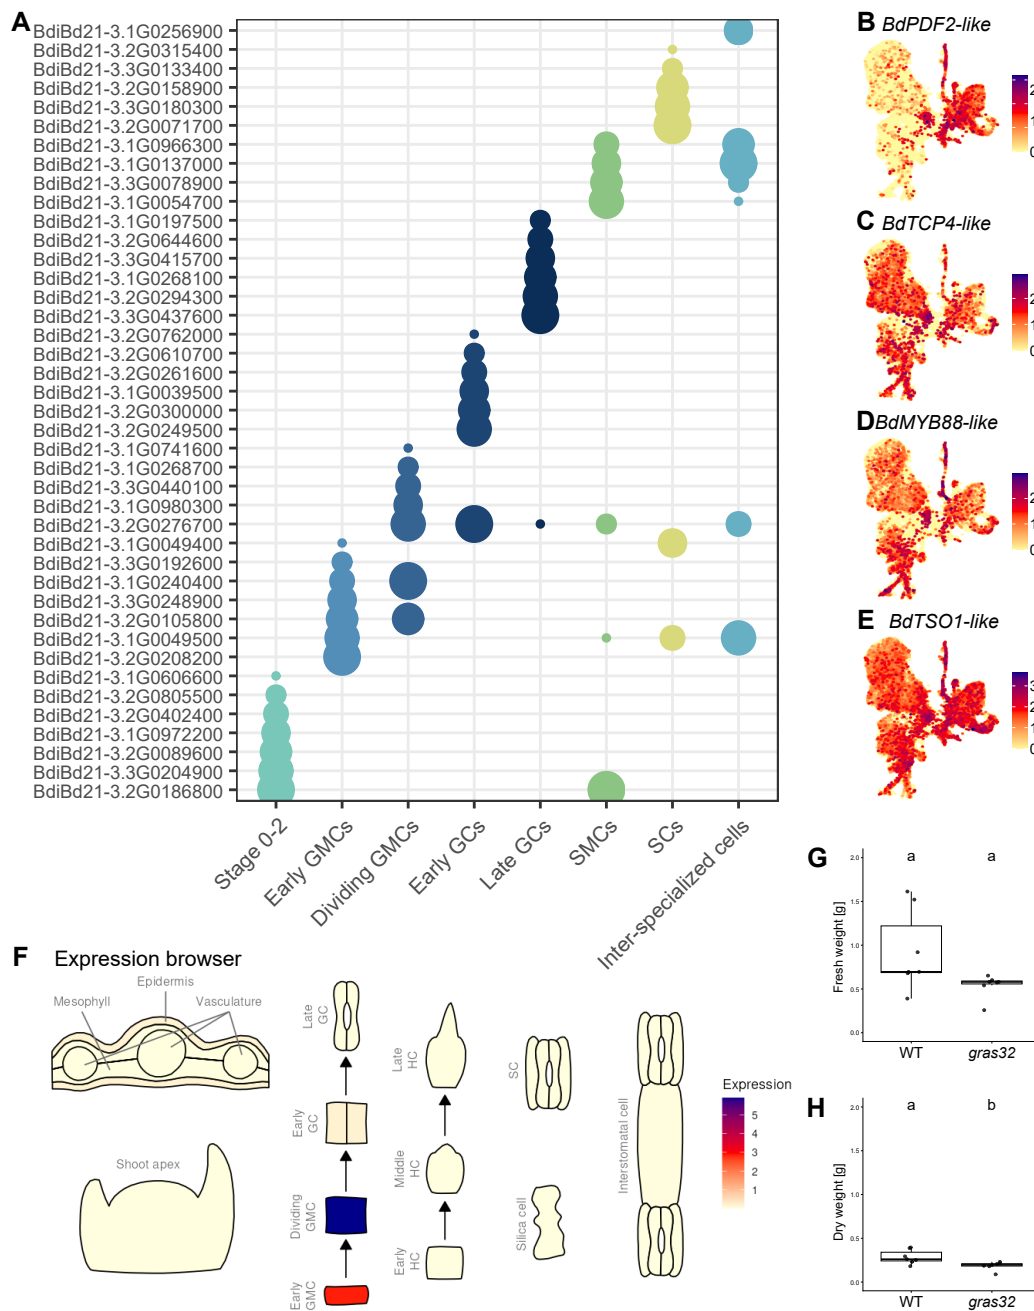

**Figure S7. Stomatal regulons and single-cell gene expression browser.** Related to Fig. 6 and Fig. 7. **(A)** Dot plot showing the top 7 transcription factors (TFs)/regulons per cluster. Same plot as in Fig. 6A, here with *B. distachyon* Bd21-3 gene accession numbers instead of names. **(B)** Whole dataset UMAP feature plot of *BdPROTODERMAL PATTERNING FACTOR 2-like* (*BdPDF2-like*). Same plot as in Fig. S2U and also shown in Fig. 1E, there with a different color scheme. **(C)** Whole dataset UMAP feature plot of *BdTEOSINTE BRANCHED 1, CYCLOIDEA, PROLIFERATING CELL FACTOR1/2 4-like* (*BdTCP4-like*). **(D)** Whole dataset UMAP feature plot of *BdMYB88-like*. **(E)** Whole dataset UMAP feature plot of *BdTSO1-like*. **(F)** Representative image of the expression overview map which is accessible for any *B. distachyon* Bd21-3 gene on the website introduced in this study (here shown for *BdMUTE*). **(G, H)** Fresh (G) and dry (H) weight measurements of aboveground tissue of wild type (WT) and *bdgras32* (*gras32*) plants;  $n = 7$  individuals per genotype. Each dot indicates one individual. Significant differences calculated with unpaired, two-sided Student's *t*-test ( $p < 0.5$ ) are indicated by differing letters. Each dot in the UMAP plots represents the transcriptome of a single cell. Color legends in the UMAP feature plots indicate expression strength.

**Table S1.** General overview of the scSeq datasets.

| Dataset       | Tissue                  | Location                        | Nr. of cells after filtering | Mean/median nr. of UMI | Mean/median nr. of features | GEO identifier            |
|---------------|-------------------------|---------------------------------|------------------------------|------------------------|-----------------------------|---------------------------|
| WT 2021       | Leaf developmental zone | Heidelberg (DE), Greenhouse     | 2'656                        | 12'929/11'594          | 3'674/3'894                 | GSM9220335                |
| sid 2021      | Leaf developmental zone | Heidelberg (DE), Greenhouse     | 3'427                        | 10'256/8'515           | 3'189/3'186                 | GSM9220336                |
| WT 2022       | Leaf developmental zone | Heidelberg (DE), Greenhouse     | 6'904                        | 14'224/12'112          | 4'049/4'171                 | GSM9220337 and GSM9220339 |
| sid 2022      | Leaf developmental zone | Heidelberg (DE), Greenhouse     | 7'437                        | 15'201/13'354          | 4'112/4'250                 | GSM9220338 and GSM9220340 |
| WT 2023-05-16 | SAM & leaf primordia    | Heidelberg (DE), Growth chamber | 4'995                        | 5'055/4'194            | 2'302/2'153                 | GSM9220341                |
| WT 2023-05-17 | SAM & leaf primordia    | Heidelberg (DE), Growth chamber | 2'674                        | 4'798/3'938            | 2'230/2'085                 | GSM9220342                |
| WT 2024-1     | Leaf developmental zone | Bern (CH), Growth chamber       | 13'441                       | 5'087/3'956            | 2'223/2'039                 | GSM9220343                |
| WT 2024-2     | Leaf developmental zone | Bern (CH), Growth chamber       | 11'546                       | 6'304/5'366            | 2'720/2'626                 | GSM9220344                |
| WT 2024-3     | Leaf developmental zone | Bern (CH), Growth chamber       | 16'607                       | 6'734/5'955            | 2'841/2'763                 | GSM9220345                |

**Table S2.** Necessary reported information to allow evaluation and repetition of a plant single cell/nucleus experiment, template from Grönes et al. 2024

|                            | Details                       | Experimental information                                                                                                                                                                                                                                            |
|----------------------------|-------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Biological material</b> | Species                       | <i>Brachypodium distachyon</i>                                                                                                                                                                                                                                      |
|                            | Accession                     | Bd21-3                                                                                                                                                                                                                                                              |
|                            | Genotype                      | WT and <i>sid/bdmute-1</i>                                                                                                                                                                                                                                          |
|                            | Tissue type                   | Leaf developmental zones and vegetative shoot apex with leaf primordia                                                                                                                                                                                              |
|                            | Detailed growth conditions    | Greenhouse or growth chamber, 18 h light: 6 h dark (day temperature 28°C, night temperature 22°C), PPFD 200-400 $\mu\text{mol m}^{-2} \text{s}^{-1}$ , soil-grown (four parts Einheitserde CL ED73, 1 part Vermiculite), 2 days vernalization (in water, 4°C, dark) |
|                            | Harvest conditions            | 3-week-old plants, morning, 15 leaf developmental zones or 8-10 shoot apices                                                                                                                                                                                        |
| <b>Sample preparation</b>  | Isolation protocol            | Tissue was cut mechanically, incubated in water, digested using Cellulase “Onozuka RS” and Macerozyme R-10, and carefully pipetted up and down to release protoplasts                                                                                               |
|                            | Tissue dissection             | Young, not yet unrolled leaves were pulled out from the enveloping older leaf and lowest 3-5 mm were cut off with a scalpel to harvest developmental zones. Shoot apices were dissected and harvested using a dissecting scope, forceps and a scalpel               |
|                            | Fixation                      | Unfixed tissue                                                                                                                                                                                                                                                      |
|                            | Cell enrichment               | Not applicable                                                                                                                                                                                                                                                      |
|                            | Total sample preparation time | 4 to 4.5 h (from harvest to submission for 1-2 samples at a time, time includes counting of cells at the microscope and time needed to dilute to final concentration), 2.5 to 3 h (from digestion start to submission for 1-2 samples at a time)                    |
|                            | Estimated cell number loaded  | 12k cells (2021 datasets), 16.5k cells (2022 datasets), 18k cells (2023 and 2024 datasets)                                                                                                                                                                          |
|                            | Instrument/Method/Kit         | 10x Genomics Chromium Single Cell 3' v3.1                                                                                                                                                                                                                           |
|                            | Cell viability test           | Fluorescein diacetate staining                                                                                                                                                                                                                                      |
| <b>Libraries</b>           | Library construction          | GEM wells were prepared to encapsulate protoplasts in droplets, cDNA was extracted per protoplast and libraries were prepared according to the guidelines provided by 10x Genomics (single cell 3' version 3.1)                                                     |
|                            | Amplification method          | 12 PCR cycles to amplify cDNA                                                                                                                                                                                                                                       |
|                            | End bias                      | 3' end                                                                                                                                                                                                                                                              |
| <b>Sequence results</b>    | Instrument/method             | NextSeq 550 (2021 datasets, first sequencing run of the 2022 datasets, read length 100 bp), NextSeq 2000 (second sequencing run of the 2022 datasets, 2023 datasets, read length 100 bp), Illumina NovaSeq 6000 (2024 datasets, read length 150 bp)                 |
|                            | Library layout/paired-end     | Paired-end                                                                                                                                                                                                                                                          |
|                            | N° sequenced reads Reads/cell | ~32-54k (2021 datasets), ~75-84k (2022 datasets), ~93-154k (2023 datasets), ~24k-29k (2024 datasets)                                                                                                                                                                |

|                       |                                                                            |                                                                                                                                                                                                                            |
|-----------------------|----------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Raw data</b>       | Reference genome                                                           | <a href="https://phytozome-next.jgi.doe.gov/info/BdistachyonBd21_3_v1_2">https://phytozome-next.jgi.doe.gov/info/BdistachyonBd21_3_v1_2</a>                                                                                |
|                       | Annotation version                                                         | B. distachyon Bd21-3 v1.2                                                                                                                                                                                                  |
|                       | Mapping method (incl. software, customized settings)                       | 10x Genomics Cell Ranger v7.0.1                                                                                                                                                                                            |
|                       | Mapping efficiency                                                         | > 91% to > 97%                                                                                                                                                                                                             |
|                       | Sequencing saturation                                                      | 38-54% (2021 datasets),<br>42-45% (2022 datasets),<br>84-90% (2023 datasets),<br>54-61% (2024 datasets)                                                                                                                    |
|                       | Estimation of ambient RNA (Fraction reads in cell)                         | > 66% (2021 datasets),<br>> 71-77% (2022 datasets),<br>> 82-89% (2023 datasets),<br>> 75-85% (2024 datasets)                                                                                                               |
|                       | Imputation method and settings                                             | Not applicable                                                                                                                                                                                                             |
| <b>Processed data</b> | N° captured cells (before filtering)                                       | 5'480 (WT 2021),<br>6'023 (sid/bdmute-1 2021),<br>10'023 (WT 2022),<br>11'438 (sid/bdmute-1 2022),<br>7'600 (WT 2023-05-16),<br>4'285 (WT 2023-05-17),<br>22'531 (WT 2024-1),<br>18'565 (WT 2024-2),<br>22'828 (WT 2024-3) |
|                       | N° high quality cells                                                      | 69'687                                                                                                                                                                                                                     |
|                       | Filter criteria: % mitochondrial reads/cell                                | < 5%                                                                                                                                                                                                                       |
|                       | Filter criteria: % chloroplast reads/cell                                  | < 10%                                                                                                                                                                                                                      |
|                       | Filter criteria: Minimum N° UMI/cell                                       | > 1'250 and < 50'000 UMI;<br>> 500 and < 10'000 features                                                                                                                                                                   |
|                       | N° total detected transcripts                                              | > 91% (35'584 out of 39'068 genes)                                                                                                                                                                                         |
|                       | Doublet rate                                                               | 6% (2021 datasets), 8% (2022 datasets), 10% (2023 and 2024 datasets)                                                                                                                                                       |
|                       | Replicate comparisons                                                      | Bulk RNA-seq protoplasted vs. non-protoplasted tissues (read length 75 bp)                                                                                                                                                 |
|                       | Batch correction method for merging (incl. reasoning for batch correction) | Semi-supervised integration with STACAS to correct for batch effects across libraries                                                                                                                                      |
|                       | Additional processing                                                      | High ambient RNA filtering (SoupX), doublet removal (DoubletFinder)                                                                                                                                                        |
| <b>Validation</b>     | Method of automatic annotation of clusters                                 | Not applicable                                                                                                                                                                                                             |
|                       | Method of manual annotation (markers, gene function info)                  | Marker genes ( <i>B. distachyon</i> , orthologs to genes known from other species; see Table S3)                                                                                                                           |
|                       | Verification in planta (e.g. Number of markers used for validation)        | 13 marker genes verified with Hairpin Chain Reaction (HCR)<br>RNA-fluorescence in situ hybridization,<br>4 marker genes verified with transcriptional reporter lines                                                       |

|                          |                                                        |                                                                                                                                                                                               |
|--------------------------|--------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Data availability</b> | Analysis scripts & codes (GitHub)                      | Scripts available on Github: <a href="https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq">https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq</a>                          |
|                          | Excel Tables DEG for each cluster                      | Supplementary information of the publication, Github: <a href="https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq">https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq</a> |
|                          | Objects/count matrix in repository (which one, where?) | Single-cell data on GEO: GSE307277                                                                                                                                                            |
|                          | On-line tool/browser URL                               | <a href="https://shiny.ips.unibe.ch/">https://shiny.ips.unibe.ch/</a>                                                                                                                         |
|                          | Cell-level metadata table                              | Available in the R Script on Github: <a href="https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq">https://github.com/raissig-lindner-lab/Berg-et-al_2025_ScSeq</a>                  |
| <b>Additional</b>        | additional comments from the authors                   | Intronic reads were considered in Cell Ranger 7.0.1                                                                                                                                           |

**Table S3.** List of genes mentioned in the main text or figures of this paper.

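Table S3 pairs gene names with Bd21-3 gene IDs. The paper used different versions of the Bd21-3 genome for the bulk reads and for the single cells. IDs were matched here as written, and the versions were not compared. All 74 IDs of Table S3 were found in the bulk count table, and 69 had enough counts to be tested. In edgeR's quasi-likelihood test, 50 were higher and 9 lower in the libraries labelled protoplasted at an adjusted p under 0.05, and the numbers were 50 and 9 when p was adjusted over these genes alone. A log2 fold change above 3 was found for 15 genes and one below -3 for 5 genes. *BdMPK3-like* had the lowest log2 fold change, with 1.54 ± 0.206 CPM (SD, n = 3) in the libraries labelled protoplasted and 1054 ± 158 (SD, n = 3) in the others, a log2 fold change of -9.42 (standard error 0.23, adjusted p = 4.18e-09 from edgeR).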

| Name                  | Bd21-3 accession    | Bradi acces-sion | Related gene in other species                                                           | Relevant literature                                                                                             |
|-----------------------|---------------------|------------------|-----------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------|
| <i>2cRR</i>           | BdiBd21-3.3G0655900 | Bradi3g49440     | N/A                                                                                     | This paper                                                                                                      |
| <i>BdAPL</i>          | BdiBd21-3.3G0071200 | Bradi3g05500     | <i>AtAPL</i>                                                                            | (Bonke et al. 2003)                                                                                             |
| <i>BdAGO10</i>        | BdiBd21-3.1G0499900 | Bradi1g36907     | <i>AtAGO10/PNH/ZLL</i>                                                                  | (Lynn et al. 1999)                                                                                              |
| <i>BdCLV1</i>         | BdiBd21-3.1G0402200 | Bradi1g30160     | <i>AtCLV1</i> , <i>HvCLV1</i> (HORVU.MOREX.r3.7HG0747230), <i>OsFON1</i> , <i>ZmTD1</i> | (Clark et al. 1993; Suzaki et al. 2004; Bommert et al. 2005; Demesa-Arevalo et al. 2025; Vardanega et al. 2025) |
| <i>BdCRC</i>          | BdiBd21-3.1G0942300 | Bradi1g69900     | <i>HvCRC</i> (HORVU.MOREX.r3.4HG0396510)                                                | (Bowman and Smyth 1999; Yamaguchi et al. 2004; Demesa-Arevalo et al. 2025)                                      |
| <i>BdCST1</i>         | BdiBd21-3.2G0326500 | Bradi2g24850     | <i>ZmCST1</i>                                                                           | (Wang et al. 2019b)                                                                                             |
| <i>BdEPF2-1</i>       | BdiBd21-3.5G0153600 | Bradi5g12220     | <i>AtEPF2</i> , <i>TaEPF2</i>                                                           | (Hara et al. 2009; Hunt and Gray 2009; Jangra et al. 2021)                                                      |
| <i>BdEPF2-2</i>       | BdiBd21-3.5G0306100 | Bradi5g23357     | <i>AtEPF2</i> , <i>TaEPF1</i>                                                           | (Hara et al. 2009; Hunt and Gray 2009; Jangra et al. 2021)                                                      |
| <i>BdERECTA</i>       | BdiBd21-3.1G0609800 | Bradi1g46450     | <i>AtERECTA</i>                                                                         | (Shpak et al. 2005; Herrmann and Torii 2021; Chua and Lau 2024)                                                 |
| <i>BdERL1</i>         | BdiBd21-3.1G0662500 | Bradi1g49950     | <i>AtERL1</i>                                                                           | (Shpak et al. 2005; Herrmann and Torii 2021; Chua and Lau 2024)                                                 |
| <i>BdFAMA</i>         | BdiBd21-3.2G0300000 | Bradi2g22810     | <i>AtFAMA</i> , <i>OsFAMA</i>                                                           | (Ohashi-Ito and Bergmann 2006; Liu et al. 2009; Wu et al. 2019; McKown et al. 2023)                             |
| <i>BdFCP1</i>         | BdiBd21-3.5G0168500 | Bradi5g13241     | <i>OsFCP1</i> , <i>HvFCP1</i> (HORVU.MOREX.r3.2HG0174890), <i>ZmFCP1</i>                | (Ohmori et al. 2013; Je et al. 2016; Vardanega et al. 2025)                                                     |
| <i>BdFEA2</i>         | BdiBd21-3.2G0427700 | Bradi2g34337     | <i>ZmFEA2</i> , <i>AtCLV2</i>                                                           | (Je et al. 2018)                                                                                                |
| <i>BdFEA3</i>         | BdiBd21-3.2G0010000 | Bradi2g00920     | <i>ZmFEA3</i> , <i>HvFEA3</i>                                                           | (Je et al. 2016; Demesa-Arevalo et al. 2025)                                                                    |
| <i>BdFEA4</i>         | BdiBd21-3.1G0571300 | Bradi1g43900     | <i>ZmFEA4</i>                                                                           | (Pautler et al. 2015)                                                                                           |
| <i>BdGELP1</i>        | BdiBd21-3.2G0049500 | Bradi2g03807     | <i>ZmGELP1</i>                                                                          | (Sun et al. 2022)                                                                                               |
| <i>BdGRAS32</i>       | BdiBd21-3.1G0657800 | Bradi1g49630     | <i>OsDLT/GRAS-32</i>                                                                    | (Xie et al. 2019)                                                                                               |
| <i>BdHDG2-like</i>    | BdiBd21-3.3G0192600 | Bradi3g14500     | <i>AtHDG2</i>                                                                           | (Nakamura et al. 2006)                                                                                          |
| <i>BdICE1</i>         | BdiBd21-3.4G0254800 | Bradi4g17460     | <i>AtICE1</i> , <i>OsICE1</i> , <i>ZmICEb</i>                                           | (Kanaoka et al. 2008; Grimault et al. 2015; Raissig et al. 2016)                                                |
| <i>BdKN1</i>          | BdiBd21-3.1G0135700 | Bradi1g10047     | <i>ZmKN1</i>                                                                            | (Smith et al. 1992)                                                                                             |
| <i>BdKNAT1-like</i>   | BdiBd21-3.1G0773000 | Bradi1g57607     | <i>AtKNAT1</i>                                                                          | (Lincoln et al. 1994)                                                                                           |
| <i>BdLHCA6</i>        | BdiBd21-3.4G0439300 | Bradi4g31257     | <i>AtLHCA6</i>                                                                          | (Jansson 1999)                                                                                                  |
| <i>BdMKK4/5-like1</i> | BdiBd21-3.1G0616400 | Bradi1g46880     | <i>AtMKK4/5</i>                                                                         | (Wang et al. 2007)                                                                                              |
| <i>BdMKK4/5-like2</i> | BdiBd21-3.3G0709500 | Bradi3g53650     | <i>AtMKK4/5</i>                                                                         | (Wang et al. 2007)                                                                                              |
| <i>BdMPK3-like</i>    | BdiBd21-3.1G0885800 | Bradi1g65810     | <i>AtMPK3</i>                                                                           | (Wang et al. 2007)                                                                                              |
| <i>BdMPK6-like</i>    | BdiBd21-3.1G0650300 | Bradi1g49100     | <i>AtMPK6</i>                                                                           | (Wang et al. 2007)                                                                                              |
| <i>BdMUTE</i>         | BdiBd21-3.1G0240400 | Bradi1g18400     | <i>AtMUTE</i> , <i>OsMUTE</i> , <i>Zm-MUTE/BZU2</i>                                     | (Pillitteri and Torii 2007; Raissig et al. 2017; Wang et al. 2019a; Wu et al. 2019; Spiegelhalder et al. 2024)  |
| <i>BdMYB60-like</i>   | BdiBd21-3.4G0234500 | Bradi4g16290     | <i>AtMYB60</i>                                                                          | (Cominelli et al. 2005)                                                                                         |
| <i>BdMYB88-like</i>   | BdiBd21-3.1G0268700 | Bradi1g20586     | <i>AtMYB88</i>                                                                          | (Lai et al. 2005)                                                                                               |
| <i>BdPAN1</i>         | BdiBd21-3.3G0526300 | Bradi3g39910     | <i>ZmPAN1</i>                                                                           | (Cartwright et al. 2009; Zhang et al. 2022)                                                                     |
| <i>BdPAN2</i>         | BdiBd21-3.1G0783500 | Bradi1g58260     | <i>ZmPAN2</i>                                                                           | (Zhang et al. 2012)                                                                                             |
| <i>BdPDF1</i>         | BdiBd21-3.2G0082000 | Bradi2g06300     | <i>AtPDF1</i>                                                                           | (Abe et al. 1999)                                                                                               |
| <i>BdPDF2-like</i>    | BdiBd21-3.3G0204900 | Bradi3g15327     | <i>AtPDF2</i>                                                                           | (Abe et al. 2003)                                                                                               |
| <i>BdPHB-like</i>     | BdiBd21-3.1G0185500 | Bradi1g13910     | <i>AtPHB</i> , <i>AtPHV</i>                                                             | (McConnell et al. 2001; Emery et al. 2003)                                                                      |

| Name                   | Bd21-3 accession    | Bradi acces-sion | Related gene in other species                     | Relevant literature                                                               |
|------------------------|---------------------|------------------|---------------------------------------------------|-----------------------------------------------------------------------------------|
| <i>BdPIN1a</i>         | BdiBd21-3.1G0588300 | Bradi1g45020     | <i>HvPIN1a</i> (HORVU.MOREX.r3.7HG0666880)        | (O'Connor et al. 2014; Fusi et al. 2024)                                          |
| <i>BdPIN1b</i>         | BdiBd21-3.3G0783600 | Bradi3g59520     | <i>HvPIN1/HvPIN1b</i> (HORVU.MOREX.r3.6HG0615550) | (O'Connor et al. 2014; Kirschner et al. 2018; Fusi et al. 2024)                   |
| <i>BdPME53-like</i>    | BdiBd21-3.2G0255500 | Bradi2g19420     | <i>AtPME53</i>                                    | (Wu et al. 2022)                                                                  |
| <i>BdSCAP1-like</i>    | BdiBd21-3.1G0206300 | Bradi1g15420     | <i>AtSCAP1</i>                                    | (Negi et al. 2013)                                                                |
| <i>BdSCRM2</i>         | BdiBd21-3.2G0762000 | Bradi2g59497     | <i>OsSCRM2</i>                                    | (Raissig et al. 2016; Wu et al. 2019)                                             |
| <i>BdSDD1</i>          | BdiBd21-3.1G1009000 | Bradi1g75550     | <i>AtSDD1</i>                                     | (Von Groll et al. 2002)                                                           |
| <i>BdSERK1/2-like1</i> | BdiBd21-3.5G0153700 | Bradi5g12227     | <i>AtSERK1/2</i>                                  | (Meng et al. 2015)                                                                |
| <i>BdSERK1/2-like2</i> | BdiBd21-3.3G0620800 | Bradi3g46747     | <i>AtSERK1/2</i>                                  | (Meng et al. 2015)                                                                |
| <i>BdSERK1/2-like3</i> | BdiBd21-3.3G0209300 | Bradi3g15660     | <i>AtSERK1/2</i>                                  | (Meng et al. 2015)                                                                |
| <i>BdSLAH2</i>         | BdiBd21-3.2G0203400 | Bradi2g15500     | <i>AtSLAH2</i>                                    | (Maierhofer et al. 2014)                                                          |
| <i>BdSLP1-like1</i>    | BdiBd21-3.3G0292100 | Bradi3g21000     | <i>SbSLP1</i>                                     | (Kumar et al. 2020)                                                               |
| <i>BdSLP1-like2</i>    | BdiBd21-3.3G0292000 | Bradi3g20980     | <i>SbSLP1</i>                                     | (Kumar et al. 2020)                                                               |
| <i>BdSLP1-like3</i>    | BdiBd21-3.3G0292700 | Bradi3g21030     | <i>SbSLP1</i>                                     | (Kumar et al. 2020)                                                               |
| <i>BdSLP1-like4</i>    | BdiBd21-3.5G0061500 | Bradi5g04630     | <i>SbSLP1</i>                                     | (Kumar et al. 2020)                                                               |
| <i>BdSLP1-like5</i>    | BdiBd21-3.1G0921800 | Bradi1g68400     | <i>SbSLP1</i>                                     | (Kumar et al. 2020)                                                               |
| <i>BdSLP1-like6</i>    | BdiBd21-3.1G0921700 | Bradi1g68390     | <i>SbSLP1</i>                                     | (Kumar et al. 2020)                                                               |
| <i>BdSLP1-like7</i>    | BdiBd21-3.3G0291900 | Bradi3g20970     | <i>SbSLP1</i>                                     | (Kumar et al. 2020)                                                               |
| <i>BdSLP1-like8</i>    | BdiBd21-3.3G0292200 | Bradi3g21010     | <i>SbSLP1</i>                                     | (Kumar et al. 2020)                                                               |
| <i>BdSLP1-like9</i>    | BdiBd21-3.1G0855400 | Bradi1g63370     | <i>SbSLP1</i>                                     | (Kumar et al. 2020)                                                               |
| <i>BdSPCH1</i>         | BdiBd21-3.1G0523400 | Bradi1g38650     | <i>AtSPCH, OsSPCH1</i>                            | (Pillitteri and Torii 2007; Raissig et al. 2016; Wu et al. 2019)                  |
| <i>BdSPCH2</i>         | BdiBd21-3.3G0131200 | Bradi3g09670     | <i>AtSPCH, OsSPCH2</i>                            | (Pillitteri and Torii 2007; Liu et al. 2009; Raissig et al. 2016; Wu et al. 2019) |
| <i>BdSPL10</i>         | BdiBd21-3.1G0421000 | Bradi1g31390     | <i>OsSPL10, ZmSPL14</i>                           | (Lan et al. 2019; Kong et al. 2024)                                               |
| <i>BdSPL5</i>          | BdiBd21-3.3G0074300 | Bradi3g05720     | <i>OsSPL5, ZmSPL10</i>                            | (Xie et al. 2006; Kong et al. 2024)                                               |
| <i>BdSTOMAGEN-1</i>    | BdiBd21-3.2G0749400 | Bradi2g58540     | <i>AtSTOMAGEN, TaSTOMAGEN-1</i>                   | (Sugano et al. 2010; Jangra et al. 2021)                                          |
| <i>BdSWEET13</i>       | BdiBd21-3.4G0103700 | Bradi4g07570     | <i>ZmSWEET13</i>                                  | (Bezruczyk et al. 2021)                                                           |
| <i>BdTCP4-like</i>     | BdiBd21-3.2G0089600 | Bradi2g06890     | <i>AtTCP4</i>                                     | (Palatnik et al. 2003)                                                            |
| <i>BdTED4-like</i>     | BdiBd21-3.2G0231400 | Bradi2g17540     | <i>ZeTED4, AtTED4</i>                             | (Demura and Fukuda 1994; Endo et al. 2018)                                        |
| <i>BdTMM</i>           | BdiBd21-3.2G0561000 | Bradi2g43940     | <i>AtTMM</i>                                      | (Geisler et al. 1998)                                                             |
| <i>BdTMO6-like</i>     | BdiBd21-3.1G0348000 | Bradi1g26570     | <i>AtTMO6</i>                                     | (Schlereth et al. 2010)                                                           |
| <i>BdTSO1-like</i>     | BdiBd21-3.1G0741600 | Bradi1g55710     | <i>AtTSO1</i>                                     | (Simmons et al. 2019)                                                             |
| <i>BdVND-like1</i>     | BdiBd21-3.1G1023300 | Bradi1g76732     | <i>AtVNDs</i>                                     | (Lehmann and Schneider 2025)                                                      |
| <i>BdVND-like2</i>     | BdiBd21-3.5G0221500 | Bradi5g16917     | <i>AtVNDs</i>                                     | (Lehmann and Schneider 2025)                                                      |
| <i>BdWOX3B</i>         | BdiBd21-3.2G0477300 | Bradi2g37650     | <i>OsWOX3B, ZmWOX3A</i>                           | (Angeles-Shim et al. 2012; Li et al. 2012; Kong et al. 2021, 2024)                |
| <i>BdWOX4</i>          | BdiBd21-3.5G0316500 | Bradi5g24080     | <i>OsWOX4</i>                                     | (Ohmori et al. 2013)                                                              |
| <i>BdWOX9C-like1</i>   | BdiBd21-3.2G0587500 | Bradi2g46055     | <i>AtWOX9</i>                                     | (Haecker et al. 2004)                                                             |
| <i>BdXCP1-like</i>     | BdiBd21-3.2G0501500 | Bradi2g39320     | <i>AtXCP1</i>                                     | (Funk et al. 2002)                                                                |
| <i>BdYDA1</i>          | BdiBd21-3.5G0238000 | Bradi5g18180     | <i>AtYDA, HvYDA1</i>                              | (Bergmann et al. 2004; Abrash et al. 2018; Liu et al. 2022)                       |
| <i>BdYDA2</i>          | BdiBd21-3.3G0680900 | Bradi3g51380     | <i>AtYDA, HvYDA2</i>                              | (Bergmann et al. 2004; Abrash et al. 2018; Liu et al. 2022)                       |
| <i>DUF567</i>          | BdiBd21-3.4G0612300 | Bradi4g44178     | N/A                                               | This paper                                                                        |
| <i>LRR kinase</i>      | BdiBd21-3.2G0614100 | Bradi2g48000     | N/A                                               | This paper                                                                        |

## Supplementary References for Table S3

- Abe M, Katsumata H, Komeda Y, and Takahashi T.** Regulation of shoot epidermal cell differentiation by a pair of homeodomain proteins in Arabidopsis. *Development*. 2003;**130**(4):635–643. <https://doi.org/10.1242/dev.00292>
- Abe M, Takahashi T, and Komeda Y.** Cloning and characterization of an L1 layer-specific gene in Arabidopsis thaliana. *Plant Cell Physiol*. 1999;**40**(6):571–580. <https://doi.org/10.1093/oxfordjournals.pcp.a029579>
- Abrash E, Anleu Gil MX, Matos JL, and Bergmann DC.** Conservation and divergence of YODA MAPKKK function in regulation of grass epidermal patterning. *Development*. 2018;**145**(14). <https://doi.org/10.1242/dev.165860>
- Angeles-Shim RB, Asano K, Takashi T, Shim J, Kuroha T, Ayano M, and Ashikari M.** A WUSCHEL-related homeobox 3B gene, *depilous (dep)*, confers glabrousness of rice leaves and glumes. *Rice*. 2012;**5**(1):28. <https://doi.org/10.1186/1939-8433-5-28>
- Bergmann DC, Lukowitz W, and Somerville CR.** Stomatal development and pattern controlled by a MAPKK kinase. *Science*. 2004;**304**(5676):1494–1497.
- Bezruczyk M, Zöllner NR, Kruse CPS, Hartwig T, Lautwein T, Köhrer K, Frommer WB, and Kim J-Y.** Evidence for phloem loading via the abaxial bundle sheath cells in maize leaves. *Plant Cell*. 2021;**33**(3):531–547. <https://doi.org/10.1093/plcell/koaa055>
- Bommert P, Lunde C, Nardmann J, Vollbrecht E, Running M, Jackson D, Hake S, and Werr W.** thick tassel dwarf1 encodes a putative maize ortholog of the Arabidopsis CLAVATA1 leucine-rich repeat receptor-like kinase. *Development*. 2005;**132**(6):1235–1245. <https://doi.org/10.1242/dev.01671>
- Bonke M, Thitamadee S, Mähönen AP, Hauser M-T, and Helariutta Y.** APL regulates vascular tissue identity in Arabidopsis. *Nature*. 2003;**426**(6963):181–186. <https://doi.org/10.1038/nature02100>
- Bowman JL and Smyth DR.** CRABS CLAW, a gene that regulates carpel and nectary development in Arabidopsis, encodes a novel protein with zinc finger and helix-loop-helix domains. *Development*. 1999;**126**(11):2387–2396. <https://doi.org/10.1242/dev.126.11.2387>
- Cartwright HN, Humphries JA, and Smith LG.** PAN1: a receptor-like protein that promotes polarization of an asymmetric cell division in maize. *Science*. 2009;**323**(5914):649–651. <https://doi.org/10.1126/science.1161686>
- Chua LC and Lau OS.** Stomatal development in the changing climate. *Development*. 2024;**151**(20):dev202681. <https://doi.org/10.1242/dev.202681>
- Clark SE, Running MP, and Meyerowitz EM.** CLAVATA1, a regulator of meristem and flower development in Arabidopsis. *Development*. 1993;**119**(2):397–418. <https://doi.org/10.1242/dev.119.2.397>
- Cominelli E, Galbiati M, Vavasseur A, Conti L, Sala T, Vuylsteke M, Leonhardt N, Dellaporta SL, and Tonelli C.** A guard-cell-specific MYB transcription factor regulates stomatal movements and plant drought tolerance. *Curr Biol*. 2005;**15**(13):1196–1200. <https://doi.org/10.1016/j.cub.2005.05.048>
- Demesa-Arevalo E, Dörpholz H, Vardanega I, Maika JE, Pineda-Valentino I, Eggels S, Lautwein T, Köhrer K, Schnurbusch T, von Korff M, et al.** Imputation integrates single-cell and spatial gene expression data to resolve transcriptional networks in barley shoot meristem development. *bioRxiv*. 2025:2025.05.09.653223. <https://doi.org/10.1101/2025.05.09.653223>
- Demura T and Fukuda H.** Novel vascular cell-specific genes whose expression is regulated temporally and spatially during vascular system development. *Plant Cell*. 1994;**6**(7):967–981. <https://doi.org/10.1105/tpc.6.7.967>
- Emery JF, Floyd SK, Alvarez J, Eshed Y, Hawker NP, Izhaki A, Baum SF, and Bowman JL.** Radial Patterning of Arabidopsis Shoots by Class III HD-ZIP and KANADI Genes. *Current Biology*. 2003;**13**(20):1768–1774. <https://doi.org/10.1016/j.cub.2003.09.035>
- Endo S, Iwamoto K, and Fukuda H.** Overexpression and cosuppression of xylem-related genes in an early xylem differentiation stage-specific manner by the AtTED4 promoter. *Plant Biotechnol J*. 2018;**16**(2):451–458. <https://doi.org/10.1111/pbi.12784>
- Funk V, Kositsup B, Zhao C, and Beers EP.** The Arabidopsis xylem peptidase XCP1 is a tracheary element vacuolar protein that may be a papain ortholog. *Plant Physiol*. 2002;**128**(1):84–94. <https://doi.org/10.1104/pp.010514>
- Fusi R, Milner SG, Rosignoli S, Bovina R, De Jesus Vieira Teixeira C, Lou H, Atkinson BS, Borkar AN, York LM, Jones DH, et al.** The auxin efflux carrier PIN1a regulates vascular patterning in cereal roots. *New Phytol*. 2024. <https://doi.org/10.1111/nph.19777>
- Geisler M, Yang M, and Sack FD.** Divergent regulation of stomatal initiation and patterning in organ and suborgan regions of the Arabidopsis mutants too many mouths and four lips. *Planta*. 1998;**205**(4):522–530.
- Grimault A, Gendrot G, Chamot S, Widiez T, Rabillé H, Gérentes M-F, Creff A, Thévenin J, Dubreucq B, Ingram GC, et al.** ZmZHOUP1, an endosperm-specific basic helix-loop-helix transcription factor involved in maize seed development. *Plant J*. 2015;**84**(3):574–586. <https://doi.org/10.1111/tpj.13024>

- Haecker A, Gross-Hardt R, Geiges B, Sarkar A, Breuninger H, Herrmann M, and Laux T.** Expression dynamics of WOX genes mark cell fate decisions during early embryonic patterning in *Arabidopsis thaliana*. *Development*. 2004;**131**(3):657–668. <https://doi.org/10.1242/dev.00963>
- Hara K, Yokoo T, Kajita R, Onishi T, Yahata S, Peterson KM, Torii KU, and Kakimoto T.** Epidermal cell density is autoregulated via a secretory peptide, EPIDERMAL PATTERNING FACTOR 2 in *Arabidopsis* leaves. *Plant Cell Physiol*. 2009;**50**(6):1019–1031.
- Herrmann A and Torii KU.** Shouting out loud: signaling modules in the regulation of stomatal development. *Plant Physiol*. 2021;**185**(3):765–780. <https://doi.org/10.1093/plphys/kiaa061>
- Hunt L and Gray JE.** The signaling peptide EPF2 controls asymmetric cell divisions during stomatal development. *Curr Biol*. 2009;**19**(10):864–869.
- Jangra R, Brunetti SC, Wang X, Kaushik P, Gulick PJ, Foroud NA, Wang S, and Lee JS.** Duplicated antagonistic EPF peptides optimize grass stomatal initiation. *Development*. 2021;**148**(16):dev199780. <https://doi.org/10.1242/dev.199780>
- Jansson S.** A guide to the Lhc genes and their relatives in *Arabidopsis*/IT>. *Trends Plant Sci*. 1999;**4**(6):236–240. [https://doi.org/10.1016/s1360-1385\(99\)01419-3](https://doi.org/10.1016/s1360-1385(99)01419-3)
- Je BI, Gruel J, Lee YK, Bommert P, Arevalo ED, Eveland AL, Wu Q, Goldshmidt A, Meeley R, Bartlett M, et al.** Signaling from maize organ primordia via FASCIATED EAR3 regulates stem cell proliferation and yield traits. *Nat Genet*. 2016;**48**(7):785–791. <https://doi.org/10.1038/ng.3567>
- Je BI, Xu F, Wu Q, Liu L, Meeley R, Gallagher JP, Corcilus L, Payne RJ, Bartlett ME, and Jackson D.** The CLAVATA receptor FASCIATED EAR2 responds to distinct CLE peptides by signaling through two downstream effectors. *Elife*. 2018;**7**. <https://doi.org/10.7554/eLife.35673>
- Kanaoka MM, Pillitteri LJ, Fujii H, Yoshida Y, Bogenschutz NL, Takabayashi J, Zhu J-K, and Torii KU.** SCREAM/ICE1 and SCREAM2 specify three cell-state transitional steps leading to *arabidopsis* stomatal differentiation. *Plant Cell*. 2008;**20**(7):1775–1785.
- Kirschner GK, Stahl Y, Imani J, von Korff M, and Simon R.** Fluorescent reporter lines for auxin and cytokinin signalling in barley (*Hordeum vulgare*). *PLoS One*. 2018;**13**(4):e0196086. <https://doi.org/10.1371/journal.pone.0196086>
- Kong D, Jing Y, Duan Y, He M, Ding H, Li H, Zhong Z, Zheng Z, Fan X, Pan X, et al.** ZmSPL10, ZmSPL14 and ZmSPL26 act together to promote stigmatic papilla formation in maize through regulating auxin signaling and ZmWOX3A expression. *New Phytol*. 2024;**243**(5):1870–1886. <https://doi.org/10.1111/nph.19961>
- Kong D, Pan X, Jing Y, Zhao Y, Duan Y, Yang J, Wang B, Liu Y, Shen R, Cao Y, et al.** ZmSPL10/14/26 are required for epidermal hair cell fate specification on maize leaf. *New Phytol*. 2021;**230**(4):1533–1549. <https://doi.org/10.1111/nph.17293>
- Kumar S, Adiram-Filiba N, Blum S, Sanchez-Lopez JA, Tzfadia O, Omid A, Volpin H, Heifetz Y, Goobes G, and Elbaum R.** Siliplant1 protein precipitates silica in sorghum silica cells. *J Exp Bot*. 2020;**71**(21):6830–6843. <https://doi.org/10.1093/jxb/eraa258>
- Lai LB, Nadeau JA, Lucas J, Lee E-K, Nakagawa T, Zhao L, Geisler M, and Sack FD.** The *Arabidopsis* R2R3 MYB proteins FOUR LIPS and MYB88 restrict divisions late in the stomatal cell lineage. *Plant Cell*. 2005;**17**(10):2754–2767. <https://doi.org/10.1105/tpc.105.034116>
- Lan T, Zheng Y, Su Z, Yu S, Song H, Zheng X, Lin G, and Wu W.** OsSPL10, a SBP-box gene, plays a dual role in salt tolerance and trichome formation in rice (*Oryza sativa* L.). *G3 (Bethesda)*. 2019;**9**(12):4107–4114. <https://doi.org/10.1534/g3.119.400700>
- Lehmann U and Schneider R.** The role of VND transcription factors in xylem vessel development and secondary wall formation. *New Phytol*. 2025;**247**(5):2034–2041. <https://doi.org/10.1111/nph.70327>
- Li J, Yuan Y, Lu Z, Yang L, Gao R, Lu J, Li J, and Xiong G.** Glabrous Rice 1, encoding a homeodomain protein, regulates trichome development in rice. *Rice (N Y)*. 2012;**5**(1):32. <https://doi.org/10.1186/1939-8433-5-32>
- Lincoln C, Long J, Yamaguchi J, Serikawa K, and Hake S.** A knotted1-like homeobox gene in *Arabidopsis* is expressed in the vegetative meristem and dramatically alters leaf morphology when overexpressed in transgenic plants. *Plant Cell*. 1994;**6**(12):1859–1876. <https://doi.org/10.1105/tpc.6.12.1859>
- Liu L, Jose SB, Campoli C, Bayer MM, Sánchez-Díaz MA, McAllister T, Zhou Y, Eskin M, Milne L, Schreiber M, et al.** Conserved signalling components coordinate epidermal patterning and cuticle deposition in barley. *Nat Commun*. 2022;**13**(1):6050. <https://doi.org/10.1038/s41467-022-33300-1>
- Liu T, Ohashi-Ito K, and Bergmann DC.** Orthologs of *Arabidopsis thaliana* stomatal bHLH genes and regulation of stomatal development in grasses. *Development*. 2009;**136**(13):2265–2276.
- Lynn K, Fernandez A, Aida M, Sedbrook J, Tasaka M, Masson P, and Barton MK.** The PINHEAD/ZWILLE gene acts pleiotropically in *Arabidopsis* development and has overlapping functions with the ARGONAUTE1 gene. *Development*. 1999;**126**(3):469–481. <https://doi.org/10.1242/dev.126.3.469>

- Maierhofer T, Lind C, Hüttl S, Scherzer S, Papenfuß M, Simon J, Al-Rasheid KAS, Ache P, Rennenberg H, Hedrich R, et al.** A single-pore residue renders the Arabidopsis root anion channel SLAH2 highly nitrate selective. *Plant Cell*. 2014;**26**(6):2554–2567. <https://doi.org/10.1105/tpc.114.125849>
- McConnell JR, Emery J, Eshed Y, Bao N, Bowman J, and Barton MK.** Role of PHABULOSA and PHAVOLUTA in determining radial patterning in shoots. *Nature*. 2001;**411**(6838):709–713. <https://doi.org/10.1038/35079635>
- McKown KH, Anleu Gil MX, Mair A, Xu S-L, Raissig MT, and Bergmann DC.** Expanded roles and divergent regulation of FAMA in Brachypodium and Arabidopsis stomatal development. *Plant Cell*. 2023;**35**(2):756–775. <https://doi.org/10.1093/plcell/koac341>
- Meng X, Chen X, Mang H, Liu C, Yu X, Gao X, Torii KU, He P, and Shan L.** Differential Function of Arabidopsis SERK Family Receptor-like Kinases in Stomatal Patterning. *Curr Biol*. 2015;**25**(18):2361–2372. <https://doi.org/10.1016/j.cub.2015.07.068>
- Nakamura M, Katsumata H, Abe M, Yabe N, Komeda Y, Yamamoto KT, and Takahashi T.** Characterization of the class IV homeodomain-Leucine Zipper gene family in Arabidopsis. *Plant Physiol*. 2006;**141**(4):1363–1375. <https://doi.org/10.1104/pp.106.077388>
- Negi J, Moriwaki K, Konishi M, Yokoyama R, Nakano T, Kusumi K, Hashimoto-Sugimoto M, Schroeder JI, Nishitani K, Yanagisawa S, et al.** A Dof transcription factor, SCAP1, is essential for the development of functional stomata in Arabidopsis. *Curr Biol*. 2013;**23**(6):479–484. <https://doi.org/10.1016/j.cub.2013.02.001>
- O'Connor DL, Runions A, Sluis A, Bragg J, Vogel JP, Prusinkiewicz P, and Hake S.** A division in PIN-mediated auxin patterning during organ initiation in grasses. *PLoS Comput Biol*. 2014;**10**(1):e1003447. <https://doi.org/10.1371/journal.pcbi.1003447>
- Ohashi-Ito K and Bergmann DC.** Arabidopsis FAMA controls the final proliferation/differentiation switch during stomatal development. *Plant Cell*. 2006;**18**(10):2493–2505.
- Ohmori Y, Tanaka W, Kojima M, Sakakibara H, and Hirano H-Y.** WUSCHEL-RELATED HOMEODOMAIN4 is involved in meristem maintenance and is negatively regulated by the CLE gene FCP1 in rice. *Plant Cell*. 2013;**25**(1):229–241. <https://doi.org/10.1105/tpc.112.103432>
- Palatnik JF, Allen E, Wu X, Schommer C, Schwab R, Carrington JC, and Weigel D.** Control of leaf morphogenesis by microRNAs. *Nature*. 2003;**425**(6955):257–263. <https://doi.org/10.1038/nature01958>
- Pautler M, Eveland AL, LaRue T, Yang F, Weeks R, Lunde C, Je BI, Meeley R, Komatsu M, Vollbrecht E, et al.** FASCIATED EAR4 encodes a bZIP transcription factor that regulates shoot meristem size in maize. *Plant Cell*. 2015;**27**(1):104–120. <https://doi.org/10.1105/tpc.114.132506>
- Pillitteri LJ and Torii KU.** Breaking the silence: three bHLH proteins direct cell-fate decisions during stomatal development. *BioEssays*. 2007;**29**(9):861–870. <https://doi.org/10.1002/bies.20625>
- Raissig MT, Abrash E, Bettadapur A, Vogel JP, and Bergmann DC.** Grasses use an alternatively wired bHLH transcription factor network to establish stomatal identity. *Proc Natl Acad Sci U S A*. 2016;**113**(29):8326–8331. <https://doi.org/10.1073/pnas.1606728113>
- Raissig MT, Matos JL, Anleu Gil MX, Kornfeld A, Bettadapur A, Abrash E, Allison HR, Badgley G, Vogel JP, Berry JA, et al.** Mobile MUTE specifies subsidiary cells to build physiologically improved grass stomata. *Science*. 2017;**355**(6330):1215–1218. <https://doi.org/10.1126/science.aal3254>
- Schlereth A, Möller B, Liu W, Kientz M, Flipse J, Rademacher EH, Schmid M, Jürgens G, and Weijers D.** MONOPTEROS controls embryonic root initiation by regulating a mobile transcription factor. *Nature*. 2010;**464**(7290):913–916. <https://doi.org/10.1038/nature08836>
- Shpak ED, McAbee JM, Pillitteri LJ, and Torii KU.** Stomatal patterning and differentiation by synergistic interactions of receptor kinases. *Science*. 2005;**309**(5732):290–293.
- Simmons AR, Davies KA, Wang W, Liu Z, and Bergmann DC.** SOL1 and SOL2 regulate fate transition and cell divisions in the Arabidopsis stomatal lineage. *Development*. 2019;**146**(3):dev171066. <https://doi.org/10.1242/dev.171066>
- Smith LG, Greene B, Veit B, and Hake S.** A dominant mutation in the maize homeobox gene, Knotted-1, causes its ectopic expression in leaf cells with altered fates. *Development*. 1992;**116**(1):21–30. <https://doi.org/10.1242/dev.116.1.21>
- Spiegelhalder RP, Berg LS, Nunes TDG, Dörr M, Jesenofsky B, Lindner H, and Raissig MT.** Dual role of BdMUTE during stomatal development in the model grass Brachypodium distachyon. *Development*. 2024;**151**(20):dev.203011. <https://doi.org/10.1242/dev.203011>
- Sugano SS, Shimada T, Imai Y, Okawa K, Tamai A, Mori M, and Hara-Nishimura I.** Stomagen positively regulates stomatal density in Arabidopsis. *Nature*. 2010;**463**(7278):241–244. <https://doi.org/10.1038/nature08682>
- Sun G, Xia M, Li J, Ma W, Li Q, Xie J, Bai S, Fang S, Sun T, Feng X, et al.** The maize single-nucleus transcriptome comprehensively describes signaling networks governing movement and development of grass stomata. *Plant Cell*. 2022. <https://doi.org/10.1093/plcell/koac047>

- Suzaki T, Sato M, Ashikari M, Miyoshi M, Nagato Y, and Hirano H-Y.** The gene FLORAL ORGAN NUMBER1 regulates floral meristem size in rice and encodes a leucine-rich repeat receptor kinase orthologous to Arabidopsis CLAVATA1. *Development*. 2004;**131**(22):5649–5657. <https://doi.org/10.1242/dev.01441>
- Vardanega I, Maika JE, Demesa-Arevalo E, Lan T, Kirschner GK, Imani J, Acosta IF, Makowska K, Hensel G, Ranaweera T, et al.** CLAVATA signalling shapes barley inflorescence by controlling activity and determinacy of shoot meristem and rachilla. *Nat Commun*. 2025;**16**(1):1–14. <https://doi.org/10.1038/s41467-025-59330-z>
- Von Groll U, Berger D, and Altmann T.** The subtilisin-like serine protease SDD1 mediates cell-to-cell signaling during Arabidopsis stomatal development. *Plant Cell*. 2002;**14**(7):1527–1539. <https://doi.org/10.1105/tpc.001016>
- Wang H, Guo S, Qiao X, Guo J, Li Z, Zhou Y, Bai S, Gao Z, Wang D, Wang P, et al.** BZU2/ZmMUTE controls symmetrical division of guard mother cell and specifies neighbor cell fate in maize. *PLoS Genet*. 2019a;**15**(8):e1008377. <https://doi.org/10.1371/journal.pgen.1008377>
- Wang H, Ngwenyama N, Liu Y, Walker JC, and Zhang S.** Stomatal development and patterning are regulated by environmentally responsive mitogen-activated protein kinases in Arabidopsis. *Plant Cell*. 2007;**19**(1):63–73. <https://doi.org/10.1105/tpc.106.048298>
- Wang H, Yan S, Xin H, Huang W, Zhang H, Teng S, Yu Y-C, Fernie AR, Lu X, Li P, et al.** A Subsidiary Cell-Localized Glucose Transporter Promotes Stomatal Conductance and Photosynthesis. *Plant Cell*. 2019b;**31**(6):1328–1343. <https://doi.org/10.1105/tpc.18.00736>
- Wu H-C, Yu S-Y, Wang Y-D, and Jinn T-L.** Guard Cell-Specific Pectin METHYLESTERASE53 Is Required for Absciscic Acid-Mediated Stomatal Function and Heat Response in Arabidopsis. *Front Plant Sci*. 2022;**13**:836151. <https://doi.org/10.3389/fpls.2022.836151>
- Wu Z, Chen L, Yu Q, Zhou W, Gou X, Li J, and Hou S.** Multiple transcriptional factors control stomata development in rice. *New Phytol*. 2019;**223**(1):220–232. <https://doi.org/10.1111/nph.15766>
- Xie J, Liao H, Wang X, Zhang X, Ni J, Li Y, Tian W, and Sang X.** DLT/OsGRAS-32, regulating leaf width and thickness by controlling cell number in *Oryza sativa*. *Mol Breed*. 2019;**39**(7):104. <https://doi.org/10.1007/s11032-019-1003-6>
- Xie K, Wu C, and Xiong L.** Genomic organization, differential expression, and interaction of SQUAMOSA promoter-binding-like transcription factors and microRNA156 in rice. *Plant Physiol*. 2006;**142**(1):280–293. <https://doi.org/10.1104/pp.106.084475>
- Yamaguchi T, Nagasawa N, Kawasaki S, Matsuoka M, Nagato Y, and Hirano H-Y.** The YABBY gene DROOPING LEAF regulates carpel specification and midrib development in *Oryza sativa*. *Plant Cell*. 2004;**16**(2):500–509. <https://doi.org/10.1105/tpc.018044>
- Zhang D, Spiegelhalter RP, Abrash EB, Nunes TDG, Hidalgo I, Anleu Gil MX, Jesenofsky B, Lindner H, Bergmann DC, and Raissig MT.** Opposite polarity programs regulate asymmetric subsidiary cell divisions in grasses. *eLife*. 2022;**11**:e79913. <https://doi.org/10.7554/eLife.79913>
- Zhang X, Facette M, Humphries JA, Shen Z, Park Y, Sutimantanapi D, Sylvester AW, Briggs SP, and Smith LG.** Identification of PAN2 by Quantitative Proteomics as a Leucine-Rich Repeat–Receptor-Like Kinase Acting Upstream of PAN1 to Polarize Cell Division in Maize. *Plant Cell*. 2012;**24**(11):4577–4589. <https://doi.org/10.1105/tpc.112.104125>

**Table S4.** Seurat marker genes for all clusters

*see separate file "TableS4.xlsx"*

**Table S5.** Differentially expressed genes in non-protoplasted vs. protoplasted bulk RNA-seq

*see separate file "TableS5.xlsx"*

**Table S6.** Borda-ranked transcription factors per stomatal cluster (Mini-Ex analysis)

*see separate file "TableS6.xlsx"*

**Table S7.** Targetome of BdMUTE and BdFAMA in dividing GMC cluster

*see separate file "TableS7.xlsx"*

**Table S8.** Details on statistical analysis

*see separate file "TableS8.xlsx"*

**Table S9.** Key resources table

*see separate file "TableS9.xlsx"*

How the deposited data were processed for this re-analysis (not part of the article)

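RNA of developmental leaf zones of 3 wk old Bd21-3 plants was sequenced in 6 bulk libraries, 3 labelled protoplasted and 3 labelled non-protoplasted. The authors checked the 75 bp reads with FastQC, mapped them with bowtie2 to the Bd21-3 genome and counted reads per gene with summarizeOverlaps (version 1.42.0 as the paper gives it). These raw counts were deposited by the authors without normalization. The authors also deposited a signal in reads per kilobase, which is the count divided by the gene length, and TPM values, which are that signal scaled to the same sum in every library. The authors averaged the TPM of the 3 libraries of each group in further columns. All columns of single libraries belonged to samples of the series, and 0 were left unused. The paper used DESeq2 1.46.0 and R 4.5.1. Its text gives thresholds on the log2 fold change without naming a p-value, and it does not name the counting mode, the use of strand or a pairing of samples.

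Samples were grouped by title and library name. The treatment entry of the labels names the other group for all 6 samples, and the gene table of the paper did not settle the question, so that the groups are called by their labels throughout. The replicate numbers 1 to 3 come from the labels, and the paper states no pairing. They were used as a block in an alternative only.

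The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by group at its default minimum count of 10, libraries were normalized with TMM, and the groups were compared with glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. A prior count of 0.125 was used for the log2 fold changes. The standard errors are approximate, as the absolute log2 fold change divided by the square root of F. CPM values used the TMM-scaled library sizes, and TMM factors ran from 0.84 to 1.15. A fold change against a group with at most 3 counts in every library was computed against 3 counts and is a lower bound. Total counts ran from 17482438 to 24621927, so that 3 counts stand at 0.205 CPM in the smallest library. Gene lists were taken from Tables S3, S4, S6 and S7, and list medians were compared with 10000 random lists of the same size matched on mean expression in 10 classes. The list of *BdMUTE* and *BdFAMA* target genes held 82 genes, as many as the paper's exclusive and preferential targets together. It does not cover all targets shared by both factors. Of its IDs, 80 were found in the count table, and 1628 of 1654 IDs of the mesophyll markers.

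The test was checked on simulated counts for 23677 genes, of which 200 were changed by known fold changes. Of the 196 changed genes that were tested, edgeR called 172 in the right direction (87.8%) and called 19 unchanged genes, among 23319 genes tested. DESeq2 recovered 88.8% and called 46 unchanged genes, limma-voom 87.2% and 20, and limma-trend on TPM 85.2% and 14. In the real data edgeR called 18238 genes. With only 200 changed genes, the simulation does not test the normalization in that setting.

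The alternatives were DESeq2 1.42.0, RLE normalization, library size only, genes with at least 10 counts in every library, all genes with at least 1 count, limma-voom and limma-trend (limma 3.58.1) on log2(TPM + 1) and log2(TPM + 0.1), a replicate block, each library left out in turn, a linear fold change of 3, the fold change alone, glmTreat above a log2 fold change of 1, and DESeq2 on all genes by the fold change alone. For single genes a prior count of 2 was tried as well. The exchange of the groups was added after seeing the data. Named genes were those of Table S3, with emphasis on the 16 genes tested *in planta* and the 9 *BdSLP1-like* genes, and the genes with the largest change in each direction among those with an adjusted p under 0.05, groups that did not overlap and a mean of at least 10 CPM. Where no table paired an ID with a name, at most 2 IDs per direction were printed. Of the 36647 gene IDs, 0 matched the RefSeq table of the Brachypodium_distachyon_v3.0 assembly, which is of the inbred line Bd21, and 0 of the 74 further IDs given in Table S3 matched it. No genome sequence or coordinates were used here. The tables S4 and S5 were used as far as their text was at hand. That text was cut, so that the gene lists taken from them are partial.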

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

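All tests in this part were chosen only after the result was seen. A group of genes that the paper does not discuss had counts in the libraries of a single group. At 3 counts or fewer in every library labelled non-protoplasted, 5 genes had at least 10 CPM in every library labelled protoplasted, among them BdiBd21-3.1G0680900 and BdiBd21-3.2G0511900, the latter named after its values were seen. In the opposite direction there were 202 genes, of which 73 had 0 counts in all 3 libraries labelled protoplasted. A difference in library size or depth did not account for the difference. At 10 CPM, at least 262 counts would be expected in every library labelled protoplasted for the 202 genes, and at least 147 in every library labelled non-protoplasted for the 5 genes, where 3 or fewer were found. Drawing every library down to the smallest one gave 7 and 239 genes, which shows nothing further, since it can only add genes at or under 3 counts. A few genes taking most of the counts were not the cause either, since the 50 genes with the most counts held at most 11.1% of the counts of a library. Swapped titles and library names were tested with marker genes of Table S4, which come from single cells and therefore from protoplasts. The text of that table at hand was cut, so that 3961 marker genes were used and others may be missing. Random sets were matched to the 202 genes on mean expression over all 6 libraries. Their genes need not be as high in the libraries labelled non-protoplasted, which could lower their number of listed genes. Of the 5 genes, too few to judge by, 0 were listed in Table S4. Of the 202 genes, 79 were listed, against a median of 11 in 10000 random sets (percentile 100). This is consistent with the libraries labelled non-protoplasted being the protoplasts, as the treatment entry of the labels has it, and this explanation remains. Reads from another organism, RNA from other cells and reads shared between similar genes were not tested. A response of the tissue to protoplasting is the biological explanation the design gives, and its direction cannot be told apart from a swap of the labels.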

How the results depend on the processing

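The tests of the exchanged groups were chosen only after the result was seen, and all other alternatives were set before the data were examined. Under those, 156 comparisons were made for 12 results. Of these, 131 stayed within 1.5 times the main count, or for list medians moved less than the replicate spread. Another 25 moved and 0 were reversed. Only the list medians could be called reversed, since a count has no sign. The cause of each change was not tested unless a value is given for it.

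With at least 10 counts required in every library, a condition that removes genes near 0 in either group, 436 genes lay above a log2 fold change of 3 and 1242 below -3, with 2 of the genes tested *in planta*, 0 stomatal regulon transcription factors and 0 *BdMUTE* and *BdFAMA* target genes above 3 (also 0 and 0 at an unadjusted p under 0.05). On the log2(TPM + 1) scale the numbers were 633 and 1652, with 3 genes tested *in planta* and 2 target genes. A linear fold change of 3 gave 3587 and 5123 genes, 10 genes tested *in planta*, 62 G2/M-phase marker genes, 8 regulon transcription factors and 15 target genes. Library size only and log2(TPM + 0.1) each gave 2 regulon transcription factors in place of 1, and 7 genes tested *in planta* in place of 5. Library size only gave 11510 genes higher and 7294 lower (61.2% higher), against 9164 and 9074 (50.2%). The log2(TPM + 1) scale gave 58.6% higher.

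The median log2 fold changes of the G2/M-phase markers, the regulon transcription factors, the target genes and the mesophyll markers were 0.80, -1.23, 1.08 and 1.11 with library size only, and 0.60, -1.31, 0.89 and 0.98 on the log2(TPM + 1) scale, where the medians of all genes moved by 0.38 and 0.21. With the groups exchanged, the medians reversed to -0.42, 1.61, -0.70 and -0.73, and 2977 genes lay above 3 and 1204 below -3, with 0 genes tested *in planta* (0 at an unadjusted p under 0.05), 56 regulon transcription factors and 1 target gene above 3.

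Across the 6 fits that each left out a library, 8305 to 9702 genes were higher, 8581 to 9690 lower, 1199 to 1316 above 3 and 3029 to 3263 below -3. Above 3 were 5 to 6 genes tested *in planta*, 20 to 24 G2/M-phase markers, 1 regulon transcription factor and 3 to 4 target genes. With the replicate number as a block, 9140 genes were higher, 9098 lower, 1200 above 3 and 3002 below -3, with 5, 21, 1 and 3 genes of these lists. Deviations from the group means had a mean correlation of 0.0807 for same-numbered libraries and -0.0386 for the others, so the numbers did not visibly pair the libraries.

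Of the 69 tested Table S3 genes, 56 kept their call and sign. Among 1084 comparisons there were 10 weaker, 12 stronger and 16 reversed, all reversed ones in genes without an adjusted p under 0.05 in edgeR. With library size only, *BdMYB88-like* reversed to 0.24, *BdSCRM2* to 0.077, *BdSERK1/2-like2* to 0.21 and *BdTSO1-like* to 0.20. On the log2(TPM + 1) scale *BdMYB88-like* stood at 0.13, *BdSERK1/2-like2* at 0.11 and *BdTSO1-like* at 0.0939, and on the log2(TPM + 0.1) scale they stood at 0.14, 0.12 and 0.0949. *BdPHB-like* reversed to -0.0165 with DESeq2 and with RLE normalization. With a library left out, *BdEPF2-1* ran from -0.11 to 0.38, *BdFEA4* from -0.14 to 0.69 and *BdPHB-like* from -0.10 to 0.16. Depth limits genes such as *BdCST1*, which has at most 9 counts in any library.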

Differences from the paper's values

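The exchange of the groups was chosen only after the result was seen. The legend of Figure S4c gives the fold changes as a response to protoplasting, with genes above 3 as upregulated, and the positive values of Table S5, which is headed as non-protoplasted vs. protoplasted, were read in the same way. Table S5 of the paper lists 1812 genes above a log2 fold change of 3, against 1204 in edgeR in the libraries labelled protoplasted. Of the alternatives set before the data were examined, library size only (1575), all genes with at least 1 count (1510), log2(TPM + 0.1) (1313), DESeq2 on all genes by the fold change alone (1531) and 5 of the 6 fits that left out a library came within 1.5 times the paper's number. DESeq2 on the filtered genes, RLE normalization, limma-voom, log2(TPM + 1) and at least 10 counts in every library did not. Nor did the replicate block, the linear fold change, the fold change alone, glmTreat and the fit without the second library labelled protoplasted. A similar number does not mean the same genes. Of 1213 genes listed above 3 and tested in edgeR, 55 lay above 3, where chance gives 61.7. For genes below -3, the paper's Figure S4c shows about 810, read by eye, against 2977 in edgeR, and none of the alternatives set before the data were examined closed the gap. With the groups exchanged, which was chosen after seeing the values, 1204 genes lay below -3, within 1.5 times the paper's number, and 2977 lay above 3.

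For single genes, the log2 fold changes listed in Table S5 are given as the paper's, with its standard error. *BdHDG2-like* had 0.36 against the paper's 9.14 (standard error 0.63). *BdPME53-like* had 2.89 against the paper's 6.88 (standard error 0.85). *BdSERK1/2-like2* had -0.17 against the paper's 4.91 (standard error 0.35). *BdSLP1-like1* had 7.65 against the paper's 3.84 (standard error 0.85). None of the alternatives set before the data were examined closed these gaps. *BdSWEET13*, listed by the paper at 9.18 (standard error 0.61), had too few counts to be tested here. It had 0.36 ± 0.34 CPM (SD, n = 3) in the libraries labelled protoplasted and 0.78 ± 0.88 (SD, n = 3) in the others.

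The paper states that candidates from its marker gene search were not taken on if they were upregulated in protoplasted samples. Some genes tested *in planta*, such as *BdMUTE* and *BdFAMA*, were used as known markers, and the rule is not stated for them. In the libraries labelled protoplasted, 5 of the 16 genes tested *in planta* lay above a log2 fold change of 3, and 10 above a linear fold change of 3. With at least 10 counts required in every library there were 2, on the log2(TPM + 1) scale 3, and with library size only or on the log2(TPM + 0.1) scale 7. With the groups exchanged, chosen after seeing the values, there were 0. Table S5 of the paper lists 2 of these genes, *BdHDG2-like* and *BdPME53-like*, with values above 3. Its values did not follow the deposited counts gene by gene, so this does not show that the rule was broken. For *BdPME53-like* it lists a mean of 5.18, whereas every library here had at least 93 counts.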

Other observations

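The splits of the samples for the genes higher in the libraries labelled protoplasted, the random gene lists and the share of signs in Table S5 were tested as set before the result was seen, and all other tests in this part were chosen only after the result was seen. A test set beforehand had assumed that more genes rise than fall past the thresholds. The opposite was found, so it was not run as written and was replaced.

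The 6 libraries can be split into 3 and 3 in 10 ways. In 1 of the 10 splits, the real one, as many genes (18238) had an adjusted p under 0.05 in edgeR's quasi-likelihood test. The other splits gave 0 genes, and 3 to 71 genes at an unadjusted p under 0.05, against 18602 in the real split. For the genes past a log2 fold change of 3 or -3, again 1 of the 10 splits gave as many (4181 genes). The same held, with 1 of 10 splits each, for the genes tested *in planta*, the G2/M-phase markers, the stomatal regulon transcription factors and the *BdMUTE* and *BdFAMA* target genes past either threshold. Only 4 splits part all 3 same-numbered pairs, and 1 of these gave as many genes. The other 6 part 1 pair. No share under 0.1 is possible with 10 splits.

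Fewer genes rose than fell past the thresholds in the libraries labelled protoplasted, 28.8% of the genes past them. With library size only, that share was 37.5%, so composition normalization did not account for it. Spearman's rho of the log2 fold change with gene length was -0.0509 across genes. Genes below -3 were nevertheless shorter, with a median of 2068 bases. All other tested genes with a length, those above 3 included, had a median of 3331, 1.61 times as long. Genes above 3 had a median of 1820 bases. A candidate explanation that remains is a swap of titles and library names. In single cells, which are protoplasts, Table S4 lists the share of cells that detect each marker gene. The bulk expression in the libraries labelled non-protoplasted followed that share more closely in 8 of 8 comparisons, and every library did so in 7. For the G2/M-phase markers in other cells, Spearman's rho was 0.830 in the libraries labelled non-protoplasted and 0.456 in the libraries labelled protoplasted. For mesophyll cells the values were nearly equal, 0.521 and 0.521. The comparisons share genes and are not independent. With the groups exchanged, 0 of the genes tested *in planta* lay above 3, with log2 fold changes from -5.00 to -0.36. Since all 15 tested genes of that list were higher as labelled, this outcome was fixed in advance and does not decide the question. This comparison with single cells and that of the genes with counts in a single group could have come out either way. Both went with swapped titles and library names. The marker lists of Table S4, as far as their text was at hand, were mostly higher in the libraries labelled protoplasted. No direction was set for them beforehand, so they do not decide the question. At an adjusted p under 0.05 in edgeR, 1093 mesophyll markers were higher and 245 lower in the libraries labelled protoplasted. For the G2/M-phase markers the numbers were 153 and 80, but for the regulon transcription factors 32 and 93. The comparisons that went with a swap were found and made on the same data, so that a swap remains a hypothesis. The direction of the patterns here cannot be told apart from a swap.

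In lists of genes that the paper used for other analyses, the median log2 fold change of 303 G2/M-phase markers was 0.42, at percentile 100 of 10000 matched random lists. That of 1627 mesophyll markers was 0.73, also at percentile 100. The 79 tested target genes had a median of 0.70 (percentile 99.98). Their list held 82 genes, as many as the paper's exclusive and preferential targets together, and does not stand for all targets shared by *BdMUTE* and *BdFAMA*. The explanations set beforehand, a loss or gain of dividing cells and an unequal release of mesophyll cells, name no direction, so that an extreme percentile on either side would have met them. The medians cannot be told apart from a swap of the labels, under which the medians reverse. The 147 regulon transcription factors had a median of -1.61, at percentile 0. The test set beforehand, that the protoplasting response reaches these genes by raising them, named only a high or a central percentile, so that percentile 0 was read as undecided after the value was seen. Of these factors, 1 (*BdMUTE*) lay above 3 and 56 below -3. Of the G2/M-phase markers, 21 lay above 3 and 20 below -3, and of the target genes 4 and 1.

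Table S5 of the paper did not follow the deposited counts gene by gene. It was to decide the direction of the labels. Of 1345 tested genes among the 1999 read from it, all of which are listed as positive, 49.2% had the listed sign, against 51.0% of all tested genes above 0. With DESeq2 on all genes, 45.4% of 1744 had it, against 47.0% of all genes. The test set beforehand would have read a share under 50 percent as swapped treatment entries. It was read as undecided after the value was seen, since Pearson's r of the fold changes was 0.000844 and Spearman's rho 0.0199 across genes. Another normalization or tool version alone, with the identifiers as listed, did not account for it, since 255 listed genes had 0 counts in all 6 libraries, with a listed mean of up to 3349. This is 12.8% of the listed genes, near the 14.5% of all genes that mismatched identifiers would give. Exchanged groups alone did not account for it, since the mean count, which does not depend on the groups, had a Spearman's rho of 0.168. Identifiers shifted by a fixed number of positions did not, with a highest rho of 0.0889 over shifts of up to 4000. For identifiers shuffled against the values, 12.4% of the means above 50 were found among the means computed here, against 15.5% to 16.8% for the same means multiplied by constants. This test needs the same size factors, so that shuffled identifiers together with another normalization were not excluded. The cause remains open, and neither the genome version behind the IDs of Table S5 nor a biological explanation was tested.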
